# IRF1-mediated downregulation of PGC1α contributes to cardiorenal syndrome type 4

**DOI:** 10.1038/s41467-020-18519-0

**Published:** 2020-09-16

**Authors:** Yinghui Huang, Shaobo Wang, Jie Zhou, Yong Liu, Changhong Du, Ke Yang, Xianjin Bi, Mingying Liu, Wenhao Han, Kailong Wang, Jiachuan Xiong, Song Wang, Yue Wang, Ling Nie, Chi Liu, Daohai Zhang, Jun Gu, Chunyu Zeng, Jinghong Zhao

**Keywords:** Cardiology, Chronic kidney disease

## Abstract

Cardiorenal syndrome type 4 (CRS4) is a common complication of chronic kidney disease (CKD), but the pathogenic mechanisms remain elusive. Here we report that morphological and functional changes in myocardial mitochondria are observed in CKD mice, especially decreases in oxidative phosphorylation and fatty acid metabolism. High phosphate (HP), a hallmark of CKD, contributes to myocardial energy metabolism dysfunction by downregulating peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC1α). Furthermore, the transcriptional factor interferon regulatory factor 1 (IRF1) is revealed as the key molecule upregulated by HP through histone H3K9 acetylation, and responsible for the HP-mediated transcriptional inhibition of PGC1α by directly binding to its promoter region. Conversely, restoration of PGC1α expression or genetic knockdown of IRF1 significantly attenuates HP-induced alterations in vitro and in vivo. These findings demonstrate that IRF1-PGC1α axis-mediated myocardial energy metabolism remodeling plays a crucial role in the pathogenesis of CRS4.

## Abstract (web summary)

The pathogenic mechanisms of cardiorenal syndrome type 4 (CRS4) remain unclear. Here, the authors identify IRF1-PGC1α axis-mediated myocardial energy metabolism remodeling as a contributor to CRS4 pathogenesis, thus providing potential new targets for reducing cardiovascular events in CKD patients.

## Introduction

Cardiovascular disease (CVD) is the most common complication of chronic kidney disease (CKD) and the leading cause of death (more than 50%) in patients with CKD^1,2^. CKD may lead to pathologic cardiac changes including left ventricular hypertrophy (LVH), diastolic dysfunction, and/or increased risk of cardiovascular events, and this condition is called cardiorenal syndrome type 4 (CRS4)^3^. Astonishingly, up to 30% of CKD patients suffer from chronic heart failure (HF)^1,2^, and about 40–50% of patients with HF have coexisting chronic renal dysfunction^4^. As reported, the risk of HF is much higher in patients with an estimated glomerular filtration rate (eGFR) <60 ml/min per 1.73 m^2^, especially in dialysis patients^2,5^. However, the mechanism of increased susceptibility to HF in CKD patients remains elusive^2,4^.

As abundant ATP is required for normal systole and diastole, a severe decrease of ATP will directly disrupt cardiac function and eventually lead to HF^6–8^. Normally, over 95% of cardiac ATP is derived from oxidative phosphorylation (OXPHO), and the remaining 5% principally comes from glycolysis. The substrate utilization in the adult heart is mainly from the oxidation of fatty acid (FAO, 70–90%), glucose and lactate (10–30%)^7^. Of note, FAO and OXPHO frequently decrease in a hypertrophic or failing heart, while glycolysis often compensatorily increases, known as myocardial energy metabolism remodeling^7^. This remodeling is considered responsible for the progression of LVH and HF^8^. A clinical study showed that a significant amelioration of cardiac function and reduction of the left ventricular mass index (LVMI) were observed in hemodialysis patients after treatment with Levocarnitine, a cofactor of FAO key enzyme carnitine palmitoyl transferase 1 (Cpt1)^9^, indicating that severe disorder of myocardial energy metabolism may exist in patients with CKD. However, there is a lack of an in-depth study on the pathogenesis of CKD-associated myocardial energy metabolism dysfunction.

Traditional risk factors of CVD are insufficient to explain the high prevalence of HF in CKD patients^10,11^, such as hypertension, hemodynamic alterations, and activation of the renin–angiotensin–aldosterone system (RAAS) and sympathetic nervous system. Therefore, increasing attention was paid to CKD-inherent risk factors, i.e. uremic toxins that accumulated in the body during disease progression. Retained uremic toxins can be divided into three groups according to physicochemical characteristics: small water-soluble compounds (molecular weight (MW) < 500 Da), middle-molecules (500 Da < MW < 32,000 Da) and protein-bound small molecules (most of them with MW < 500 Da). Remarkably, recent studies have reported that uremic toxins are not only a consequence of CKD, but also a cause of uremic symptoms, including CVD^1,2^. Several water-soluble toxins have emerged as hallmarks of CKD^12,13^ and risk factors for CVD in CKD patients^14^, such as high phosphate (HP), fibroblast growth factor 23 (FGF23), and trimethylamine-*N*-oxide (TMAO). Middle-molecules can be used to predict the severity of coronary artery disease, such as β2-microglobulin (B2M)^15^. Protein-bound toxins are associated with CKD progression and increased cardiovascular mortality, such as Indoxyl sulfate (IS) and *p*-cresyl sulfate (PCS)^16^. Despite these findings, the distinct roles of uremic toxins in the pathogenesis of CRS4 and the underlying mechanisms are not fully understood.

In this study, we demonstrate that peroxisome proliferator-activated receptor-gamma coactivator 1 alpha (PGC1α) is downregulated in the heart of CKD mice and PGC1α downregulation mediates myocardial energy metabolism remodeling that contributes to CKD-associated HF. HP is a crucial uremic toxin involved in myocardial energy metabolism dysfunction and could induce PGC1α downregulation. Moreover, the transcriptional factor interferon regulatory factor 1 (IRF1) mediates HP-induced PGC1α suppression by directly binding to its promoter region, thus generating HP-induced mitochondrial energy metabolism dysfunction and CKD-associated HF.

## Results

### Energy metabolism changes and PGC1α repression in CKD mice

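Total RNA from the hearts of 3 sham and 3 CKD mice was hybridised to Affymetrix Clariom S mouse arrays, with 1 array per mouse. The mice were of the Balb/c strain, and the methods describe the Balb/c mice as male and 8 weeks old at surgery. Y-linked genes differed between the arrays, so a match of the groups for sex cannot be taken as given. CKD was induced by electrocoagulation of part of the right renal cortex and later removal of the left kidney, and sham mice had the abdomen opened without kidney surgery. The methods describe more than 1 set of sham and CKD mice, and the text does not name the set that gave the array hearts or the time of day of collection. The authors deposited log2 levels of 22206 probe sets after robust multiarray averaging, which corrects the background, sets all arrays to a common distribution and combines the probes of each probe set. The median log2 level was between 4.83 and 4.86 on every array, and no detection calls were given. A gene symbol was paired with 19572 probe sets and 2634 were left unnamed, which gave 19505 genes, and the brightest probe set was used for the 55 genes with more than 1. CKD was compared with sham by limma's linear model on the log2 scale, and a gene passed the criterion at a fold change over 1.5 with an unadjusted p under 0.05. The methods give these limits and do not say whether p was adjusted. They name no test for the arrays, and the methods' t-test below is the one they give for group comparisons in general. In simulated data with the spread of these arrays and each gene drawn independently, 86% of genes changed 2-fold and 2.27% of unchanged genes passed it. The real arrays vary together over many genes, and a split of them other than by surgery gave 1576 genes past the criterion. The 2.27% is thus no rate of false calls for these data. The number of arrays limits the precision, and an exact two-sided permutation test of 3 mice against 3 cannot give a p under 0.1. Gene lists were fixed before the data were examined and were each tested against all other genes by limma's camera with a preset correlation of 0.01, with p adjusted over 45 lists. Those standing in for the paper's gene ontology and KEGG terms were written from general knowledge.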

To broadly explore the pathogenesis of CKD-associated CVD, we first examined genome-wide transcriptional changes in the heart of CKD mice by performing microarray analysis using Affymetrix Clariom S array. Gene ontology (GO) analysis revealed that the markedly downregulated genes were focused on mitochondrion (Fig. 1a). 

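In the heart of CKD mice, 15 of 326 measured genes of mitochondrial proteins were lower than in sham mice, 10 were higher and 301 did not pass the criterion. This list was written from general knowledge and is not the gene ontology term, so its test does not repeat the paper's. The lower genes included Timm10, a chaperone that guides proteins across the intermembrane space (log2 fold change −1.65, standard error 0.33, adjusted p = 0.330 from limma), and Bcat2, an aminotransferase of branched-chain amino acids (−1.06, standard error 0.24, adjusted p = 0.336). The higher genes included Sdha, the flavoprotein of complex II (1.17, standard error 0.27, adjusted p = 0.336), and Mrpl14 of the mitochondrial ribosome (1.12, standard error 0.24, adjusted p = 0.336). Of the 82 measured genes of oxidative phosphorylation, 3 were lower and 1 was higher, with a median log2 fold change of −0.06 (adjusted p = 0.288 from camera). Some of these genes lay near the top of the scale in sham hearts, where differences can be compressed, such as Cox6a2 (19.94) and Atp5mpl (18.81). Others lay far lower, such as Ndufa7 (10.31). The 3 lower genes were Ndufa7 and Ndufa3 among 35 subunits of complex I and Cox8a among 16 subunits of complex IV, all chosen by the study for its heatmap of these samples. The higher gene was Sdha among 4 subunits of complex II, and none of 9 subunits of complex III or 18 of ATP synthase passed. No mitochondrial gene passed when p was adjusted over the list alone, while Cox8a and Sdha each did so within the list of its own complex. The 15 lower genes stand against 10.4 expected from the 623 lower genes overall (odds ratio 1.47, 95% confidence interval 0.81 to 2.49, two-sided Fisher's exact test p = 0.150, adjusted p = 0.301 over both directions). The 10 higher genes stand against 10.2 (odds ratio 0.98). The odds ratio among lower genes was 1.77 without sham replicate 1 (adjusted p = 0.0178), 1.77 without CKD replicate 2 (adjusted p = 0.0455) and 2.15 with the methods' t-test (adjusted p = 0.0460), but 0.962 without sham replicate 3 and 0.943 among genes at or above the median level. The oxidative phosphorylation list had a median of −0.11 (adjusted p = 0.0329) and complex I of −0.14 (adjusted p = 0.0411) without sham replicate 1. The odds ratio among higher genes was 1.15 without sham replicate 2, 1.12 without sham replicate 3, 1.23 without CKD replicate 1 and 1.07 without CKD replicate 2.

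**Figure D1:**
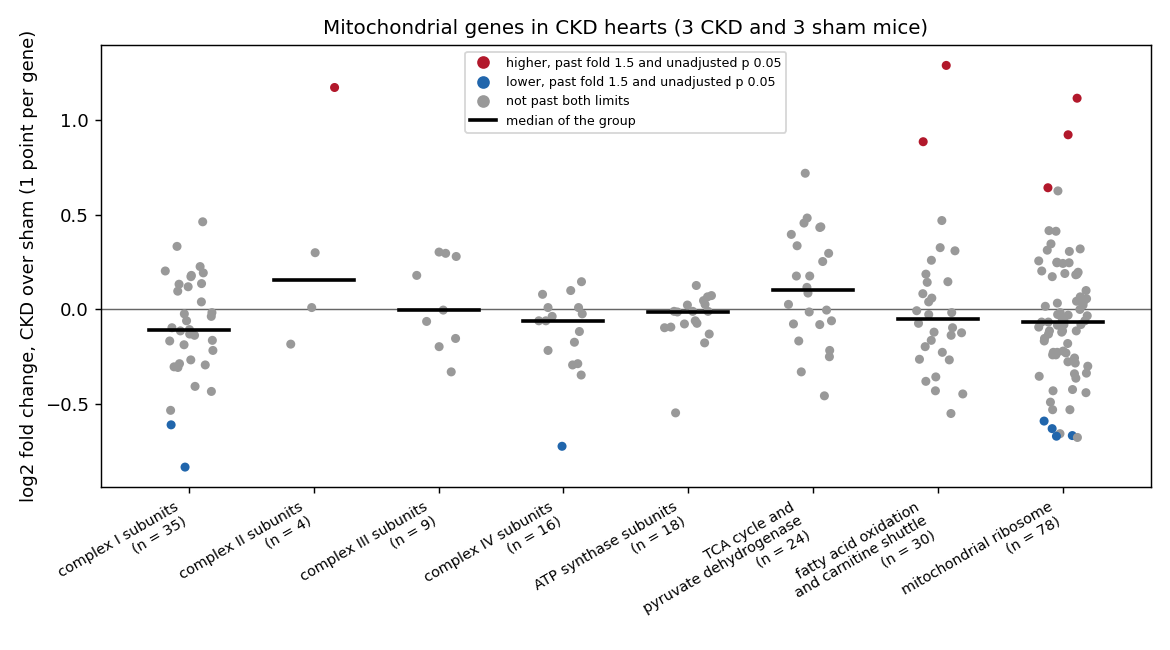
Log2 fold change of CKD over sham hearts (vertical axis) for each measured gene of 8 mitochondrial groups (horizontal axis), from 3 mice per group. Each point is a gene, red if higher and blue if lower at a fold change over 1.5 with an unadjusted p under 0.05, and black lines are group medians, which lie between −0.11 for complex I and 0.16 for complex II.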

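Of 53 measured genes of fatty acid metabolism, 5 were higher and 2 were lower in CKD than in sham hearts. Among the higher genes, Scd1, Fasn and Acaca act in the synthesis and desaturation of fatty acids, whereas Ehhadh and Hadh act in their oxidation. Scd1 had a log2 fold change of 2.88 (standard error 0.84, adjusted p = 0.378 from limma), Acaca of 0.97 (standard error 0.24, adjusted p = 0.336) and Ehhadh of 0.89 (standard error 0.20, adjusted p = 0.336). Fasn was higher by 1.72 and Hadh by 1.29 on the log2 scale. The lower genes were Elovl1, an elongase of long-chain fatty acids (−0.88, standard error 0.21, adjusted p = 0.336), and Mecr, a reductase of mitochondrial fatty acid synthesis (−0.72, standard error 0.19, adjusted p = 0.346). None of the 53 genes passed when p was adjusted over the list alone. Ehhadh and Hadh were also the 2 higher genes among 30 of beta-oxidation and the carnitine shuttle, where none was lower, the median log2 fold change was −0.05 and Ehhadh passed when p was adjusted over the list alone. Marker genes of adipocytes, which also make fatty acids, had a median log2 fold change of 0.64 on the same arrays, with 3 of 13 higher and none lower (adjusted p = 0.000855 from camera, and adjusted p = 0.811 with an estimated correlation). That median was 0.33 without CKD replicate 3. The 7 genes of fatty acid metabolism in either direction stand against 3.35 expected (odds ratio 2.26, two-sided Fisher's exact test p = 0.0482, adjusted p = 0.167 over 45 lists), a test added after the data were seen. The median of the list was 0.06 (adjusted p = 0.592 from camera), and it was −0.06 without sham replicate 1, while the median for beta-oxidation was 0.02 without CKD replicate 1. Hadh fell short of the criterion without sham replicate 2 (1.05), sham replicate 3 (1.01) or CKD replicate 3 (0.98).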

Kyoto Encyclopedia of Genes and Genomes (KEGG)-based pathway classification of the differentially expressed genes indicated significant changes in fatty acid metabolism (Fig. 1b). Meanwhile, transmission electron microscope (TEM) observation found mitochondrial derangements, swelling, and vacuolation with disrupted cristae in cardiomyocytes of CKD mice (Fig. 1c). 

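Ppargc1a, the gene of PGC1α (Entrez gene 19017), had a log2 level of 15.64 ± 0.19 (SD, n = 3 mice) in sham hearts and 14.99 ± 0.24 (SD, n = 3) in CKD hearts. The log2 fold change was −0.65 (standard error 0.21, adjusted p = 0.424 over all genes from limma). Every CKD heart lay below every sham heart, which is the smallest two-sided p, 0.1, that an exact permutation test of 3 mice against 3 allows. Of the 10 genes in the heatmap of Fig. 1d, 9 were measured, and 7 were lower, 1 was higher and Ndufb5 did not pass the criterion. The lower genes were Ppargc1a, its target Nrf1, a transcription factor of mitochondrial biogenesis (−0.64, standard error 0.24, adjusted p = 0.466), the complex I subunits Ndufa3 (−0.61) and Ndufa7 (−0.83), the complex IV subunit Cox8a (−0.72), the lipase Mgll (−0.96) and the haem oxygenase Hmox1 (−0.94). Pfkfb3, an activator of glycolysis, was higher (1.13, standard error 0.28, adjusted p = 0.338), and Ndufb5 had a log2 fold change of −0.53. The median of the 9 genes was −0.65 (adjusted p = 2.6e-05 from camera, and adjusted p = 0.777 with an estimated correlation), and all 9 passed when p was adjusted over the list alone. The study chose this list on these samples, so neither value is independent evidence of its direction. Hmox1 is also made by macrophages, whose marker genes had a median log2 fold change of −0.68 on the same arrays. Of 26 measured coactivators and partner transcription factors of PGC1α, Gabpb1 (0.75) and Sirt1 (0.60) were higher, Ppargc1a and Nrf1 were lower, and the median was 0.01 (adjusted p = 0.788). That median was −0.07 without sham replicate 1, −0.05 without CKD replicate 1 and −0.03 without CKD replicate 2. Ppargc1a fell short of the criterion without sham replicate 3 (−0.54) or CKD replicate 1 (−0.51), and Nrf1 without sham replicate 1 (−0.48), sham replicate 2 (−0.60) or CKD replicate 1 (−0.51). Ndufa3 fell short without sham replicate 2 (−0.56), CKD replicate 2 (−0.56) or CKD replicate 3 (−0.51). Hmox1 did so without sham replicate 2 (−0.65), sham replicate 3 (−0.81) or CKD replicate 3 (−0.92). Without sham replicate 2, 5 of the 9 genes passed. With the methods' t-test Nrf1 and Hmox1 did not pass, which left 6 of the 9. Nrf1 did not pass with array weights (−0.47) or Ndufa3 after quantile normalization (−0.57) or cyclic loess (−0.55).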

Notably, microarray analysis showed that PGC1α, the key regulator of mitochondrial biogenesis and energy metabolism^17,18^, and its target genes were significantly inhibited in CKD mice (Fig. 1d). Then, quantitative real-time polymerase chain reaction (qPCR) and western blot verified that PGC1α and its target genes [transcription factor A, mitochondrial (TFAM), estrogen-related receptor alpha (ERRα) and nuclear respiratory factor 1 (NRF1)], the genes related to OXPHO [ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1 (Atp5a1), NADH-ubiquinone oxidoreductase alpha subunit (Ndufa), NADH-ubiquinone oxidoreductase flavoprotein (Ndufv) and cytochrome *c* (Cytc)] and the genes related to FAO [medium chain acyl-CoA dehydrogenase (MCAD), carnitine *O*-octanoyltransferase (CROT), hydroxyacyl-coenzyme A dehydrogenase (HADHB) and Cpt1b] were significantly repressed in myocardial tissues from CKD mice (Fig. 1e–h). These data indicate that CKD is associated with myocardial energy metabolism dysfunction accompanied by PGC1α downregulation in cardiomyocytes.

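On the arrays, Ppargc1a and Nrf1 were lower in CKD hearts, whereas the other 7 single genes of Fig. 1e–g that the arrays name did not pass the criterion. Tfam, which maintains mitochondrial DNA, had a log2 level of 8.29 ± 0.20 (SD, n = 3 mice) in sham and 8.36 ± 0.16 (SD, n = 3) in CKD hearts. Among genes of fatty acid oxidation, the log2 fold change was 0.19 for Acadm, the gene of MCAD (standard error 0.23, adjusted p = 0.864 from limma), −0.01 for Crot, −0.12 for Hadhb (standard error 0.18) and 0.08 for Cpt1b. The sign changed for Crot without sham replicate 1 (0.15) or CKD replicate 1 (0.14), for Cpt1b without sham replicate 1 (−0.18), for Tfam without sham replicate 3 (−0.05) or CKD replicate 1 (−0.02), and for Atp5a1 without CKD replicate 3 (−0.01). Among genes of oxidative phosphorylation, it was 0.03 for Atp5a1 (standard error 0.17) and 0.10 for Cycs, the gene of cytochrome c (standard error 0.18). Atp5a1, Cycs and Hadhb were above a log2 level of 19 in sham hearts, near the top of the scale, where differences can be compressed. Of 14 Ndufa genes, 2 were lower, none was higher and the median log2 fold change was −0.08, and none of 3 Ndufv genes passed, with values between −0.41 and 0.46. The gene of ERRα is not among the named probe sets. Of 22 genes of glycolysis and glucose uptake, Pfkfb3 was higher and none was lower, and the glucose transporter Slc2a4 had a log2 fold change of −0.48 (standard error 0.23). The median of this list was 0.07 while its mean was −0.04 (adjusted p = 0.778 from camera), and the median was −0.07 without sham replicate 1 and −0.03 without CKD replicate 3. The standard error of the mean difference had a median of 0.23 over all genes on the log2 scale. From the enrichment of mitochondrial and fatty acid terms, the mitochondrial damage seen by electron microscopy, and the repression of PGC1α, its targets and metabolic genes on arrays, by qPCR and by western blot, the paper concludes that CKD goes with disturbed energy metabolism of the heart and lower PGC1α.

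**Figure D2:**
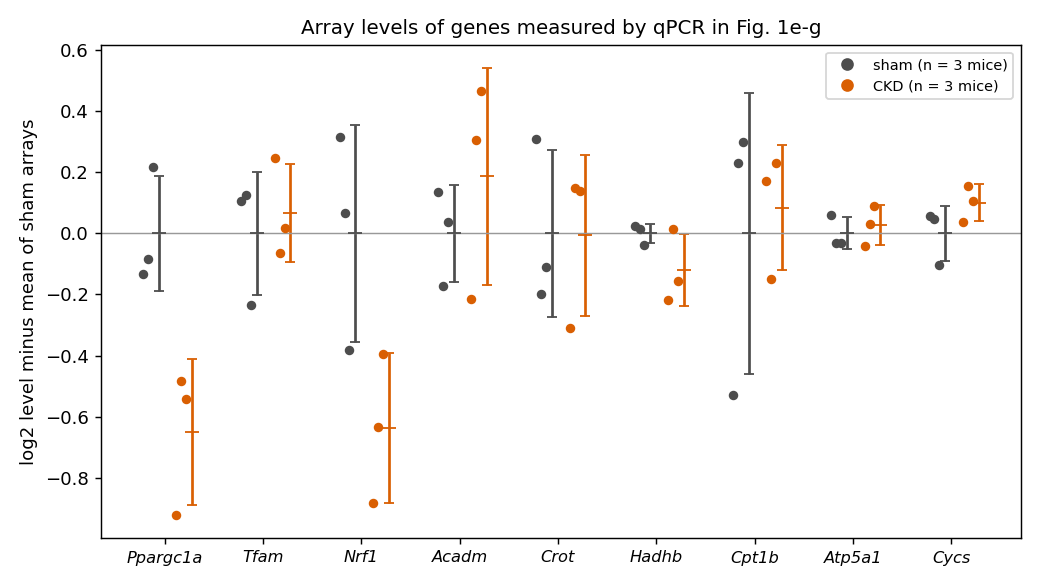
Log2 array level minus the mean of the sham arrays (vertical axis) of 9 genes that Fig. 1e–g measured by qPCR (horizontal axis), with 1 point per mouse and bars for the mean and SD of 3 sham (grey) and 3 CKD (orange) mice. The groups lie apart for Ppargc1a, at a mean difference of −0.65, and overlap for 7 genes. For Nrf1, at −0.64, they are barely apart, with the lowest sham heart at 6.14 and the highest CKD heart at 6.13 before subtraction.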

**Fig. 1:**
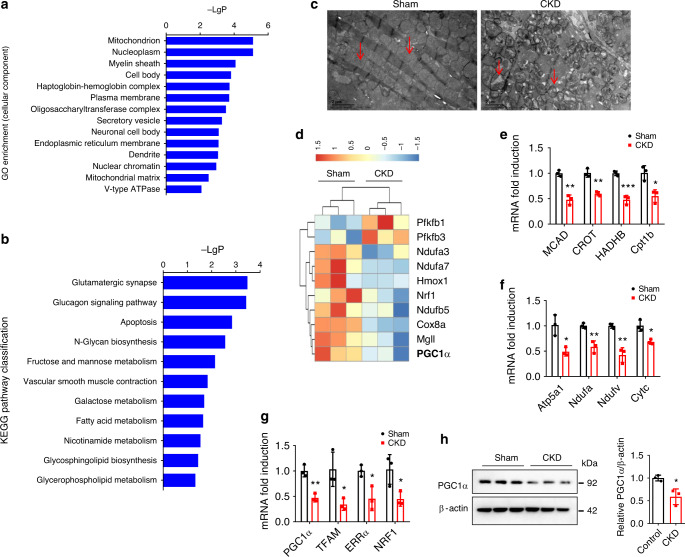
Myocardial energy metabolism dysfunction and PGC1α downregulation are observed in the heart of CKD mice. **a** GO enrichment of the significantly changed cellular components of the heart from three pairs of sham and CKD mice. **b** KEGG pathway classification of differentially expressed genes (DEG) of the heart in sham and CKD mice. **c** Representative images of transmission electron microscope (TEM) observation of mitochondria of the heart from sham and CKD mice (*n* = 3 mice per group). Scale bar, 2 μm. Red arrows point to mitochondria. **d** Heatmap of DEG (mainly PGC1α and its target genes) of mice in **a**. The color intensity represents row *Z*-score. Red color indicates highly expressed, while blue indicates lowly expressed. **e**–**g** Relative mRNA expression of FAO genes (**e**), OXPHO genes (**f**), and PGC1α and its target genes (**g**) of the heart from sham and CKD mice. **h** Western blot analysis of PGC1α expression of the heart from sham and CKD mice. Microarray data were obtained from three mice per group. Data in **a**, **b** are shown as −Log*P* and were analyzed by Fisher’s exact test, adjusted by using Benjamini–Hochberg. Data in **e**–**h** are shown as mean ± SD and were analyzed by a two-tailed unpaired *t*-test (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001.

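Of 47 measured genes of the oligosaccharyltransferase and of N-glycan synthesis, 9 were lower in CKD hearts, 3 were higher and 35 did not pass the criterion. The lower genes included Alg14 (log2 fold change −1.53, standard error 0.27, adjusted p = 0.285 from limma) and Alg3 (−1.30, standard error 0.28, adjusted p = 0.336), which build the lipid-linked sugar chain, and the oligosaccharyltransferase subunits Krtcap2 (−1.06), Magt1 (−0.89), Dad1 (−0.88), Stt3a (−0.79) and Ostc (−0.62). The higher genes were Man2a1 (1.27) and Man1a2 (1.16), mannosidases that trim the chain later in the Golgi, and the subunit Tmem258 (1.05). When p was adjusted over the list alone, 8 lower and 3 higher genes passed. The 9 lower genes stand against 1.50 expected (odds ratio 7.27, two-sided Fisher's exact test p = 1.5e-05). The median of the list was −0.11 (adjusted p = 0.0869 from camera, 0.0488 without sham replicate 1, and 0.777 with an estimated correlation). Of 24 genes of the V-type ATPase, which acidifies lysosomes, Atp6v1a (−0.81, standard error 0.20, adjusted p = 0.336) and Atp6ap1 (−0.66) were lower and none was higher, and none passed when p was adjusted over the list alone. The median was −0.17 (adjusted p = 0.0485 from camera, and adjusted p = 0.811 with an estimated correlation), and the call was lost without sham replicate 2 (adjusted p = 0.396), CKD replicate 1 (0.210) or CKD replicate 3 (0.148). It was also lost with the methods' t-test (0.0904) or eBayes trend and robust options (0.0747), and without the dimmest 25% (0.0712) or 50% (0.122) of genes. Of 37 genes of apoptosis, Dffa (−0.79), the lysosomal protease Ctsb (−0.78), Endog (−0.61) and Diablo (−0.61) were lower, and Gadd45b (0.74) and Tradd (0.60) were higher, against 2.34 genes expected (two-sided Fisher's exact test p = 0.0272, adjusted p = 0.111 over 45 lists). The median of the apoptosis list was 0.06 (adjusted p = 0.647 from camera) and −0.04 without sham replicate 1. The call was lost for Endog without sham replicate 2, sham replicate 3 or CKD replicate 2, for Dffa without sham replicate 3 or CKD replicate 2, for Gadd45b without sham replicate 1, and for Atp6ap1 without sham replicate 2 or 3. Fisher's exact test of these lists was added after the data were seen, and it treats genes as independent. The lists cover terms that Fig. 1a,b already showed from these same arrays, so their enrichment here is not independent evidence.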

### Effects of HP on PGC1α expression and energy metabolism

As the development of CKD-associated CVD is closely related to CKD-inherent risk factors^19^, we treated cardiac cells with uremic toxins to search for the causes of CKD-induced PGC1α downregulation and mitochondrial energy metabolism dysfunction. Interestingly, we observed that PGC1α expression was not significantly suppressed by urea, serum creatinine (Scr), uric acid (UA), parathyroid hormone (PTH), TMAO, FGF23, B2M, IS, PCS, or indole-3-acetic acid (IAA), whereas HP had a strong ability to inhibit PGC1α expression (Fig. 2a). Moreover, PGC1α expression was also suppressed in cardiac cells incubated with the serum of CKD patients with hyperphosphatemia (6.90 ± 1.09 mg/dl) (Fig. 2b, c). We then demonstrated that PGC1α expression was dose- and time-dependently downregulated by HP at both transcriptional and translational levels (Fig. 2d–g). To investigate the role of HP in mitochondrial energy metabolism, we treated cardiac cells with HP and found suppression of oxygen consumption rate (OCR), decrease in ATP level, downregulation of FAO and OXPHO-related genes, upregulation of glycolysis-related genes, reduction of mitochondrial DNA (mtDNA) copy number, the elevation of reactive oxygen species (ROS) production, and loss of mitochondrial membrane potential (Fig. 2h–p). In addition, similar results including downregulated PGC1α expression and energy metabolism remodeling were observed in HP-incubated primary neonatal rat ventricular myocytes (NRVMs) (Supplementary Fig. 1A–G).

**Fig. 2:**
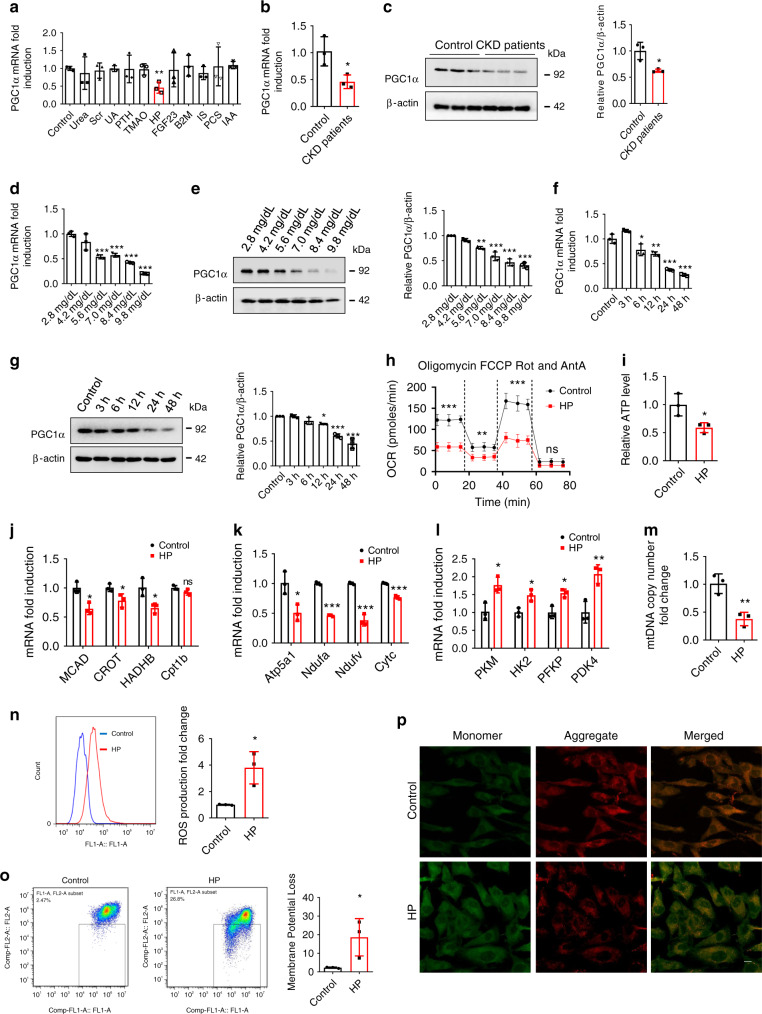
HP induces PGC1α reduction and mitochondrial energy metabolism dysfunction in vitro. **a** H9c2 cells were treated with urea (1.2 mg/ml), serum creatinine (Scr, 80 μg/ml), uric acid (UA, 80 μg/ml), parathyroid hormone (PTH, 90 ng/ml), trimethylamine-*N*-oxide (TMAO, 0.751 μg/ml), HP (84 μg/ml), FGF23 (20 ng/ml), β2-microglobulin (B2M, 20 μg/ml), indoxyl sulfate (IS, 125 μg/ml), *p*-cresyl sulfate (PCS, 47 μg/ml), and indole-3-acetic acid (IAA, 3.5 μg/ml), separately. mRNA was extracted for qPCR analysis of PGC1α expression. **b**, **c** qPCR and western blot analysis of PGC1α expression in H9c2 cells incubated with the serum of healthy donors or CKD patients for 24 h. **d**–**g** qPCR and representative western blot analysis of PGC1α expression in H9c2 cells treated with control, various doses of HP for 24 h or HP (8.4 mg/dl) for various durations. **h**–**p** Oxygen consumption rate (OCR) (**h**), relative ATP level (**i**), relative mRNA expression of FAO genes (**j**), relative mRNA expression of OXPHO genes (**k**), relative mRNA expression of glycolysis genes (**l**), relative mitochondrial DNA copy number (**m**), ROS production (**n**), and monomer and aggregate JC-1 (**o** flow cytometry; **p** representative images of laser scanning confocal microscopy. Scale bar, 10 μm) in H9c2 cells treated with control or HP for 24 h. Data are shown as mean ± SD and were analyzed by a two-tailed unpaired *t*-test (**a**–**c**, **h**–**o**) or one-way ANOVA (**d**–**g**). *n* = 3 (**a**–**g**, **i**–**p**) or *n* = 4 (**h**) biologically independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

To explore the relationship between HP and CKD-associated cardiac remodeling, 213 predialysis patients with eGFR of 2.00–23.30 ml/min per 1.73 m^2^ were enrolled in this study. The patients were divided into three groups according to tertiles of the serum phosphate level (2.787–10.932 mg/dl). We found that serum phosphate level was inversely associated with eGFR (*r* = −0.4387, *P* < 0.0001) (Supplementary Fig. 2A). Since ejection fraction (EF%) decreases and LVMI increases with decreasing eGFR, we used partial correlation analysis to analyze the associations of EF% and LVMI with phosphate levels in the presence of adjusted eGFR. As shown in Supplementary Fig. 2B, C, serum phosphate level was negatively associated with EF% (the partial correlation coefficient *r*_p_ = −0.3442, *P* < 0.0001), while positively correlated with LVMI (*r*_p_ = 0.3541, *P* < 0.0001). Compared with participants in the lowest phosphate tertile, those in the highest tertile had the highest LVMI (*P* = 0.0001) (Supplementary Fig. 2B) and the lowest EF% (*P* = 0.0004) (Supplementary Fig. 2C).

To evaluate the effect of HP on cardiac remodeling, H9c2 cells and NRVMs were treated with HP. We found that HP could induce cardiac hypertrophy, along with increased expressions of hypertrophic genes including atrial natriuretic factor (ANF), brain natriuretic peptide (BNP), and β-myosin heavy chain (β-MHC) (Supplementary Fig. 3A, B). Meanwhile, we fed CKD mice with high phosphate diet (HPD) for 12 weeks and found that cardiac hypertrophy and failure were aggravated in HPD-fed CKD mice (Fig. 3a and Supplementary Fig. 3C–I). Next, we confirmed that the decrease in the expressions of PGC1α and its target genes was much more prominent in HPD-fed CKD mice than in CKD mice (Fig. 3b, c). Concordantly, more apparent changes in mitochondrial derangements, ATP level, and the expressions of FAO and OXPHO-related genes were observed in HPD-fed CKD mice (Fig. 3d–g). These data suggest that HP contributes to metabolic disorders and cardiac remodeling in vivo.

**Fig. 3:**
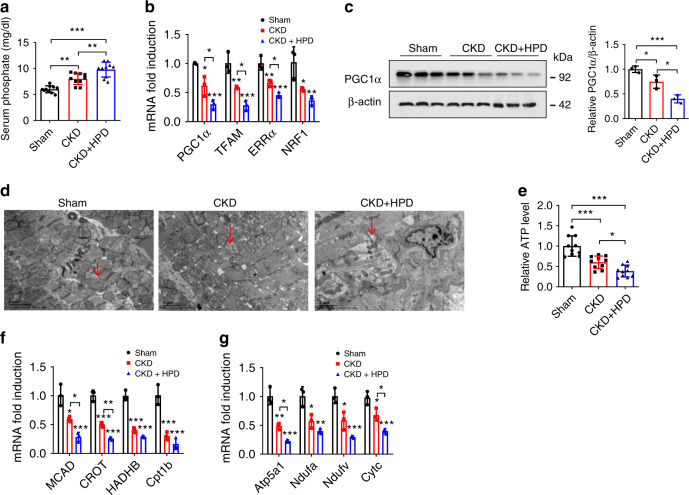
HP induces PGC1α suppression and cardiac remodeling in CKD mice. **a** Serum phosphate level in sham, CKD, and HPD-fed CKD mice for 12 weeks. *n* = 10 mice per group. **b**–**g** qPCR analysis of PGC1α and its target genes expressions (**b**), western blot analysis of PGC1α expression (**c**), representative images of TEM observation of mitochondria (**d**). Red arrows point to mitochondria, relative ATP level (**e**), relative mRNA expression of FAO genes (**f**), and relative mRNA expression of OXPHO genes (**g**) in heart tissues from the mice in **a**. *n* = 10 (**a**, **e**), or *n* = 3 (**b**–**d**, **f**, **g**). Data are shown as mean ± SD and were analyzed by one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001.

### PGC1α protects against HP-induced pathological changes

As the preservation of PGC1α expression has therapeutic potential for HF^18,20^, we sought to determine whether restoration of PGC1α expression could rescue HP-induced changes. As expected, both PGC1α overexpression and nicotinamide (Nam, a key effector of PGC1α^17,21^) treatment rescued HP-induced disturbance of PGC1α expression, ROS production, metabolic genes expression, ATP level, and cardiomyocyte hypertrophy (Fig. 4a–d and Supplementary Fig. 4A). Concordantly, cardiac hypertrophy, heart failure, and myocardial energy metabolism remodeling in HPD-fed CKD mice were significantly ameliorated by Nam treatment (Fig. 4e–j and Supplementary Fig. 4B–D).

**Fig. 4:**
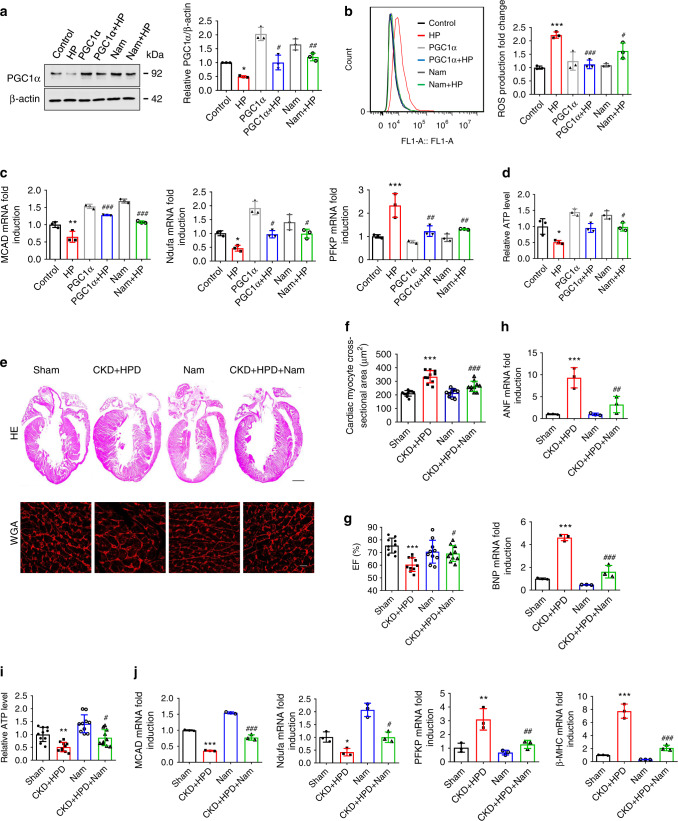
Restoration of PGC1α expression protects against HP-induced mitochondrial energy metabolism dysfunction and cardiac remodeling in both cardiac cells and CKD mice. **a**–**d** H9c2 cells were transfected with PGC1α overexpression plasmids or pretreated with Nam, and then treated with control or HP for representative western blot analysis of PGC1α expression (**a**) ROS production (**b**) relative mRNA expression of MCAD (FAO), Ndufa (OXPHO), and PFKP (glycolysis) (**c**), and relative ATP level (**d**). **e** Representative gross pathology (HE staining, upper panel. Scale bar, 1 mm) and WGA staining (lower panel. Scale bar, 10 μm) of heart sections from sham, HPD-fed CKD, Nam, and HPD-fed CKD mice intraperitoneally injected with Nam for 12 weeks. *n* = 10 mice per group. **f** Cross-sectional surface area of individual cardiac myocytes from the mice in the lower panel of (**e**). **g**–**j** Echocardiography of EF% (**g**), qPCR analysis of the mRNA expression of hypertrophic genes (**h**), relative ATP level (**i**), relative mRNA expression of metabolic genes (**j**) of heart lysates from the mice in (**e**). *n* = 3 (**a**–**d**, **h**, **j**), or *n* = 10 (**e**–**g**, **i**). Data are shown as mean ± SD and were analyzed by one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001 versus control or sham. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus HP or CKD + HPD.

### HP regulates PGC1α expression and energy metabolism via IRF1

Then, we tried to explore the mechanism underlying HP-induced PGC1α downregulation. Bioinformatics analysis predicted 36 transcriptional factors that could bind to PGC1α promoter region, 8 of which [IRF1, zinc finger protein 354C (ZNF354C), Meishomeobox 1 (MEIS1), transcription factor 12 (Tcf12), forkhead box L1 (FOXL1), poly(A) binding protein cytoplasmic 1 (PABPC1), breast cancer type 1 susceptibility protein (BRCA1), and insulin-like growth factor 1 receptor (IGF1R)] were associated with cardiac hypertrophy. Interestingly, IRF1 was the only upregulated transcriptional factor in HP-treated cells (Fig. 5a–c). Moreover, the expression level of IRF1 was much higher in H9c2 cells than that of other IRF family members unable to be regulated by HP (Supplementary Fig. 5A, B). Of note, a more remarkable increase of IRF1 expression was observed in HPD-fed CKD mice than in control or CKD mice (Fig. 5d, e). Furthermore, IRF1 expression was also upregulated in H9c2 cells incubated with CKD patients’ serum (Fig. 5f, g) and in NRVMs after HP treatment (Supplementary Fig. 5C, D). Considering the crucial role of IRF1 in cardiac hypertrophy^22^, we hypothesized that HP might suppress PGC1α expression via upregulating IRF1 expression. To test this hypothesis, two pairs of different siRNAs against IRF1 (siIRF1) were transfected into H9c2 cells, and we found that both of them could rescue the HP-induced disturbance of PGC1α expression, ROS production, ATP level, metabolic gene expression and cardiomyocyte hypertrophy (Fig. 5h–l and Supplementary Fig. 5E, F). Moreover, PGC1α was downregulated in IRF1 overexpression plasmids-transfected cells (Fig. 5m, n), and increased expressions of PGC1α, PGC1α target genes, and FAO- and OXPHO-related genes were detected in IRF1^−/−^ mice (Supplementary Fig. 5G–K). All these data support the hypothesis that IRF1 may mediate the effect of HP on PGC1α downregulation.

**Fig. 5:**
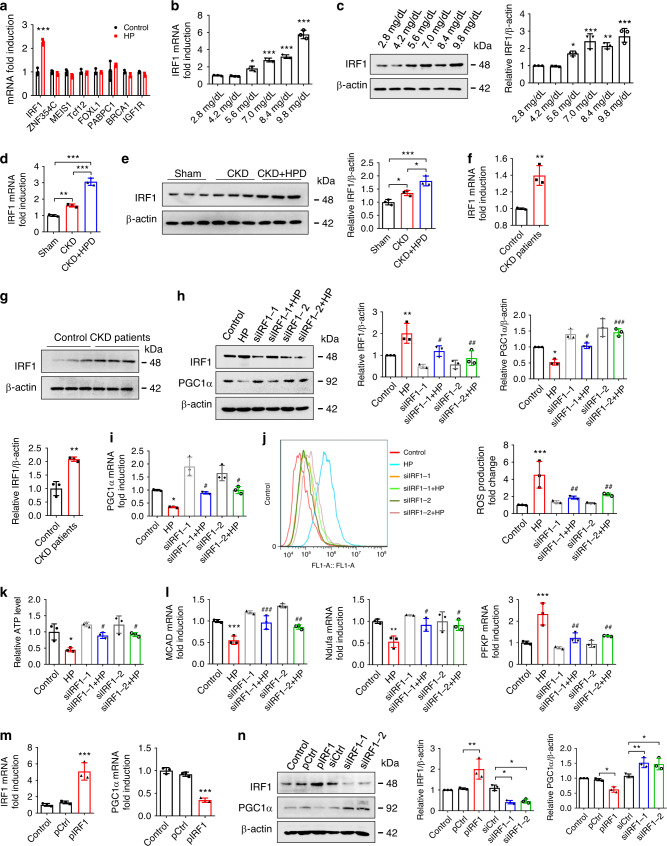
HP disturbs PGC1α expression and energy metabolism in an IRF1-dependent manner. **a** qPCR analysis of the expression of the predicted transcriptional factors in H9c2 cells treated with control or HP for 24 h. **b**, **c** qPCR and representative western blot analysis of IRF1 expression in H9c2 cells treated with control or various doses of HP for 24 h. **d**–**g** qPCR and representative western blot analysis of IRF1 expression in heart lysates from sham, CKD, and HPD-fed CKD mice for 12 weeks (**d**, **e**) or in H9c2 cells incubated with the serum of healthy donors or CKD patients for 24 h (**f**, **g**). **h**–**l** H9c2 cells were transfected with two pairs of siRNA against IRF1, and then treated with control or HP for 24 h. Cells were collected for detection of IRF1 and PGC1α protein expressions (**h**), PGC1α mRNA expression (**i**), ROS production (**j**), relative ATP level (**k**), and mRNA expression of the metabolic genes (**l**). **m** qPCR analysis of IRF1 and PGC1α expressions in H9c2 cells transfected with control plasmids (pCtrl) or IRF1 overexpression plasmids (pIRF1). **n** Representative western blot analysis of IRF1 and PGC1α expressions in H9c2 cells transfected with pCtrl, pIRF1, control siRNA (siCtrl), and two pairs of siRNA against IRF1 (siIRF1), separately. *n* = 3 biologically independent experiments (**a**–**n**). Data are shown as mean ± SD and were analyzed by a two-tailed unpaired *t-*test (**a**, **f**, **g**) or one-way ANOVA (**b**–**e**, **h**–**n**). *P < 0.05, **P < 0.01, ***P < 0.001 versus control. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus HP.

### IRF1 directly binds to PGC1α promoter region for inhibition

Next, we explored the mechanism by which IRF1 regulates PGC1α expression. We first found that the mRNA stability and protein degradation of PGC1α were not significantly affected by HP (Supplementary Fig. 6). Of note, bioinformatics analysis showed that IRF1 had the potential to bind to the PGC1α promoter region (Supplementary Table 1), hinting that IRF1 may inhibit PGC1α expression via directly binding to its promoter region. To prove this speculation, six truncated PGC1α reporter plasmids were transfected into H9c2 cells. As shown in Fig. 6a, HP markedly inhibited the luciferase activities of the reporter plasmids pGL3-PGC1α-1703, pGL3-PGC1α-1524, pGL3-PGC1α-985 and pGL3-PGC1α-719 (rather than pGL3-PGC1α-348 or pGL3-PGC1α-183), indicating an IRF1 response element within the sequence containing −719 to −348 nucleotides relative to the transcriptional start site. Therefore, the putative binding sequence should be the portion containing −632 to −612 nucleotides (TCCTTCTTTCTTTTCCCTATT) according to bioinformatics analysis (Supplementary Table 1). We then demonstrated that mutation of the IRF1 response element in this putative binding sequence (−632 to −612) almost abolished HP-regulated PGC1α promoter activity (Fig. 6b), while a mutation in the sequence containing −974 to −954 nucleotides was unable to rescue HP-mediated changes (Supplementary Fig. 7). ClustalW analysis showed that the sequence containing −632 to −612 nucleotides in the PGC1α promoter region was highly conserved among 8 different mammals (Supplementary Table 2). To determine whether IRF1 can bind to the PGC1α promoter region directly, chromatin immunoprecipitation (ChIP) assay was performed. The assay revealed direct binding of IRF1 to the PGC1α promoter region (−709 to −511), which could be enhanced by HP (Fig. 6c, d), compared with a negative control.

**Fig. 6:**
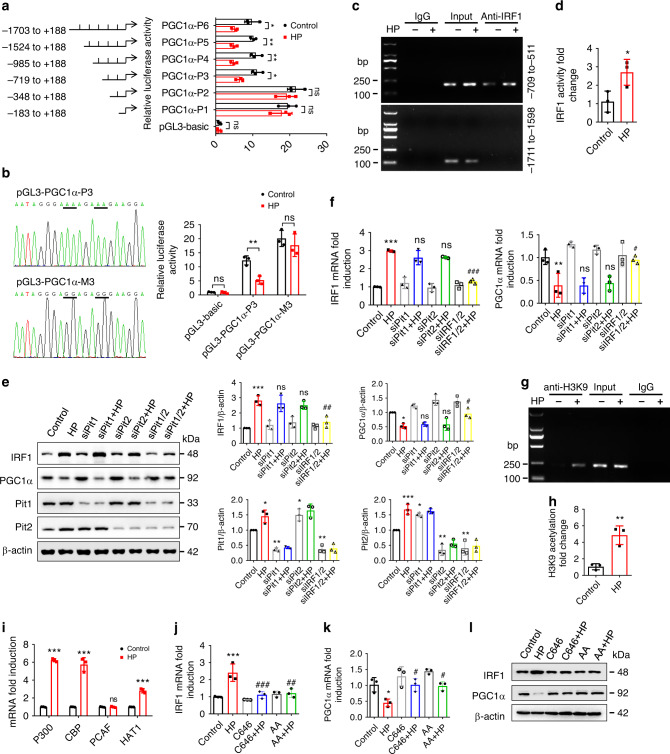
IRF1 inhibits PGC1α expression via directly binding to its promoter region. **a** After being co-transfected with pRL-TK vector and pGL3-basic or recombinant reporter plasmids containing various fragments of PGC1α promoter region, H9c2 cells were treated with control or HP and then harvested for dual-luciferase reporter assay. The firefly luciferase activity was normalized against Renilla activity. **b** H9c2 cells were co-transfected with pRL-TK vector and pGL3-PGC1α-P3 or pGL3-PGC1α-M3 (containing the mutant bases of pGL3-PGC1α-P3 underlined in the sequencing results), treated with control or HP and harvested for luciferase assay. **c**, **d** H9c2 cells were treated with control or HP for 24 h and harvested for ChIP assay. IRF1 antibody was immunoprecipitated with chromatin DNA fragments, taking IgG as a negative control. The precipitated DNA was amplified by PCR **c** and qPCR **d** using primers that cover the PGC1α promoter region (−709 to −511), taking primers that cover the region (−1711 to −1598) as a negative control. **e**, **f** qPCR and representative western blot analysis of IRF1 and PGC1α expressions in cells treated with siPit1, siPit2, or both in the presence or absence of HP. **g**, **h** H9c2 cells were treated with control or HP, and H3K9 acetylation was assayed using ChIP. **i** qPCR analysis of histone acetyltransferase genes expression in H9c2 cells treated with control or HP. **j**–**l** qPCR and western blot analysis of IRF1 and PGC1α expressions in cells treated with a P300/CBP inhibitor (C646, 10 μM) or a pan-histone acetyltransferase inhibitor (anacardic acid, AA,10 μM) in the presence or absence of HP. Data are shown as mean ± SD and were analyzed by a two-tailed unpaired *t*-test (**a**–**d**, **h**, **i**) or one-way ANOVA (**e**, **f**, **j**, **k**). *n* = 3 biologically independent experiments (**a**, **b**, **d**–**f**, **h**–**k**). *P < 0.05, **P < 0.01, ***P < 0.001 versus control. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, ns: no significance versus HP.

Subsequently, we attempted to gain mechanistic insight into the regulation of IRF1 expression by HP. To investigate how phosphate is transported into cardiomyocytes, we screened the expressions of phosphate transporters and found that solute carrier family 20 member 1 (SLC20A1, Pit1) and SLC20A2 (Pit2) were highly expressed in both H9c2 cells and NRVMs (Supplementary Fig. 8A). We then revealed that Pit1 and Pit2 could be upregulated by HP (Fig. 6e), while simultaneous knockdown of Pit1 and Pit2 could evidently decrease intracellular phosphate level and abrogate HP-induced IRF1 upregulation, PGC1α downregulation and cardiomyocyte hypertrophy (Fig. 6e, f and Supplementary Fig. 8B–E), indicating that the action of HP depends on the transporters Pit1 and Pit2.

To further uncover the mechanisms underlying the regulation of IRF1 expression by HP, we examined the contributions of DNA methylation and histone acetylation, as HP has the potential to regulate DNA methylation and histone acetylation^23^. Methylation-specific PCR (MSP) using two different primers showed no significant change of DNA methylation in the IRF1 promoter region after HP treatment (Supplementary Fig. 9A, B). However, more acetylated H3K9 (Fig. 6g, h), rather than H4K12 (Supplementary Fig. 10), was found to bind to the IRF1 promoter region after HP treatment, suggesting that histone H3K9 acetylation occurred. We then demonstrated that HP-induced expressions of histone acetyltransferases [E1A binding protein p300 (P300), CREB binding protein (CBP), and histone acetyltransferase 1 (HAT1)] (Fig. 6i). The inhibition of H3K9 acetylation by P300/CBP inhibitor (C646) or pan-HAT inhibitor (anacardic acid, AA) significantly attenuated HP-induced IRF1 upregulation and PGC1α downregulation (Fig. 6j–l). These data further validate the role of H3K9 acetylation in HP-regulated IRF1 transcription.

### *kl/kl* mice display similar changes to HP-induced effects

Given the serological characteristics of hyperphosphatemia that accompanied CKD and CVD in *Klotho* mutant (*kl/kl*) mice^24,25^, we then wondered whether the HP-induced changes in energy metabolism remodeling could also be detected in cardiomyocytes in *kl/kl* mice. As anticipated, the serum phosphate level was significantly higher in *kl/kl* mice (12.72 ± 1.99 mg/dl) than in wild type (WT) mice (6.35 ± 0.86 mg/dl) (Fig. 7a), even higher than in HPD-fed CKD mice (9.79 ± 1.50 mg/dl) (Fig. 3a). Notably, cardiac hypertrophy and failure were also observed in *kl/kl* mice (Fig. 7b–g), accompanied by decreased PGC1α expression, increased IRF1 expression, mitochondrial dysfunction, and energy metabolism remodeling (Fig. 7h–m). In addition, a higher serum phosphate level along with dysregulated IRF1–PGC1α axis and energy metabolism remodeling were observed in adenine-induced CKD mice (Supplementary Fig. 11A–K), further confirming the role of hyperphosphatemia in CKD-associated HF and involved mechanism.

**Fig. 7:**
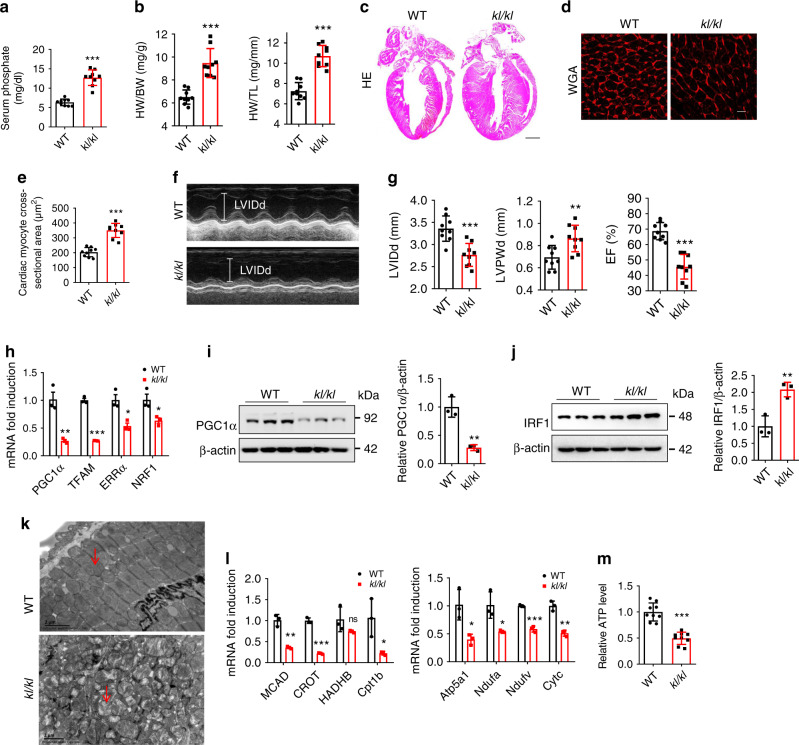
Klotho deficiency leads to hyperphosphatemia, LVH, and heart failure. **a** Serum phosphate levels of wild type (WT) and *kl/kl* mice. *n* = 9 mice per group. **b** The ratios of heart weight (HW) to body weight (BW), and HW to tibial length (TL) of mice in **a**. **c**, **d** Representative gross pathology (**c** HE staining, scale bar, 1 mm) and WGA staining (**d** scale bar, 10 μm) of heart sections from WT and *kl/kl* mice. **e** Cross-sectional surface area of individual cardiac myocytes from mice in **d**. **f**, **g** Echocardiography of LVIDd, LVPWd, and EF% in WT and *kl/kl* mice. **h**–**k** qPCR analysis of PGC1α and its target genes (**h**), western blot analysis of PGC1α (**i**), and IRF1 (**j**) expressions, representative images of TEM observation of mitochondria (**k**). Red arrows point to mitochondria. Scale bar, 2 μm, relative mRNA expression of metabolic genes (**l**), and relative ATP level **m** in the heart samples from WT and *kl/kl* mice. *n* = 9 (**a**, **b**, **e**, **g**, **m**), or *n* = 3 (**h**–**l**). Data are shown as mean ± SD and were analyzed by a two-tailed unpaired *t*-test (**a**, **b**, **e**, **g**–**j**, **l**–**m**). *P < 0.05, **P < 0.01, ***P < 0.001.

Studies have shown that mutual interactions exist among klotho, FGF23, PTH, and Vitamin D (VitD) during their regulation of phosphate levels in vivo^24,25^. Since hyperphosphatemia and high levels of FGF23 were both detected in *kl/kl*, CKD, and HPD-fed mice (Supplementary Fig. 12A–C), we then explored the effect of FGF23 on HP-mediated changes. Interestingly, an additive effect between FGF23 and HP was observed in inducing cardiac hypertrophy and energy metabolism remodeling (Supplementary Fig. 13A–D). However, inhibitors of neither FGF23 nor FGF23 receptor (FGFR) had effects on the expressions of IRF1 and PGC1α (Supplementary Fig. 13E–O), reflecting that HP-mediated alterations in the IRF1–PGC1α axis and the subsequent energy metabolism remodeling are independent of FGF23.

### Genetic knockdown of IRF1 protects against HPD-induced HF

Finally, we verified the role of IRF1 in HP-induced changes in vivo. As shown in Fig. 8, cardiac hypertrophy and failure, PGC1α downregulation, and energy metabolism remodeling in HPD-fed CKD mice were significantly ameliorated by knocking down IRF1 expression in IRF^+/−^ mice (Fig. 8a–h). To better clarify the direct role of IRF1 in HP-induced alterations, we fed IRF1 knockout (IRF1^−/−^) mice with HPD for 12 weeks and found that HPD-induced cardiac hypertrophy, HF, downregulated PGC1α expression and energy metabolism remodeling were significantly attenuated in IRF1^−/−^ mice (Supplementary Fig. 14A–J). These results demonstrate that IRF1 not only has a distinctive role in HP-induced HF, but also is a potential target for the treatment of CKD-associated CVD.

**Fig. 8:**
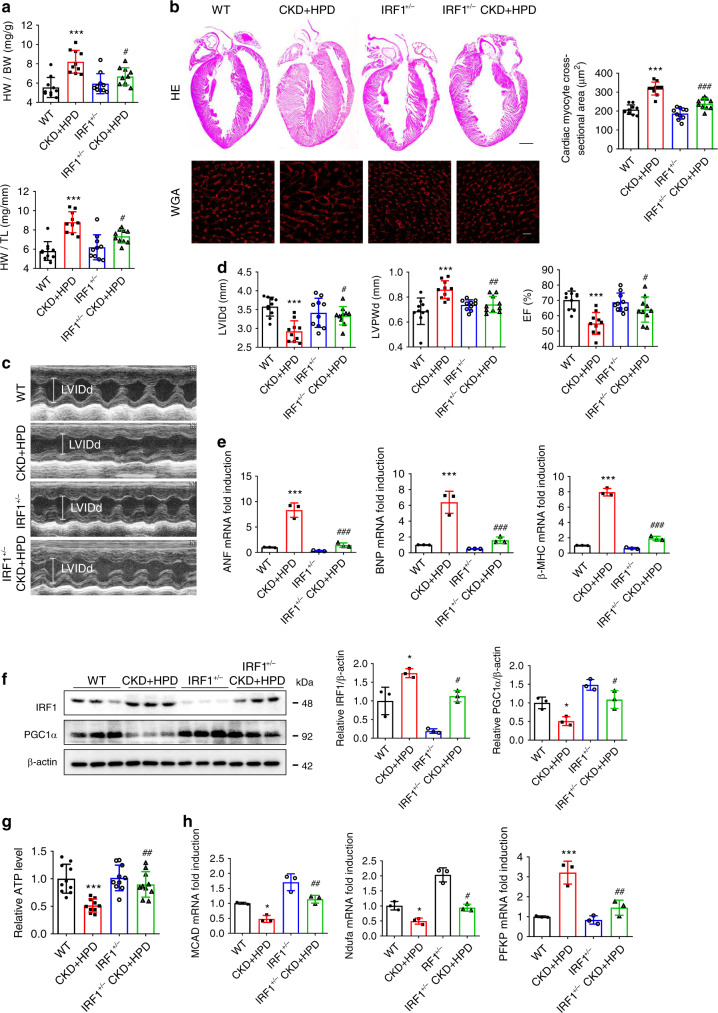
Genetic knockdown of IRF1 protects against HPD-induced HF in CKD mice. **a** The ratios of HW to BW and HW to TL of WT, HPD-fed WT CKD, IRF1^+/−^, and HPD-fed IRF1^+/−^ CKD mice for 12 weeks. *n* = 10 mice per group. **b** Representative gross pathology of heart sections (HE staining, upper panel, scale bar, 1 mm), WGA staining of the left ventricle of heart sections (lower panel, scale bar, 10 μm), and cross-sectional surface area of individual cardiac myocytes from mice in **a**. **c**, **d** Echocardiographic detection of LVIDd, LVPWd, and EF% in mice in **a**. **e**–**h** qPCR analysis of hypertrophic genes expression (**e**), western blot analysis of IRF1 and PGC1α expressions (**f**), relative ATP level (**g**), and relative mRNA expression of metabolic genes (**h**) of heart lysates from the mice in **a**. β-actin was taken as the loading control. *n* = 10 (**a**–**d**, **g**), or *n* = 3 (**e**, **f**, **h**). Data are shown as mean ± SD and were analyzed by one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001 versus WT. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus CKD + HPD.

## Discussion

CRS4, a prevalent complication of CKD with a high incidence, has emerged as a leading cause of death in CKD patients^1,2,5^, but the pathogenic mechanism remains elusive. In the present study, we demonstrate that PGC1α downregulation and consequent myocardial energy metabolism remodeling contribute to CKD-associated HF, during which hyperphosphatemia has a pivotal role. Mechanistically, HP disturbs PGC1α expression through epigenetic regulation of IRF1. Pharmacological restoration of PGC1α expression or genetic knockdown of IRF1 protects against CKD-associated myocardial energy metabolism remodeling and HF (Fig. 9).

**Fig. 9:**
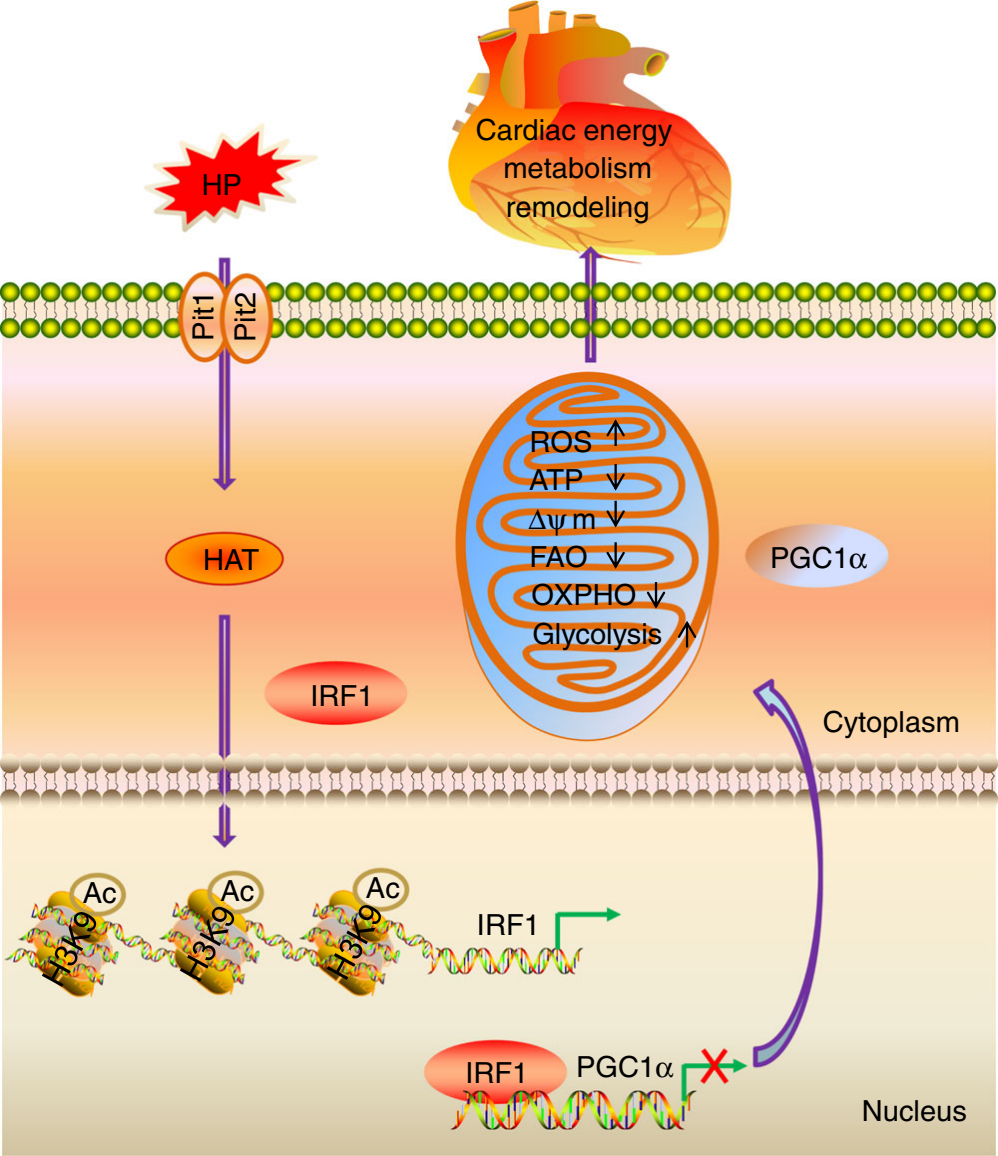
A proposed model of the mechanism underlying myocardial energy metabolism remodeling and HF induced by HP. High phosphate (HP) enters cardiomyocytes via Pit1 and Pit2, and induces IRF1 expression through acetylating histone H3K9 in the *IRF1* promoter region, during which histone acetyltransferases (HAT) are involved. HP-induced IRF1 inhibits PGC1α expression via directly binding to its promoter region (−632 to −612). PGC1α downregulation contributes to HP-induced mitochondrial dysfunction and myocardial energy metabolism remodeling. Restoration of PGC1α expression or knockdown of IRF1 protects against CKD-associated myocardial energy metabolism remodeling and HF.

Multiple risk factors contribute to HF, including hypertension, hemodynamic alterations, RAAS activation, and sympathetic nervous system activation, but they are insufficient to explain the high prevalence of HF in CKD patients^10,11^. 

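On the arrays, 5 of 81 measured genes of mitochondrial import, assembly and dynamics were lower in CKD hearts, 3 were higher and 73 did not pass the criterion, against 5.12 expected past it (two-sided Fisher's exact test p = 0.171). The lower genes were Timm10, Pam16, a part of the import motor (log2 fold change −1.00, standard error 0.29, adjusted p = 0.368 from limma), Clpp, a protease of the matrix (−0.88, standard error 0.26, adjusted p = 0.373), Tomm6 of the outer membrane pore (−0.70) and the thioredoxin Txn2 (−0.69). The higher genes were Ucp3 (0.88), Iscu, a scaffold of iron-sulfur clusters (0.75, standard error 0.22, adjusted p = 0.378), and the calcium uniporter Mcu (0.62). Of 78 genes of the mitochondrial ribosome, Mrps18b (−0.67), Mrpl3 (−0.67), Mrpl52 (−0.63) and Mrpl23 (−0.59) were lower and Mrpl14, Mrps26 (0.92) and Mrpl41 (0.64) were higher. None of 24 genes of the TCA cycle and pyruvate dehydrogenase passed the criterion, and their median log2 fold change was 0.10. No gene of these 3 lists passed when p was adjusted over the list alone. The adjusted p from camera was 0.288 for import, assembly and dynamics, 0.259 for the mitochondrial ribosome and 0.258 for the TCA cycle, and it was 0.0131 for the mitochondrial ribosome without sham replicate 1, with a median of −0.13, and 0.0294 with array weights. Mrpl3 fell short of the criterion without CKD replicate 2 or 3, and Mrpl41 without CKD replicate 3. Marker genes of cardiac muscle, which would follow the share of muscle in the RNA, had a median of −0.05 with none of 12 past the criterion.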

In this study, microarray analysis and TEM observation identified both functional and morphological changes of mitochondria in myocardial tissues of CKD mice. As reported, HF mostly occurs in CKD patients at stages 4–5, especially in dialysis patients^2,26^. As the accumulation of uremic toxins is the most prominent and specific feature of CKD patients^2,26^, we screened CKD-specific toxins and identified HP as the toxin able to induce energy metabolism dysfunction. As known, phosphorus is an essential element for energy production and transfer^27^. However, long-term accumulation of phosphate is detrimental to health^27^. As reported in a community-based study enrolling 4494 participants without CVD, each 20% increase in dietary phosphate intake was associated with an estimated 1.1 g greater left ventricular mass (LVM)^28^. In contrast, phosphate binders can prevent aortic stiffness, diastolic dysfunction, and LVH in CKD mice^29^, and are also able to improve the survival rate in CKD patients^30^. However, the mechanisms underlying the harmful effects of hyperphosphatemia remain unclear^12^.

It is known that the functional and morphological changes of mitochondria affect ATP production in cardiomyocytes, thereby disrupting cardiac function and eventually leading to HF^6–8^. In the present study, we found that HP treatment led to mitochondrial energy metabolism remodeling via inhibiting the expression of PGC1α, a master regulator of mitochondrial biogenesis and energy metabolism^17,18,20^. Growing evidence suggests that downregulation of PGC1α may initiate the switch from fatty acid oxidation to glucose utilization^18,31^, especially in the process of chronic heart disease^31,32^. In this study, to our best knowledge, we are the first to discover that HP suppressed PGC1α expression both in vitro and in vivo. We also found that PGC1α suppression induced dysregulation of FAO-associated genes possibly through affecting NRF1, a target gene of PGC1α, and an important regulator of OXPHO and FAO^33,34^ (Supplementary Fig. 15A–D). Interestingly, although many FAO-related genes are controlled by peroxisome proliferator-activated receptor α (PPARα), of which PGC1α is a coactivator, we found no significant change in PPARα expression after HP treatment (Supplementary Fig. 15E, F), further reflecting that HP-induced dysregulation of FAO-related genes is due to PGC1α downregulation. On the other hand, the restoration of PGC1α expression significantly rescued HP-induced cardiomyocyte hypertrophy and energy metabolism dysfunction, suggesting that PGC1α is a potential therapeutic target for CKD-associated HF^18,20,31^.

Normally, HP is unable to directly regulate PGC1α expression at the transcriptional level. By bioinformatics analysis, we revealed that IRF1 was responsible for the downregulation of PGC1α in HP-treated cardiomyocytes. IRF1 is known as an important regulator of genes involved in immune responses, inflammatory reactions, and tumor development^35^. IRF1 has a repressor domain, which contributes to its growth inhibitory activity^35^. As reported, IRF1 can directly bind to the IRF response element in the promoter region of the target gene to negatively regulate its transcription^36^. Here, we found that PGC1α was a target gene of IRF1 and IRF1 suppressed PGC1α expression via directly binding to its promoter region (−632 to −612). This negative regulation of PGC1α by IRF1 was further confirmed by the finding that knockdown of IRF1 significantly rescued HP-induced downregulation of PGC1α, mitochondrial energy metabolic dysfunction, and cardiac hypertrophy. Of note, IRF1 has been reported to be involved in CVDs by activating inducible nitric oxide synthase (iNOS) and affecting the interleukin-18 (IL-18)-osteopontin (OPN) signaling pathway^22,37^. In this study, we demonstrate that the increase of IRF1 expression can induce energy metabolism remodeling by directly downregulating PGC1α in cardiomyocytes, thus providing new insight into the mechanisms of IRF1-induced cardiac hypertrophy. In addition, although some other members of the IRFs family were reported to be associated with HF^38^, their expressions were not significantly changed after HP treatment, reflecting that IRF1 is a distinctive target of HP.

As known, HP is capable of inducing epigenetic modifications, including DNA methylation and histone acetylation^23,39^, which mediate the effects of HP, such as fibrotic fibroblast activation and osteogenic transdifferentiation^39,40^. As cardiac hypertrophy and HF could be rescued by inhibition of DNA methylation or histone acetylation^41,42^, methylation and acetylation may also have important roles in the pathogenesis of cardiac hypertrophy. However, the underlying mechanisms are not fully uncovered, and it is unknown whether HP can induce epigenetic modifications of IRF1. In this study, the effect of HP on the methylation of IRF1 was excluded, because no significant change of methylation in CpG islands of IRF1 promoter was detected after HP treatment. Instead, we detected acetylation of histone H3K9 in the IRF1 promoter region, and increased expression of HAT was observed after HP treatment. Moreover, pretreatment with HAT inhibitors could significantly attenuate HP-induced IRF1 upregulation and PGC1α downregulation. Therefore, HP-induced upregulation of IRF1 and subsequent downregulation of PGC1α are probably due to the ability of HP to induce histone acetylation.

Phosphate is transported into cells primarily through three transporter families: type I (SLC17 family), type II (SLC34 family), and type III (SLC20 family) transporters^43^. In this study, after screening we found that type III phosphate transporters, Pit1 and Pit2, were highly expressed in cardiomyocytes and also upregulated by HP. Interestingly, we found that a compensatory effect existed between Pit1 and Pit2 in cardiomyocytes, consistent with a previous report^43^. Hence, it is necessary to knock down Pit1 and Pit2 synchronously to inhibit the effect of HP on the IRF1–PGC1α axis and cardiomyocyte hypertrophy, which was confirmed in our study.

Although hyperphosphatemia, a typical serological feature of CKD patients, acts as an independent risk factor for cardiovascular death^14,27^, we are aware that altering phosphate homeostasis in vivo may lead to changes in FGF23, PTH, Klotho, and VitD, which can also contribute to myocardial hypertrophy and energy metabolism changes^24,25^. Therefore, it is difficult to exclude the roles of the above minerals and hormones in HP-induced effects in vivo. Previous studies have suggested that HP may also have an indirect effect on the cardiovascular system by elevating FGF23^44^, which can promote cardiac hypertrophy through activation of the FGFR-calcineurin-nuclear factor of the activated T cells (NFAT) signaling pathway^12^. In this study, we found that HP-mediated alterations in the IRF1–PGC1α axis were independent of the FGF23-FGFR signaling pathway. However, an additive effect between FGF23 and HP on inducing cardiac hypertrophy and energy metabolism changes was observed, indicating that end-stage renal disease (ESRD) or dialysis patients with hyperphosphatemia and high FGF23 levels may suffer more from myocardial hypertrophy. Because hyperphosphatemia can also increase the secretion of FGF23, it is important to control hyperphosphatemia in CKD patients to alleviate cardiac injury.

In addition, phosphate can interact with calcium, pyrophosphate, and fetuin-A, possibly contributing to CVD through precipitation^45,46^. Although we demonstrated that pyrophosphate or fetuin-A had no influence on the HP-mediated IRF1–PGC1α axis (Supplementary Fig. 16), the harmful effect of HP on the cardiovascular system via interaction with calcium, pyrophosphate, and fetuin-A cannot be neglected. Despite the complex function of phosphate, the genetic knockdown of IRF1 was able to, at least partially, rescue HP-mediated cardiac energy metabolism remodeling and hypertrophy in vitro and in vivo, suggesting a distinctive and important role of the IRF1–PGC1α axis in CRS4.

In summary, our findings demonstrated that HP-induced alterations in the IRF1–PGC1α signaling pathway had an important role in the pathogenesis of CRS4 and restoration of PGC1α expression or knockdown of IRF1 improved energy metabolic dysfunction and HF under uremic milieu. Our study suggests that control of hyperphosphatemia or targeted intervention on HP-mediated IRF1 elevation and PGC1α downregulation could be a potential therapy for reducing the risk of cardiovascular death in CKD patients.

## Methods

### Patient samples collection

A total of 213 predialysis CKD patients (aged 18–80 years old) were enrolled in this study (Department of Nephrology of Xinqiao Hospital, Chongqing, China). The pre-established exclusion criteria were diabetes, pregnancy, HIV, polycystic kidney disease, renal cancer, and recent immunosuppressive therapy. The basic information and laboratory parameters including serum inorganic phosphate and eGFR of the enrolled patients were collected. Echocardiograms were performed on the first day of hospitalization using two-dimensional M-mode. EF%, ventricular dimension and wall thickness were detected at end-diastole and end-systole using IE33–5S (Philips Medical System). LVMI was calculated by indexing left ventricular mass to height^2^. Serum samples of three healthy donors and three CKD patients at stage 5 were collected for later experiments. Informed written consent was provided by all participants. All human studies, including collection and use of samples, were approved by the Ethics Committee of Xinqiao Hospital of the Army Medical University (No. 2018-006-01), and the study design and conduct complied with all relevant regulations regarding the use of human study participants and was conducted in accordance to the criteria set by the Declaration of Helsinki, and the study is compliant with the guidance of the Ministry of Science and Technology (MOST) for the Review and Approval of Human Genetic Resources.

### Animal treatment

IRF1 knockout mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA), which were backcrossed to C57BL/6J background to produce heterozygous IRF1^+/−^ mice. *kl/kl* mice were provided by Jun Gu (State Key Laboratory of Protein and Plant Gene Research, College of Life Science, Peking University, Beijing, China), and the mice were backcrossed to C57BL/6J background for more than 6 generations. C57BL/6J and Balb/c mice were purchased from Beijing Huafukang Bioscience (Beijing, China). Male Balb/c, WT C57BL/6J and IRF1^+/−^ mice of 8-week-old were inflicted with 2/3 electrocoagulation of the right renal cortex (the lower and upper thirds of the kidney) and received left total nephrectomy two weeks later to construct 5/6 nephrectomy CKD model, which is in accordance with the clinical manifestations of human ESRD patients and described in multiple reports including our own studies^11,47^. Mice underwent laparotomy without kidney operation served as a sham group. Then the mice were randomly separated into the following groups and were blinded to the investigators who helped collect samples. (1) Sham and CKD Balb/c mice fed with normal diet for 8 weeks. (2) Sham, CKD, CKD + HPD (fed with 2% HPD) Balb/c mice for 12 weeks. (3) Sham, CKD + HPD, Nam (intraperitoneally injected with 400 mg/kg/day. Sigma, St. Louis, MO, USA), CKD + HPD + Nam Balb/c mice for 12 weeks. (4) WT C57BL/6J, WT CKD + HPD, IRF1^+/−^, IRF1^+/−^ CKD + HPD mice for 12 weeks. Male C57BL/6J mice of 8-week-old without surgery were divided into the following groups. (1) WT and *kl/kl* mice. (2) WT and IRF1^−/−^ mice. (3) WT and IRF1^−/−^ mice fed with or without HPD for 12 weeks. (4) Control and adenine-induced CKD mice (C57BL/6J mice) fed with a normal diet containing 0.25% adenine (Sigma) or not for 8 weeks. All animals were housed four to five per cage under a 12:12 h light:dark cycle at 25 °C, with a humidity of 40–70%.

High-resolution echocardiography was performed under anesthesia, and left ventricular internal diameter at diastole (LVIDd), left ventricular posterior wall thickness at diastole (LVPWd), EF% and short-axis M-mode views were recorded by the Vevo 770 Echocardiography Imaging System (VisualSonics, Toronto, ON, Canada). Mice were euthanized by carbon dioxide inhalation at appointed times, and the heart weight (HW), body weight (BW), and tibial length (TL) were recorded. Serum phosphate, BUN, and Scr were measured. The hearts were harvested for three parts: (1) perfused with 4% paraformaldehyde for hematoxylin-eosin (HE) and Wheat Germ Agglutinin (WGA) staining; (2) fixed in 2.5% glutaraldehyde at 4 °C for TEM observation; (3) froze in liquid nitrogen for qPCR and western blot analysis. All animal procedures were approved by the Animal Care and Use Committee of the Army Medical University, and were performed in accordance with the guidelines established by the Committee.

### Enzyme-linked immunosorbent assay

Enzyme-linked immunosorbent assay (ELISA) was performed using ELISA kits according to the manufacturer’s instructions. Mouse ELISA kits detecting serum intact FGF23, C­terminal FGF23 and PTH were bought from Immutopics (San Clemente, CA, USA). Mouse VitD ELISA kit was obtained from AbebioSience (Wuhan, China). Mouse klotho ELISA kit was acquired from Cusabio (Cologne, Germany).

### Cell culture

Rat embryonic cardiomyoblast cell line H9c2 was obtained from American Type Culture Collection (Manassas, VA, USA). Primary neonatal rat ventricular myocytes (NRVMs) were isolated as we and others previously described^11,48^. Briefly, the left ventricles of 1-day-old Sprague-Dawley rats (Beijing Huafukang Bioscience) were collected and digested with trypsin (Thermo Scientific, Waltham, MA, USA) at room temperature, and then incubated with 0.1% collagenase II (Solarbio Life Sciences, Beijing, China) for 30 min at 37 °C. Cells were filtered through a cell strainer (70 μm, BD Falcon, Lincoln Park, NJ, USA), and centrifuged at 1500 rpm for 10 min. Then, the cells were resuspended in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco, Grand Island, NY, USA) supplemented with 15% fetal bovine serum (FBS, Gibco) for 1 h, and in DMEM supplemented with 10 FBS and 0.1 mM bromodeoxyuridine (BrdU) for 48 h. Finally, both NRCMs and H9c2 cells were cultured in DMEM supplemented with 10% FBS and 1% (v/v) penicillin/streptomycin (Beyotime, Shanghai, China) at 37 °C and 5% CO_2_.

### Inorganic phosphate measurement

Intracellular inorganic phosphate in the supernatant of cell lysate was measured using the molybdate blue method with an inorganic phosphate assay kit (Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions. The corresponding protein concentration was determined using the BCA kit (Beyotime). The phosphate level of each sample was normalized against the protein content, and then compared with the control group for a relative intracellular phosphate level.

### Reverse transcription and qPCR

All tissue samples were collected on ice and flash-frozen using liquid nitrogen immediately. Samples were kept in liquid nitrogen for long-term storage, and were reserved in −80 °C refrigerator for short-term use. After isolation using Trizol (Invitrogen, Carlsbad, CA, USA) method, RNA was kept in 0.1% diethyl pyrocarbonate (DEPC) water, and the OD_260_/OD_280_ of RNA was detected using a NanoDrop 2000 spectrophotometer (Thermo Scientific). Only when the OD_260_/OD_280_ of RNA was between 1.8 and 2.0 did the RNA was used for subsequent reverse transcription using a reverse transcription kit (Promega, Madison, WI, USA). Real-time PCR was performed with SYBR Green qPCR kit (Takara, Dalian, China). The primers for qPCR are listed in Supplementary Tables 3 and 4.

### Western blot

Total protein was extracted with cell lysis buffer (Beyotime) supplemented with protease and phosphatase inhibitor cocktail (Roche Diagnostics GmbH, Mannheim, Germany), and the concentration was measured with BCA kit (Beyotime). The proteins were separated with 12% SDS-PAGE and transferred to PVDF membranes (ThermoScientific). The membranes were separately incubated with primary antibodies overnight at 4 °C, and anti-rabbit (A7016) or anti-mouse (A0216) HRP-conjugated secondary antibodies (Beyotime) for 1 h at room temperature^49^. Subsequently, the membranes were washed and the signals were visualized with Clarity ECL Substrate (Bio-Rad, Hercules, CA, USA). Gray-scale results were normalized against β-actin for semiquantitative analysis. The antibodies against IRF1 (sc-514544x), PPARα (sc-130640), and β-actin (sc-47778) were bought from Santa Cruz Biotechnology (Dallas, TX, USA). The antibodies against PGC1α (ab54481), Pit1 (ab10545), Pit2 (ab191182), phosphorylated FGFR1 (p-FGFR1, ab59194), total FGFR1 (t-FGFR1, ab824), phosphorylated FGFR4 (p-FGFR4, ab192589), total FGFR4 (t-FGFR4, ab41948), NRF1 (ab175932), and TFAM (ab131607) were obtained from Abcam Biotechnology (Cambridge, MA, USA). All of the antibodies were diluted 1:1000 for western blot. Uncropped and unprocessed scans of all blots are provided in Supplementary Figs. 17–21 in the Supplementary Information.

### ATP measurement

After cell lysis and centrifugation, the supernatant was determined using an ATP Determination Kit from Invitrogen company (A22066) according to the manufacturer’s instructions. The cellular ATP level was calculated according to the standard curve using an ATP reference standard. The corresponding protein concentration was tested using a BCA kit (Beyotime). ATP level (nmol) was normalized to total protein content (mg). Finally, each sample was compared with the control group for a relative ATP level.

### ROS detection

After HP treatment, H9c2 cells were washed with serum-free DMEM and incubated with CM-H2DCF-DA at 37 °C for 20 min, and analyzed using Accuri C6 flow cytometry (BD Biosciences, San Jose, CA, USA). A figure exemplifying the gating strategy is provided in Supplementary Fig. 22.

### Mitochondrial DNA analysis

Total DNA, including chromosomal (B2M) and mitochondrial (D-loop) DNA, was extracted from H9c2 cells using a DNA extraction kit (Takara) following the manufacturer’s instructions. Real-time PCR was carried out using an SYBR Green qPCR kit (Takara). Chromosomal DNA served as an internal control. The primers are shown in Supplementary Table 5.

### Mitochondrial membrane potential

H9c2 cells were treated with control or HP for 24 h. The cells were incubated with JC-1 at 37 °C for 20 min, washed twice with JC-1 buffer, and placed in the culture medium on ice. Cells were imaged using a confocal fluorescence microscope (Leica, Mannheim, Germany) or harvested for flow cytometry analysis (BD Biosciences).

### Transmission electron microscopy

Heart tissues of mice were harvested and fixed in 2.5% glutaraldehyde overnight at 4 °C and post fixed with 2% osmium tetroxide for 1 h at 37 °C. The samples were gradiently dehydrated in acetone (50%, 70%, 90%, and 100% separately) and embedded in epoxy resins. The ultrathin section was stained with uranyl acetate/lead citrate for visualization using a TEM (JEM-1400PLUS, Japan)^49^.

### Mitochondrial oxygen consumption rate analysis

OCR was assessed using the Seahorse XF96 Extracellular Flux Analyzer (Agilent Technologies). Cells were seeded quadruplicately in cell culture microplates (Agilent Technologies, Santa Clara, CA, USA) and treated with control or HP for 24 h. One hour prior to the assay, the culture medium was replaced by base medium (Agilent Technologies) supplemented with 1 mM sodium pyruvate, 2 mM glutamine, and 10 mM glucose (Agilent Technologies), and then cells were incubated at 37 °C without CO_2_. After three basal respiration measurements without additives, the ATP synthase inhibitor (1 μM oligomycin) was added, followed by subsequent mitochondrial uncoupler (1 μM FCCP), and complex I and III inhibitors (1 μM rotenone and 1 μM antimycin A), respectively. Three separate measurements were recorded after the reagents (all bought from Agilent Technologies) were injected.

### Laser scanning confocal microscopy

After treatment, cardiac cells were fixed with 4% paraformaldehyde for 20 min and stained with α-actinin (sc-17829, Santa Cruz Biotechnology, diluted 1:50) at 4 °C overnight. After washed with PBS, the cells were incubated with FITC-conjugated goat anti-mouse antibody (A0568, Beyotime, diluted 1:300) in the dark. Heart tissues were stained with WGA Alexa Fluor™ 555 Conjugate (500 μg/ml, W32464, Thermo Scientific) at room temperature for 10 min and washed with PBS four times. Cells and tissue sections were imaged using a confocal fluorescence microscope (Leica).

### Microarray analysis

Total RNA was extracted from the heart samples of sham and CKD mice for microarray analysis using Affymetrix Clariom S array (Affymetrix, Santa Clara, CA, USA), robust multiaverage, GO and KEGG pathway enrichment. 

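The genes with the largest increase in CKD hearts, among those whose 3 CKD values did not overlap the 3 sham values, included the atrial genes Bmp10 (log2 fold change 5.14, standard error 1.46, adjusted p = 0.365 from limma) and Myl4 (4.30, standard error 1.29, adjusted p = 0.385). Bmp10 lay among the lowest values of the arrays of sham replicates 2 and 3 (1.50 and 0.97), so its fold and rank are not firm, and its log2 fold change was 3.56 without CKD replicate 3. The largest increases also included the cold-inducible RNA-binding proteins Rbm3 (2.83, standard error 0.43, adjusted p = 0.201) and Cirbp (2.22), the clock-controlled factor Dbp (2.26), the desaturase Scd1, the water channel Aqp6 (4.20), the immunoglobulin joining chain Jchain (3.05), Ifi207 (2.87) and the methyltransferase Inmt (2.24). Aqp6 was at 4.09 in CKD replicate 1 against 4.01 in sham replicate 1, and its log2 fold change was 6.12 without CKD replicate 1 and 2.44 without CKD replicate 2. Ifi207, of an interferon-inducible family, was at a log2 level of 7.76 ± 0.46 (SD, n = 3 mice) in sham and 10.63 ± 0.38 (SD, n = 3) in CKD hearts. The largest decreases included Ly6e, a membrane protein induced by interferon (−2.86, standard error 0.75, adjusted p = 0.344), the GTPase Gvin1 (−1.94), the monocyte attractant Ccl2 (−1.67, standard error 0.39, adjusted p = 0.336) and the protease Ctsc (−1.58). The others were Pkd2l2 (−2.38), Zfp14 (−1.78), the ribosomal protein Rplp0 (−1.73), Wdr83os (−1.72), Timm10 and the clock factor Arntl (−1.56, standard error 0.27, adjusted p = 0.285). In CKD replicate 1, Ly6e (16.21), Gvin1 (12.02), Zfp14 (8.04), Rplp0 (12.62) and Ctsc (12.76) lay close to sham replicate 1 (16.48, 12.10, 8.23, 12.67 and 13.12). Their decreases thus rest mainly on the other CKD hearts. Without CKD replicate 2 the log2 fold change was −0.95 for Ctsc and −1.13 for Rplp0. Of 19505 genes, 1233 (6.32%) passed a fold change over 1.5 with an unadjusted p under 0.05, with 610 higher and 623 lower. An unadjusted p under 0.05 was reached by 1783 genes, against 975 expected by chance. At an adjusted p under 0.05, 2 genes passed, Ifi207 and Inmt, each at 0.0374. Over all genes, 13.6% did not overlap between the groups, against 10% by chance. Splits of the arrays other than by surgery gave 7.07% to 16.5%. The highest was sham replicate 1 with CKD replicates 2 and 3 against the other arrays, so the excess over 10% cannot be put down to surgery. Among the 1233 genes that make up the criterion count, 903 did not overlap between CKD and sham. The count was 2037 without CKD replicate 1 and 625 with the methods' t-test in place of limma, which left 0 genes after Benjamini-Hochberg adjustment and 1537 at an unadjusted p under 0.05. Of the genes named here, Bmp10, Myl4 and Aqp6 did not pass with the methods' t-test or with eBayes trend and robust options. Scd1, Ly6e, Gvin1, Zfp14, Rplp0 and Ctsc did not pass with the methods' t-test. The number of genes at an adjusted p under 0.05 was 88 without CKD replicate 1, 4 without sham replicate 1, and 0 without each of the other 4 arrays in turn.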

Fold change >1.5 and *P* < 0.05 was defined as differentially expressed.

### Construction of overexpression plasmids

Full-length cDNA sequence of rat IRF1, PGC1α, NRF1, and TFAM was obtained from Pubmed. The corresponding primers, restriction enzymes and vectors are listed in Supplementary Table 6. PCR was performed to obtain the target gene fragments. After digestion, recombination, transformation, culture of the bacteria with recombinant plasmids, and further culture of the positive monoclones, the bacteria were identified by Beijing Genomics Institute (Beijing, China).

### Overexpression or silence of target genes

H9c2 cells were separately transfected with siRNAs (IRF1, Pit1, and Pit2), or overexpression plasmids (IRF1, PGC1α, NRF1, and TFAM) using Lipofectamine 2000 (Invitrogen) in OptiMEM (Hyclone, Logan, Utah, USA), according to the manufacturer’s protocol. Then, cells were treated with HP for another 24 h, and were harvested for the subsequent experiments. Scramble siRNA and siRNAs targeted to IRF1, Pit1, and Pit2 (listed in Supplementary Table 7) were synthesized by Sangon (Shanghai, China).

### Construction of reporter plasmids and point mutation

Putative IRF1 binding sites in the PGC1α promoter region are listed in Supplementary Table 1. Various lengths of the rat PGC1α promoter region were amplified by PCR using the genomic DNA of H9c2 cells as a template. The corresponding primers are listed in Supplementary Table 8. The fragments including PGC1α-1703 (−1703 to +188), PGC1α-1524 (−1524 to +188), PGC1α-985 (−985 to +188), PGC1α-719 (−719 to +188), PGC1α-348 (−348 to +188), and PGC1α-183 (−183 to +188) were separately cloned into a pGL3-basic vector (Promega) after digestion with HindIII, and the recombinant reporter plasmids were separately named as pGL3-PGC1α-P6, pGL3-PGC1α-P5, pGL3-PGC1α-P4, pGL3-PGC1α-P3, pGL3-PGC1α-P2, and pGL3-PGC1α-P1. pGL3-PGC1α-M3, containing point mutations in the IRF1 binding element (AATAGGGAGGAGAGGGAAGGA, the mutated bases are underlined), was generated with MutanBEST kit (Takara) using pGL3-PGC1α-P3 (−719 to +188) as a template. Negative control mutation plasmid pGL3-PGC1α-M4, containing point mutations in the IRF1 binding element (ATATAAGAAGGGAGGGGGGGG, the mutated bases are underlined), was also generated, using pGL3-PGC1α-P4 (−985 to +188) as a template.

### Dual-luciferase reporter assay

The recombinant reporter plasmids were co-transfected with pRL-TK vector (Promega) into H9c2 cells using Lipofectamine 2000 (Invitrogen) in OptiMEM (Hyclone). Then, the cells were treated with control or HP for another 24 h. Luciferase activity was detected using the Dual-luciferase reporter assay system (Promega). The firefly luciferase activity was normalized against Renilla activity. All transfection experiments were performed three times in triplicate.

### Chromatin immunoprecipitation

H9c2 cells were treated with control or HP for 24 h, and then fixed with 1% formaldehyde for 10 min. The cells were lyzed in SDS lysis buffer. The chromatin was sonicated to shear DNA to an average length between 200 to 1000 bp, and immunoprecipitated with 2 μg antibody against IRF1 (sc-514544x, Santa Cruz Biotechnology), taking IgG as a negative control. The precipitated DNA was amplified by PCR and qPCR with the primers (−709 to −511) that cover the IRF1 binding sites (−632 to −612). Primers (−1711 to −1598) without IRF1 binding sites served as a negative control, while the total DNA (Input) served as a positive control. For acetylation detection, the sonicated DNA was immunoprecipitated with 2 μg antibody against H3 (Lys9) (#9671) or H4 (Lys12) (#13944) (Cell Signaling Technology, Danvers, MA, USA), taking IgG as a negative control. The primers for ChIP are listed in Supplementary Table 9.

### Methylation-specific PCR

Genomic DNA of H9c2 cells was modified with bisulfate using EZ DNA Methylation Gold Kit (Zymo Research, Irvine, CA) according to the manufacturer’s instructions. The primers that recognize the methylated and unmethylated CpG island sites in the IRF1 promoter region were designed by MethPrimer software^50^ (http://www.urogene.org/methprimer/) and listed in Supplementary Table 10. The PCR products of genomic DNA without bisulfate modification served as a positive control (Input).

### Statistical analysis

All continuous characteristics were plotted by bar charts (means and standard deviations). Comparisons of indicators that follow normal distribution between two groups were analyzed by two independent sample *t*-test, and that among multiple groups were tested by one-way analysis of variance (ANOVA). Considering treatment time factors, comparisons of indicators between treatment groups were examined using analysis of variance of factorial design. In the human study, continuous characteristics that obey non-normal distribution were drawn by box plots (medians and interquartiles). Spearman rank correlation was used to analyze the correlation between phosphate levels and eGFR, and partial correlation analyses were performed to examine the associations of EF and LVMI with phosphate levels after controlling eGFR. Kruskal–Wallis *H* test was used to compare the indicators among three tertiles of the serum phosphate levels. Statistical analyses were performed using Graphpad Prism 8.0 and SPSS 21.0, and all tests were two-tailed with a significant level set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All raw data of microarray analyses have been submitted to Gene Expression Omnibus (GEO) database (accession no. GSE143031). Source data are provided with this paper. Other data that support the findings of this study are available within the article and Supplementary files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: IRF1-mediated downregulation of PGC1α contributes to cardiorenal syndrome type 4
**Source:** Nat Commun. 2020 Sep 16;11:4664. doi: 10.1038/s41467-020-18519-0
**Supplement:** Supplementary file 1 — Supplementary Information

IRF1-mediated downregulation of PGC1 α contributes to cardiorenal syndrome type 4

Huang *et al.*

Supplementary Figure 1

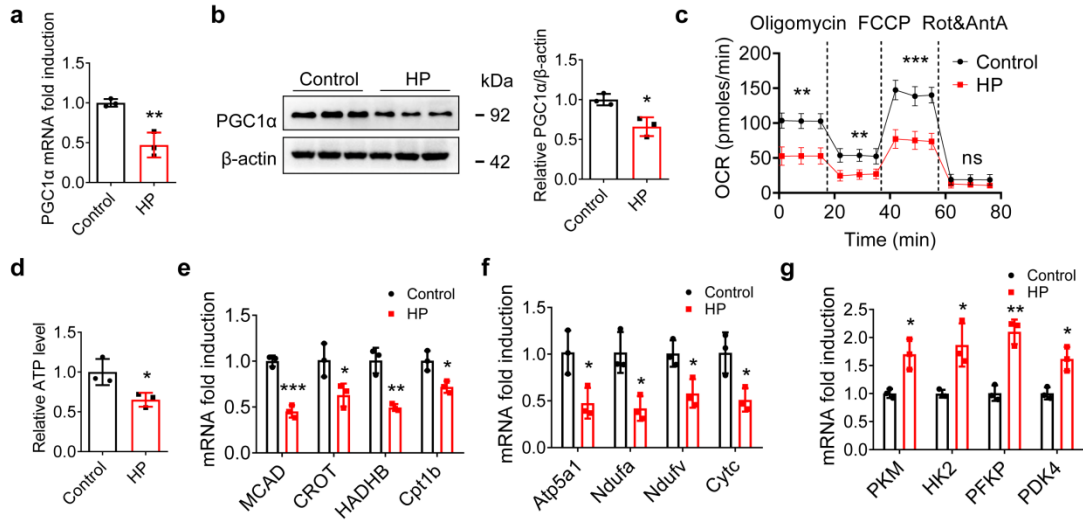

Supplementary Figure 1. HP induces PGC1 α downregulation and energy metabolic remodeling in primary neonatal rat ventricular myocytes (NRVMs).

a, b Primary neonatal rat ventricular myocytes (NRVMs) were treated with control or HP for 24 h. Then, cells were collected for qPCR and Western blot analysis of PGC1 α expression. **c** Oxygen consumption rate (OCR) of cells in (**a**) was determined using a Mito Stress test kit (n = 4). **d** Relative ATP level of cells in (**a**) was measured using an ATP determination kit and a BCA kit. **e-g** qPCR analysis of the mRNA expression of FAO-related genes (**e**), OXPHO-related genes (**f**) and glycolysis-related genes (**g**) of cells in (**a**). β -actin served as an internal control. Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired *t* test (**a-g**). n = 3 except (**c**) (n = 4) biologically independent experiments. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 2

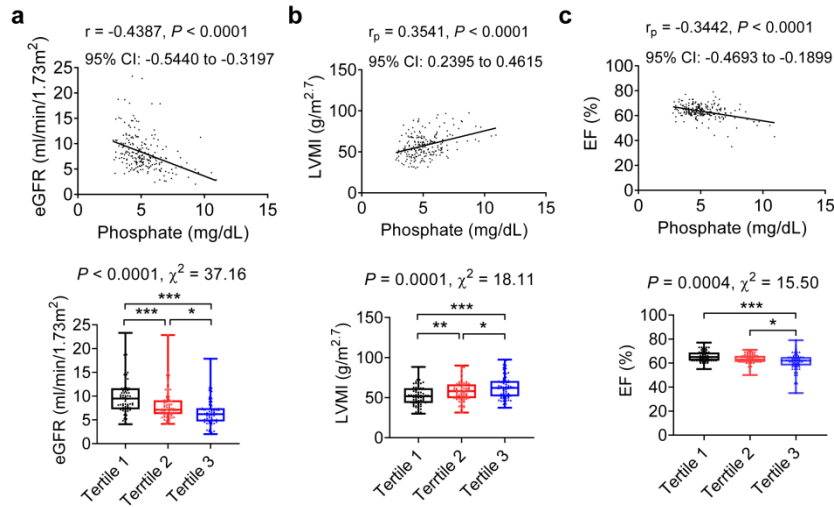

Supplementary Figure 2. High phosphate correlates with cardiac hypertrophy and heart failure in CKD patients.

a-c Serum phosphate level was negatively associated with estimated glomerular filtration rate (eGFR) (**a**) and left ventricular ejection fraction (EF%) (**c**), and positively correlated with left ventricular mass index (LVMI, calculated by indexing left ventricular mass to height^{2.7}) (**b**) in 213 predialysis CKD patients. The association of eGFR with phosphate levels was analyzed by Spearman rank correlation, and the associations of LVMI and EF% with phosphate levels were performed using partial correlation analysis to control the confounding of eGFR (upper panel). The CKD patients were divided into three groups according to tertiles of serum phosphate level: tertile 1 (2.787 - 4.398 mg/dL) (n = 72), tertile 2 (4.491 - 5.513 mg/dL) (n = 70) and tertile 3 (5.544 - 10.932 mg/dL) (n = 71). eGFR, LVMI and EF% were shown in box plots with all individual points, where the middle line is the median (**a-c**, lower panel). The lower and upper ends of the box indicate the first and third quartiles, respectively. The upper and lower whiskers of the box plot indicate the maximum and the minimum individual point, respectively. The data does not follow a normal distribution. The comparisons among

multiple groups were analyzed by Kruskal-Wallis H test (lower panel) using SPSS 21.0. A two-tailed $P < 0.05$ was considered statistically significant. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. Source data are provided as a Source Data file.

Supplementary Figure 3

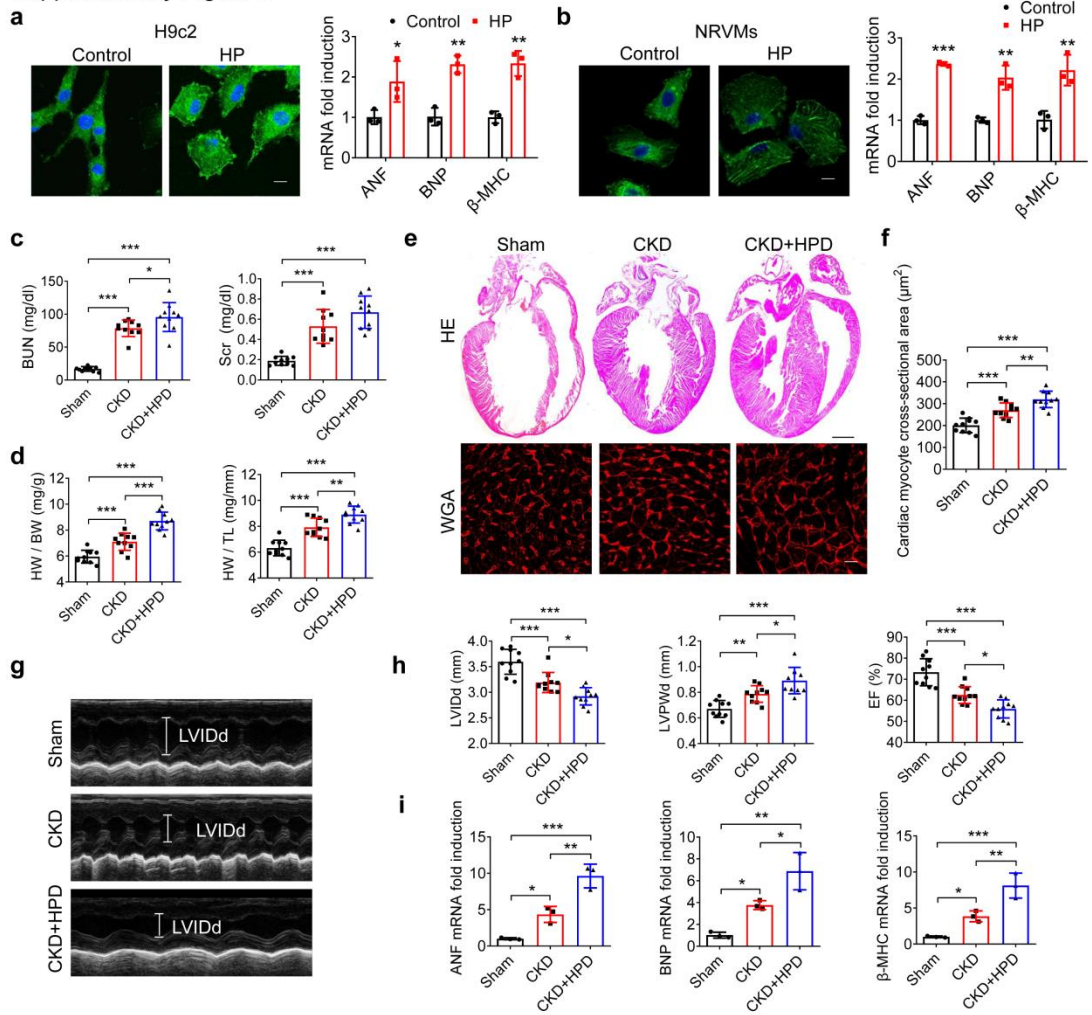

Supplementary Figure 3. PGC1 α inhibition and mitochondrial energy metabolism

remodeling are induced in HP-treated CKD mice.

a, b H9c2 cells (**a**) and NRVMs (**b**) were treated with control or HP for 24 h. The cell size was determined by immunofluorescence staining using α -actinin antibody. Scale bar, 20 μ m.

The expression of hypertrophic genes (ANF, BNP and β -MHC) was detected using qPCR. **c**

The blood urea nitrogen (BUN) and serum creatinine (Scr) of sham, CKD and high phosphate diet (HPD)-fed CKD mice for 12 weeks. **d** The ratio of heart weight (HW) to body weight (BW) and HW to tibial length (TL) of mice in (**c**).

e Representative gross pathology of heart sections (HE staining, upper panel. Scale bar 1 mm) and WGA staining of left ventricular of

heart sections (lower panel. Scale bar 10 μ m) from mice in (c). **f** Cross-sectional surface area of individual cardiac myocytes from mice in (e, lower panel). **g, h** The LVIDd, LVPWd and EF% of mice in (c) were determined by echocardiography. **i** qPCR analysis of relative mRNA expression of hypertrophic genes (ANF, BNP and β -MHC) in heart lysates from mice in (c). β -actin served as an internal control. Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired *t* test (**a, b**) or one-way ANOVA (**c-i**). *n* = 3 (**a, b, i**), *n* = 10 mice per group (**c-h**). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. Source data are provided as a Source Data file.

Supplementary Figure 4

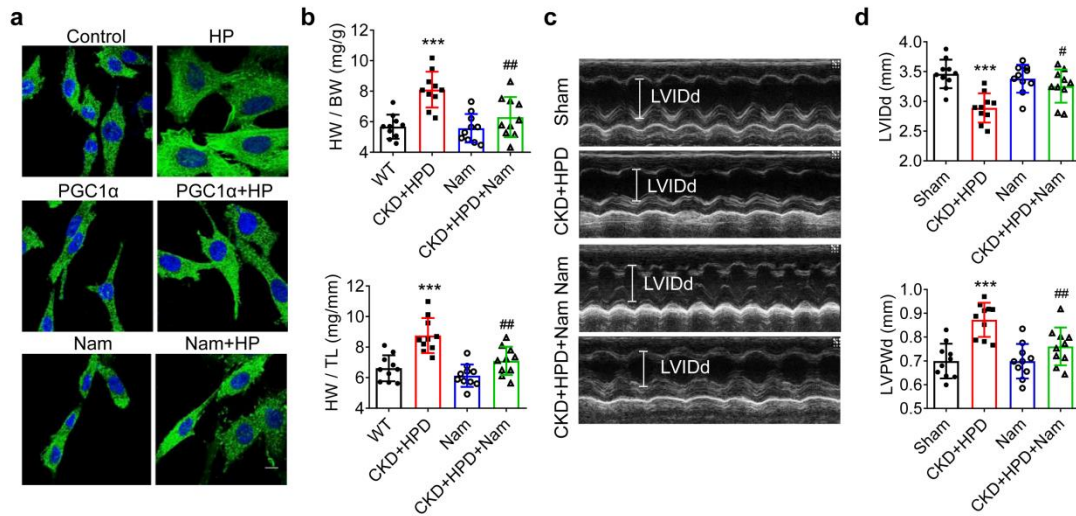

Supplementary Figure 4. Restoration of PGC1α rescues HP-induced cardiac

hypertrophy.

a H9c2 cells were transfected with PGC1α overexpression plasmids or pretreated with Nam, and then treated with control or HP for 24 h. Cardiac shape was detected using laser scanning confocal microscopy. Scale bar, 20 μm. **b** The ratio of HW to BW and HW to TL of sham mice, HPD-fed CKD mice, Nam-treated mice and HPD-fed CKD mice intraperitoneally injected with Nam for 12 weeks. **c, d** Echocardiography detection of LVIDd and LVPWd of mice in (b). Data are shown as mean ± SD and were analyzed by one-way ANOVA. n = 10 mice per group. *** $P < 0.001$ versus sham. # $P < 0.05$, ## $P < 0.01$ versus CKD+HPD. Source data are provided as a Source Data file.

Supplementary Figure 5

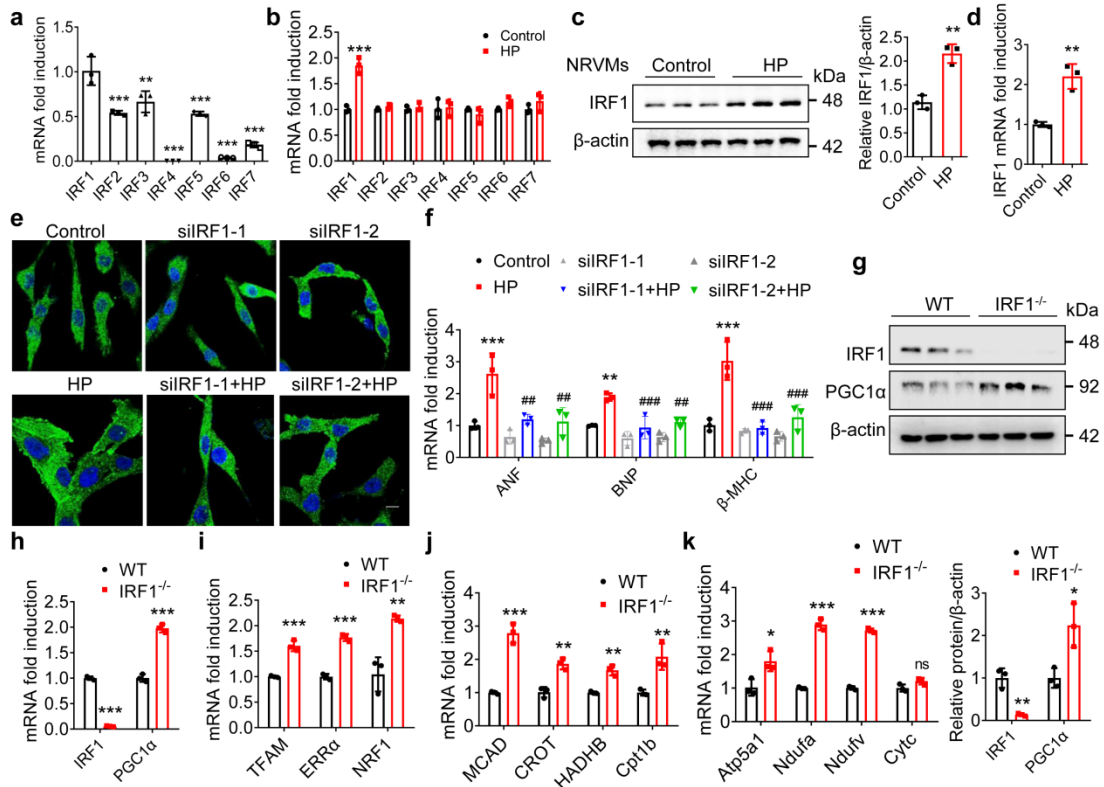

Supplementary Figure 5. HP-induced upregulation of IRF1 promotes cardiac hypertrophy.

a qPCR analysis of IRF family members in H9c2 cells. **b** qPCR analysis of IRF family members in H9c2 cells treated with control or HP for 24 h. **c, d** Western blot and qPCR analysis of IRF1 expression in neonatal rat ventricular myocytes (NRVMs) treated with control or HP for 24 h. **e, f** H9c2 cells were transfected with two pairs of siRNA against IRF1, and then treated with control or HP for another 24 h to detect cardiac shape using laser scanning confocal microscopy (**e**) and the expression of hypertrophic genes using qPCR (**f**). Scale bar, 20 μ m. **g, h** Western blot and qPCR analysis of IRF1 and PGC1 α expression in wild type (WT) and IRF1 knockout (IRF1^{-/-}) mice. **i-k** qPCR analysis of the expression of PGC1 α target genes (**i**), FAO genes (**j**) and OXPHO genes (**k**) in heart lysates from WT and IRF1^{-/-} mice. Data are shown as mean $\pm$ SD and were analyzed by one-way ANOVA (**a, f**) or

two-tailed unpaired t test (**b-d, g-k**). $n = 3$ biologically independent experiments (**a-k**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ versus control. ## $P < 0.01$, ### $P < 0.001$ versus HP. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 6

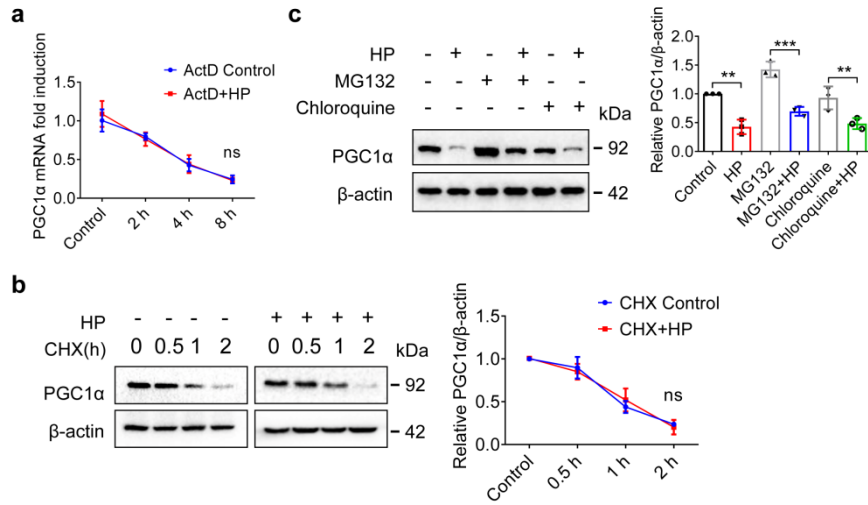

Supplementary Figure 6. HP can regulate neither the mRNA stability nor the protein degradation of PGC1α.

a Cardiac cells were treated with a transcriptional inhibitor actinomycin D (ActD, 0.5 µg/ml) for various time in the absence or presence of HP. PGC1α mRNA expression was determined using qPCR. **b** Cells were treated with a translational inhibitor cycloheximide (CHX, 10 µM) time-dependently in the absence or presence of HP. PGC1α protein expression was detected using Western blot. **c** Cells were treated with a proteasomal inhibitor MG132 (10 µM) or a lysosomal inhibitor chloroquine (20 µmol/L) in combination with or without HP. PGC1α protein expression was detected using Western blot (representative images). β-actin served as an internal control. Data are shown as mean ± SD and were analyzed by one-way ANOVA (**c**) or two-way ANOVA (**a**, **b**). n = 3 biologically independent experiments (**a-c**). ** $P < 0.01$, *** $P < 0.001$. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 7

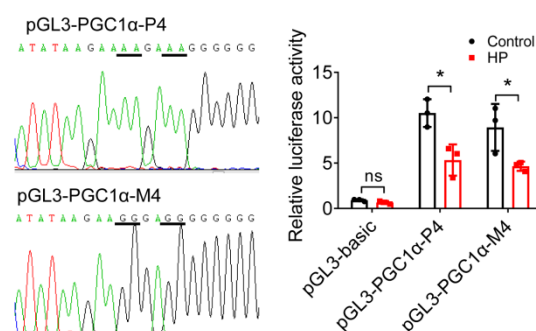

Supplementary Figure 7. Mutation of PGC1 α promoter region P4 has no effect on HP-inhibited PGC1 α promoter activity.

H9c2 cells were co-transfected with pRL-TK vector and pGL3-PGC1 α -P4 or pGL3-PGC1 α -M4 (containing the mutant bases of pGL3-PGC1 α -P4 that were underlined), and treated with control or HP for 24 h. Cells were harvested for dual-luciferase reporter assay. The firefly luciferase activity was normalized against Renilla activity. pGL3-basic served as a control. Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired *t* test. *n* = 3 biologically independent experiments. * *P* < 0.05. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 8

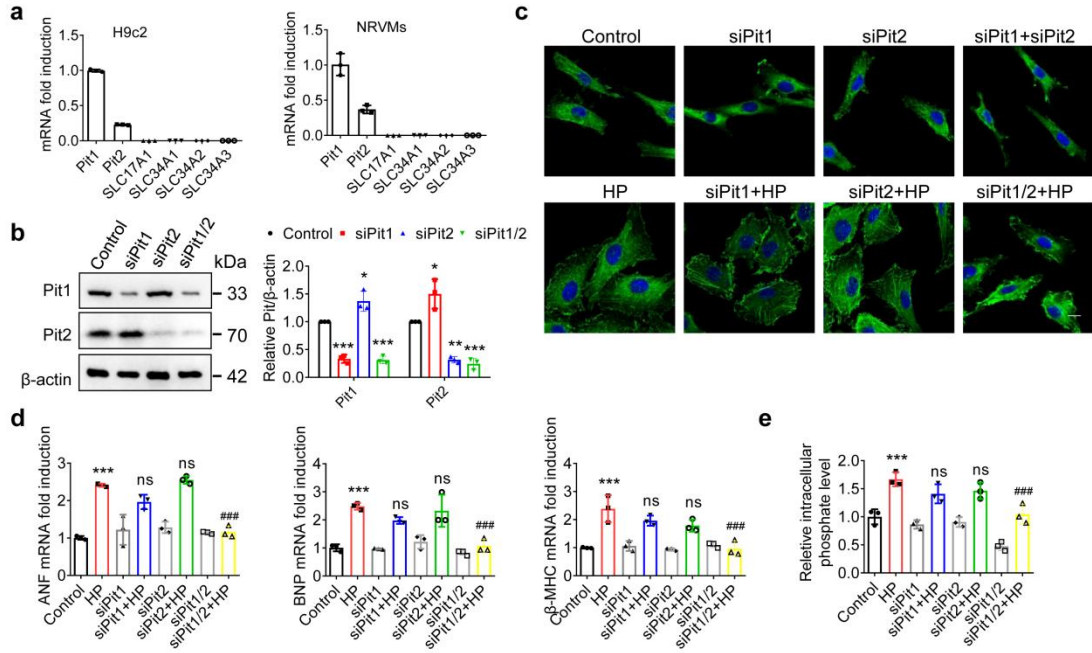

Supplementary Figure 8. Pit1 and Pit2 mediate HP-induced cardiac hypertrophy.

a qPCR analysis of the expression of phosphate transporters in both H9c2 cells and NRVMs.

b Representative Western blot analysis of Pit1 and Pit2 expression in H9c2 cells transfected

with siRNA against Pit1(siPit1), Pit2(siPit1) or both (siPit1/2). **c-e** H9c2 cells were

transfected with control, siPit1, siPit2 or siPit1/2, and then treated with or without HP for

another 24 h. The cell size was determined by immunofluorescence staining using α-actinin

antibody (**c**). Scale bar, 20 μm. The expression of hypertrophic genes was detected using

qPCR (**d**). Intracellular phosphate level was measured using a phosphate detection kit, and

normalized against the protein content. Each sample was compared with the control group for

a relative phosphate level (**e**). Data are shown as mean ± SD and were analyzed by one-way

ANOVA. n = 3 biologically independent experiments (**a**, **b**, **d**, **e**). * $P < 0.05$, ** $P < 0.01$, ***

$P < 0.001$ versus control. ### $P < 0.001$ versus HP. ns: no significance versus HP. Source data

are provided as a Source Data file.

Supplementary Figure 9

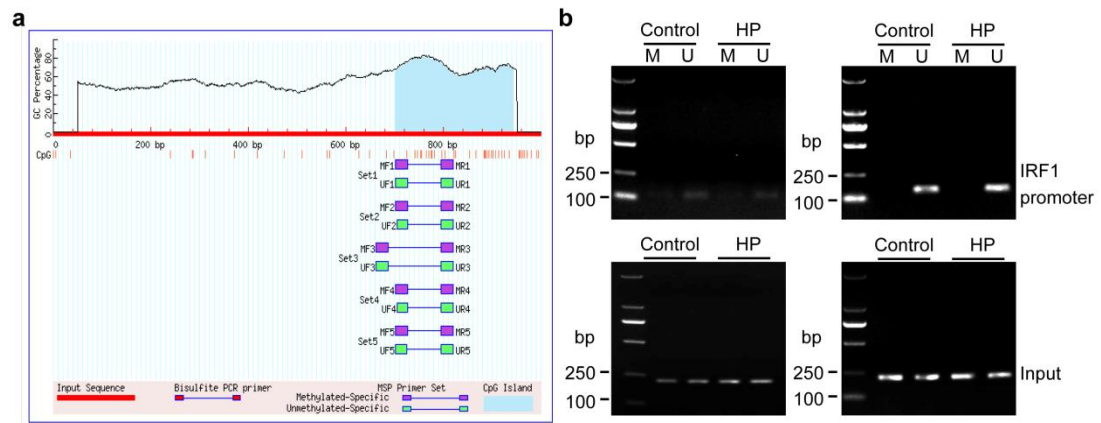

Supplementary Figure 9. HP cannot induce methylation of IRF1 promoter.

a CpG island analysis in the promoter region of *IRF1* gene was detected. **b** H9c2 cells were treated with control or HP for 24 h, and harvested for methylation specific PCR (MSP) detection using two different primers that recognize the methylated (M) and unmethylated (U) CpG island sites designed by MethPrimer software. The PCR products of genomic DNA without bisulfate modification served as a positive control (Input).

Supplementary Figure 10

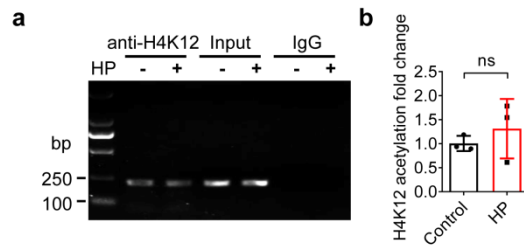

Supplementary Figure 10. HP cannot induce H4K12 acetylation in IRF1 promoter

region.

a, b H9c2 cells were treated with control or HP for 24 h, and H4K12 acetylation was assayed using ChIP. DNA incubated with IgG served as a negative control. DNA incubated with no antibodies served as a positive control (Input). The binding DNA was detected using PCR (**a**) and qPCR (**b**). Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired *t* test (**b**). *n* = 3 biologically independent experiments. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 11

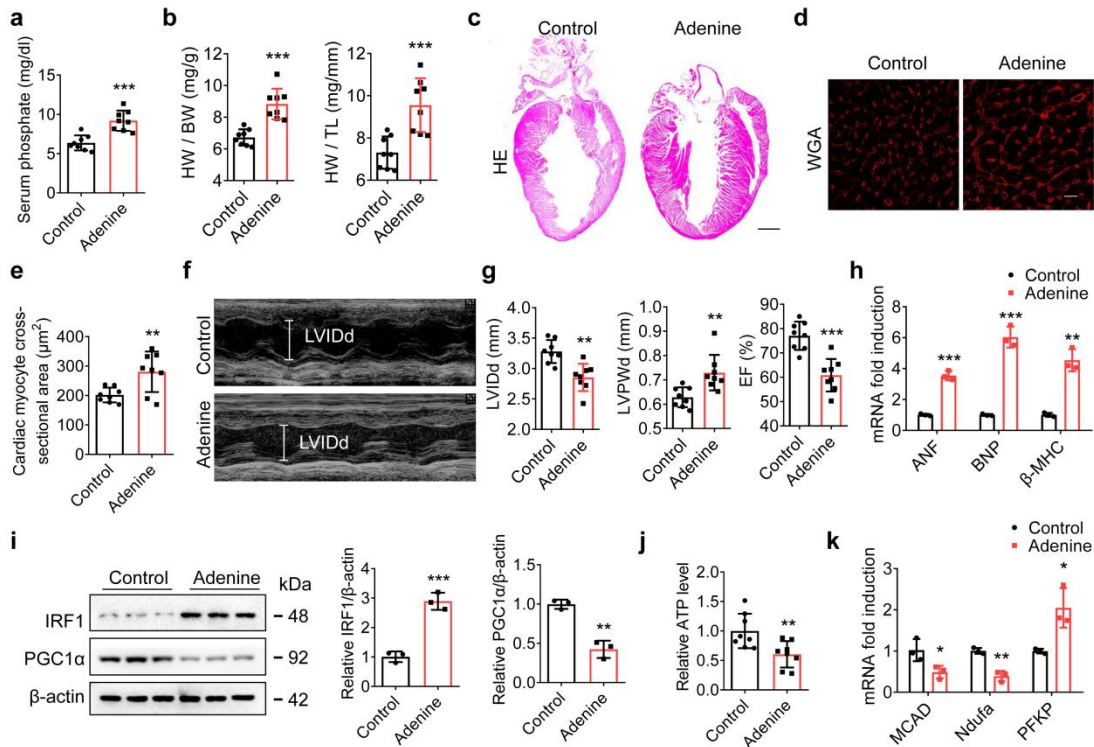

Supplementary Figure 11. Higher phosphate level and cardiac hypertrophy are observed in adenine-induced CKD model.

a Serum phosphate level of normal mice fed with control or adenine diet (0.25%) for 8 weeks.

b The ratio of HW to BW and HW to TL of control and adenine mice. **c-e** Representative gross pathology of heart sections (**c**. HE staining, Scale bar 1 mm), WGA staining of left ventricular of heart sections (**d**. Scale bar 10 μ m) and cross-sectional surface area of individual cardiac myocytes (**e**) from mice in (**a**). **f, g** Echocardiography detection of LVIDd, LVPWd and EF% of mice in (**a**). **h-k** qPCR analysis of hypertrophic genes expression (**h**), Western blot analysis of IRF1 and PGC1 α expression (**i**), relative ATP level (**j**) and relative mRNA expression of metabolic genes (**k**) of heart lysates from the mice in (**a**). β -actin was taken as the loading control. Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired *t* test (**a, b, e, g-k**). *n* = 8 mice per group (**a-g, j**). *n* = 3 biologically independent

experiments (**h**, **i**, **k**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. Source data are provided as a

Source Data file.

Supplementary Figure 12

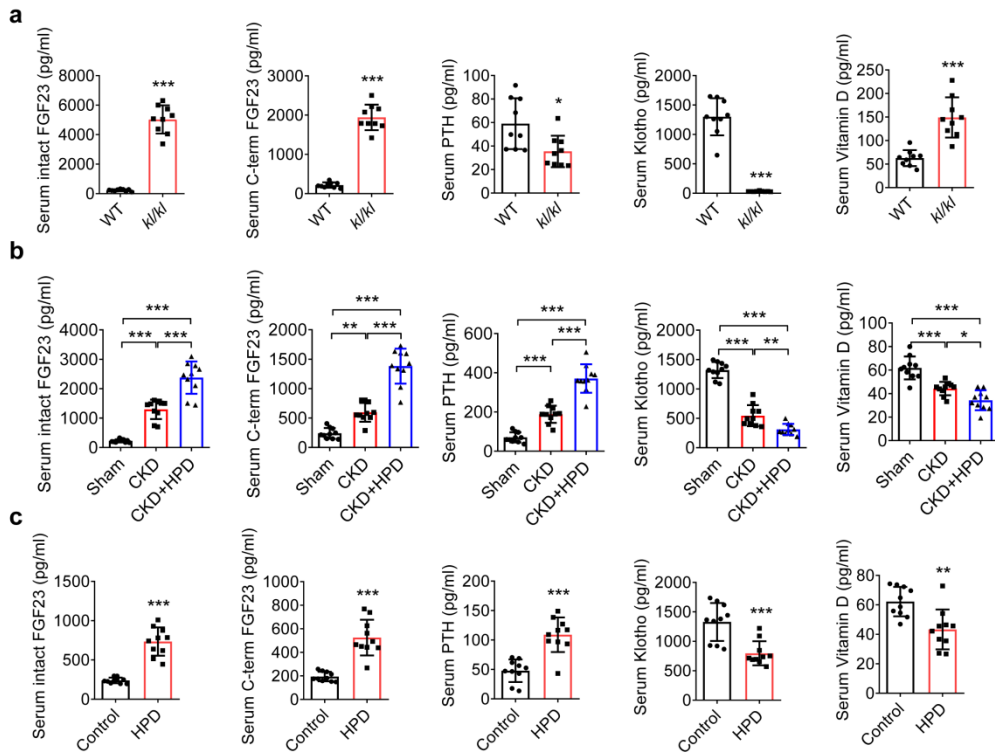

Supplementary Figure 12. Serological tests of FGF23, PTH, klotho and Vitamin D in wild type and *kl/kl* mice; sham, CKD mice fed with or without high phosphate diet (HPD); and normal mice fed with control or HPD.

a-c Serum levels of intact FGF23, C-terminal FGF23 (C-term FGF23), PTH, klotho and Vitamin D (VitD) were determined using the corresponding ELISA kits in wild type and *kl/kl* mice (**a**) ($n = 9$ mice per group); sham, CKD mice fed with or without high phosphate diet (HPD) (**b**) ($n = 10$ mice per group); and normal mice fed with control or HPD (**c**) ($n = 10$ mice per group). Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired t test (**a, c**) or one-way ANOVA (**b**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. Source data are provided as a Source Data file.

Supplementary Figure 13

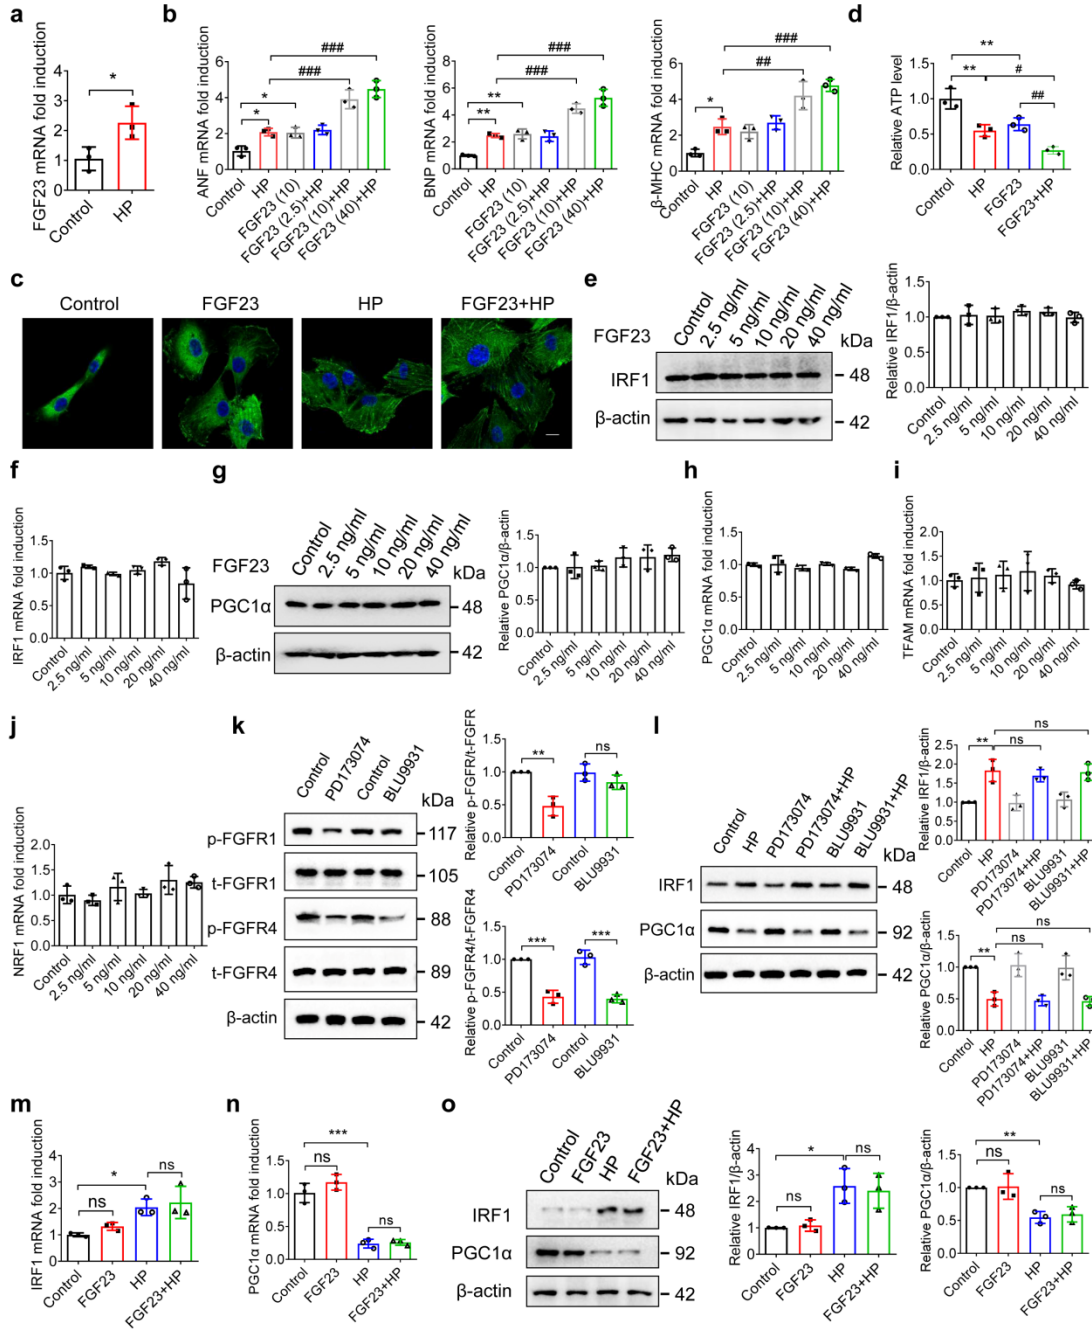

Supplementary Figure 13. HP-induced cardiac hypertrophy is independent of FGFR,

and FGF23-enhanced cardiac hypertrophy doesn't depend on IRF1-PGC1α axis,

although HP and FGF23 exhibit additive effects.

a qPCR analysis of FGF23 mRNA expression in H9c2 cells treated with control or HP for 24

h. b qPCR analysis of the expression of hypertrophic genes in H9c2 cells treated with HP,

FGF23 alone, or HP in combination with increasing doses of FGF23 for 24 h. **c, d** The

immunofluorescence stained with α -actinin (**c**) and relative ATP level (**d**) in H9c2 cells treated with FGF23 in the absence or presence of HP for 24 h. Scale bar, 20 μ m. **e-h** qPCR and representative Western blot analysis of the expression of IRF1 and PGC1 α in H9c2 cells treated with control or various doses of FGF23 for 24h. **i, j** qPCR analysis of the expression of PGC1 α target genes (TFAM and NRF1) in cells in (**h**). **k** The phosphorylation of FGFR1 and FGFR4 were detected using Western blot in H9c2 cells treated with a Pan-FGFR inhibitor (PD173074) or a FGFR4 inhibitor (BLU9931) for 24 h (representative images). **l** Representative Western blot analysis of IRF1 and PGC1 α expression in H9c2 cells treated with PD173074 or BLU9931 in the presence or absence of HP. **m-o** qPCR and representative Western blot analysis of IRF1 and PGC1 α expression in cells in (**c**). Data are shown as mean $\pm$ SD and were analyzed by two-tailed unpaired t test (**a, k**) or one-way ANOVA (**b, d-j, l-o**). $n = 3$ biologically independent experiments (**a, b, d-o**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ versus Control. ## $P < 0.01$, ### $P < 0.001$ versus HP. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 14

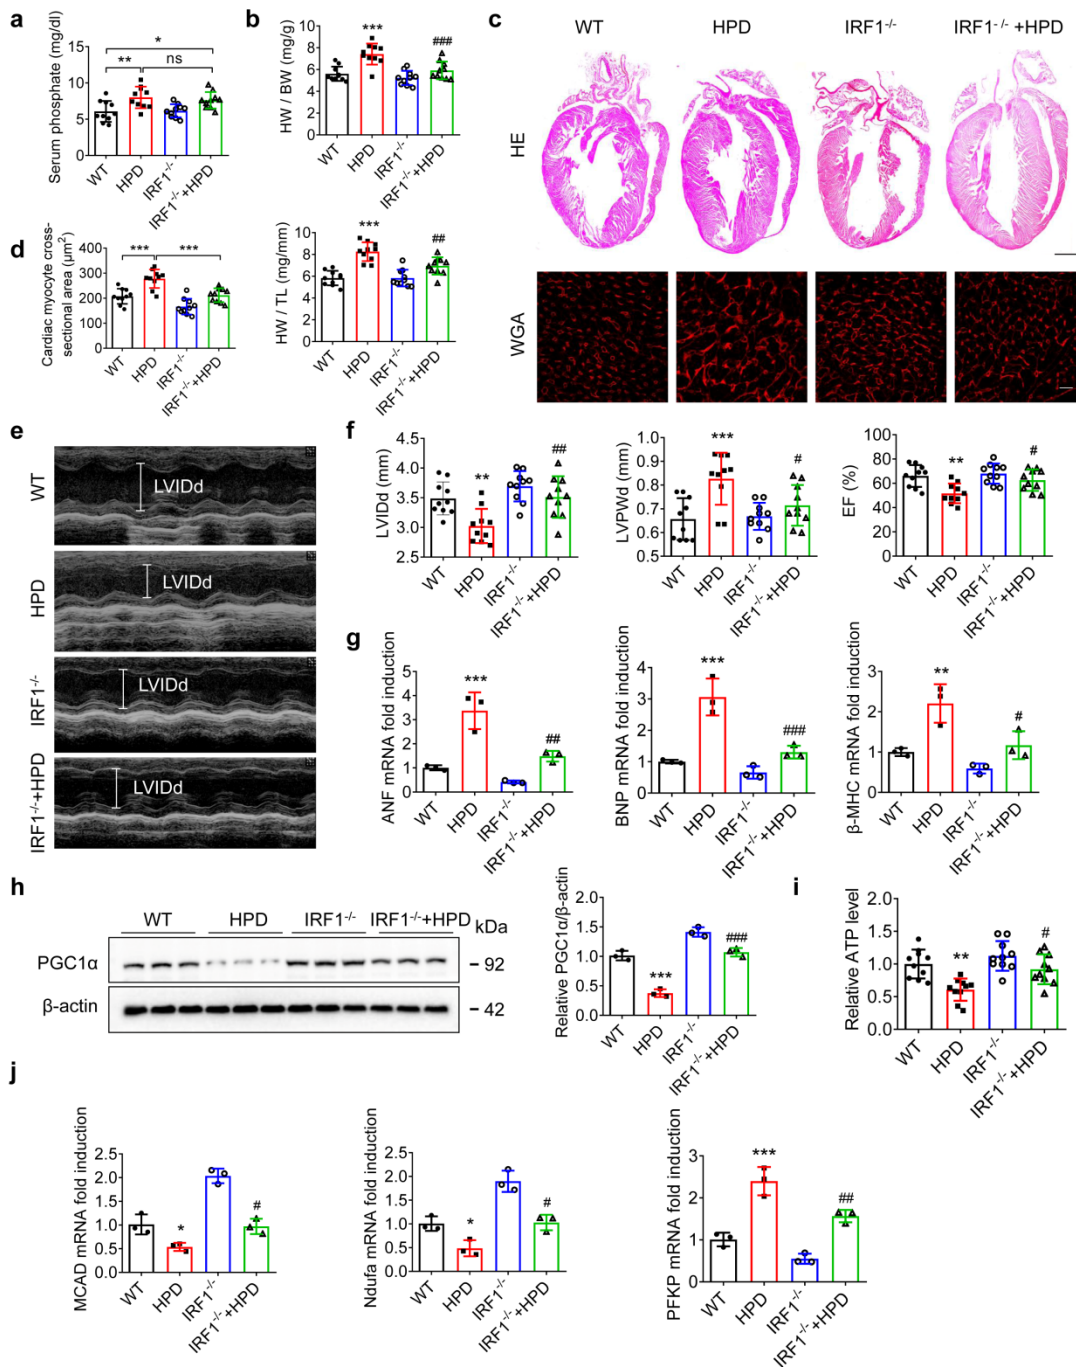

Supplementary Figure 14. HPD-induced cardiac hypertrophy and energy metabolism

remodeling are significantly attenuated in IRF1 knockout mice.

a Serum phosphate level of wild type (WT) and IRF1 knockout (IRF1^{-/-}) mice fed with control or high phosphate diet (HPD) for 12 weeks. n = 10 mice per group. **b** The ratio of HW to BW and HW to TL of WT, HPD, IRF1^{-/-} and IRF1^{-/-} + HPD mice. **c** Representative gross

pathology of heart sections (HE staining, upper panel. Scale bar 1 mm) and WGA staining of left ventricular of heart sections (lower panel. Scale bar 10 μ m) from mice in (a). d Cross-sectional surface area of individual cardiac myocytes from mice in (c, lower panel). e, f Echocardiography detection of LVIDd, LVPWd and EF% of mice in (a). g-j qPCR analysis of hypertrophic genes expression (g), Western blot analysis of PGC1 α expression (h), relative ATP level (i) and relative mRNA expression of metabolic genes (j) of heart lysates from the mice in (a). β -actin was taken as the loading control. Data are shown as mean $\pm$ SD and were analyzed by one-way ANOVA. n = 10 mice per group (a-f, i). n = 3 biologically independent experiments (g, h, j). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ versus WT. # $P < 0.05$, # $P < 0.05$, ## $P < 0.01$, ### $P < 0.001$ versus HPD. Source data are provided as a Source Data file.

Supplementary Figure 15

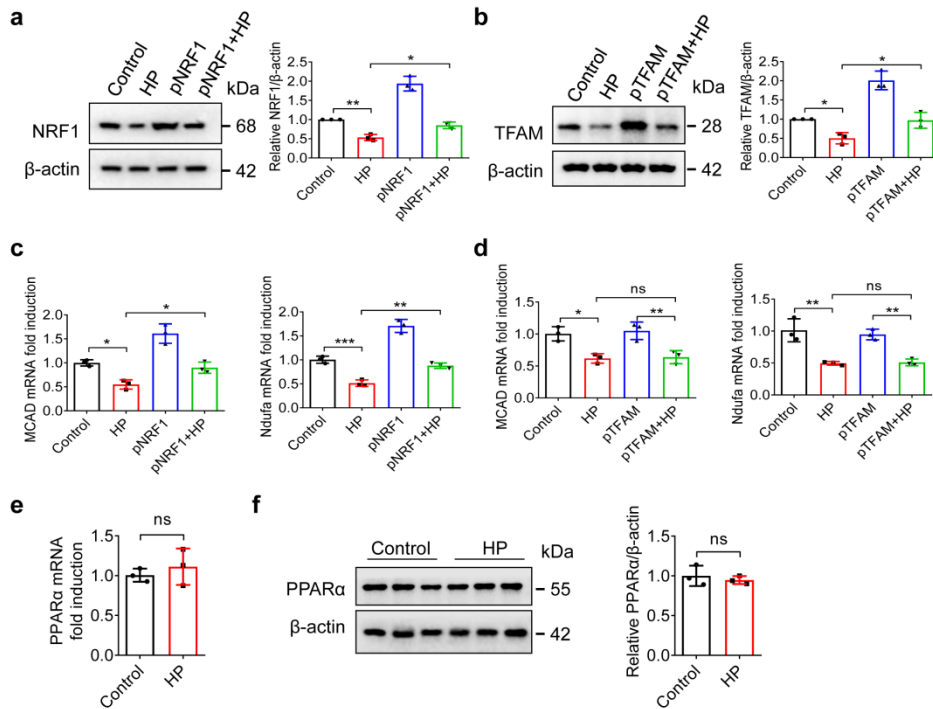

Supplementary Figure 15. HP cannot regulate PPARα expression, while HP-induced dysregulation of FAO and OXPHO-related genes was significantly attenuated by overexpression of NRF1, rather than TFAM.

a-d H9c2 cells were transfected with overexpression plasmids of NRF1 (pNRF1) or TFAM (pTFAM), and then treated with control or HP for another 24 h. Cells were harvested for Western blot analysis (representative images) of NRF1 or TFAM expression, and qPCR analysis of MCAD and Ndufa expression. **e-f** qPCR (**e**) and Western blot (**f**) analysis of PPARα expression in H9c2 cells treated with control or HP for 24 h. Data are shown as mean $\pm$ SD and were analyzed by one-way ANOVA (**a-d**) or two-tailed unpaired t test (**e, f**). $n = 3$ biologically independent experiments (**a-f**). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 16

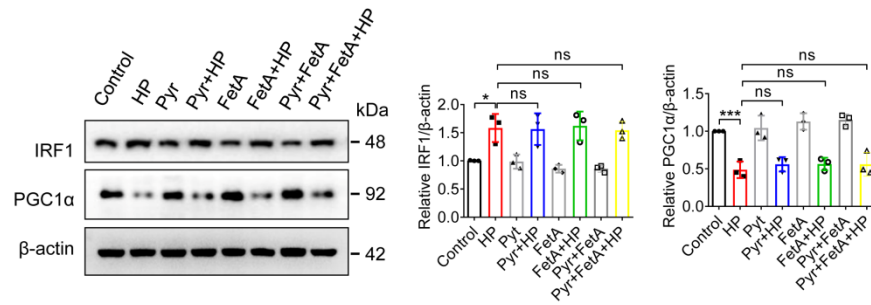

Supplementary Figure 16. Neither pyrophosphate nor fetuin A can regulate HP-induced IRF1 upregulation or PGC1α downregulation.

Representative Western blot analysis of IRF1 and PGC1α expression in H9c2 cells treated with control, pyrophosphate (Pyr, 10 uM), fetuin A (FetA, 5 μM) or both in the absence or presence of HP for 24 h. Data are shown as mean ±SD and were analyzed by one-way ANOVA. n = 3 biologically independent experiments. * $P < 0.05$, *** $P < 0.001$. ns: no significance. Source data are provided as a Source Data file.

Supplementary Figure 17. Uncropped gel images for Figure 1-5.

Figure 1h

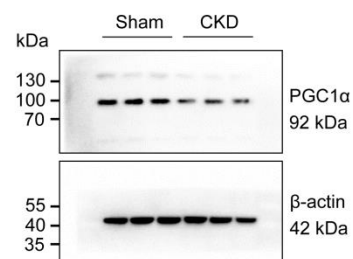

Figure 2c

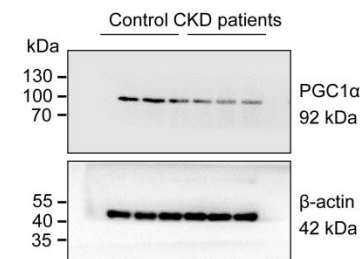

Figure 2e

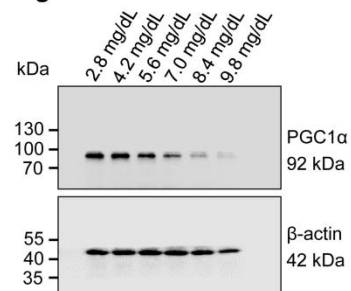

Figure 2g

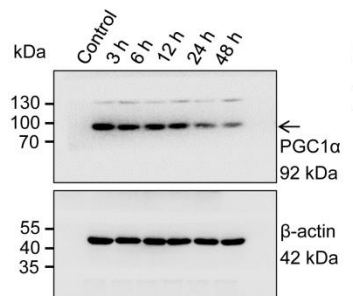

Figure 3c

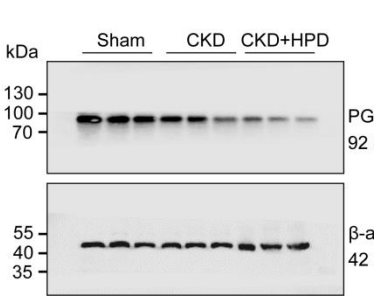

Figure 4a

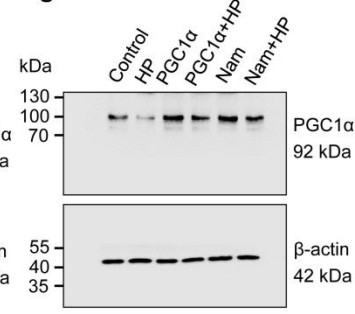

Figure 5c

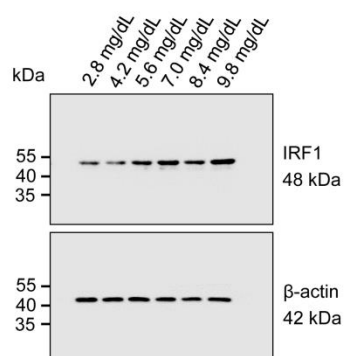

Figure 5e

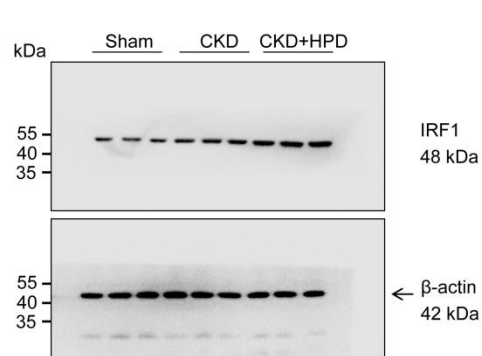

Supplementary Figure 18. Uncropped gel images for Figure 5-6.

Figure 5g

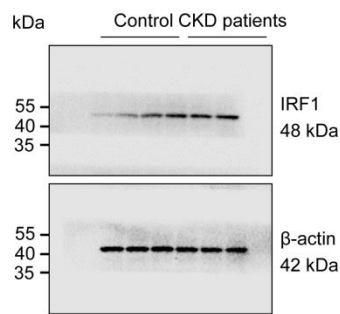

Figure 5h

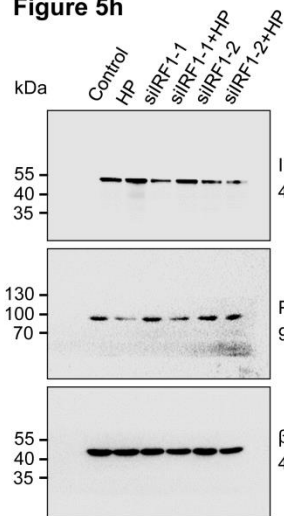

Figure 5n

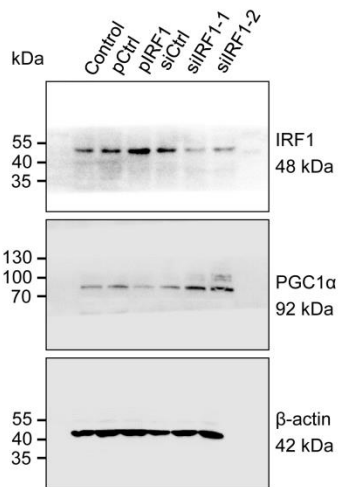

Figure 6c

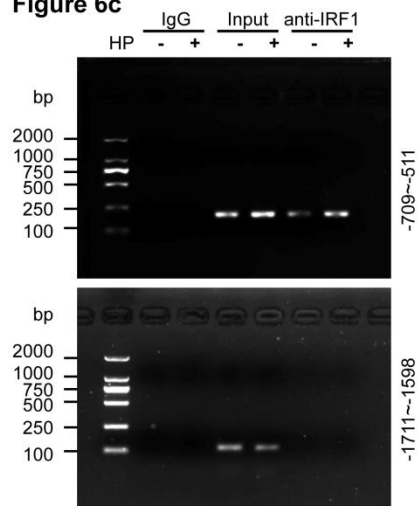

Figure 6e

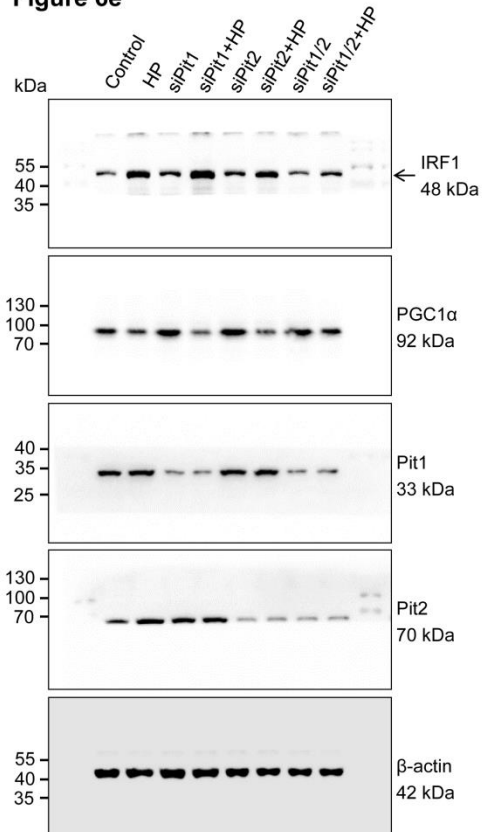

Figure 6g

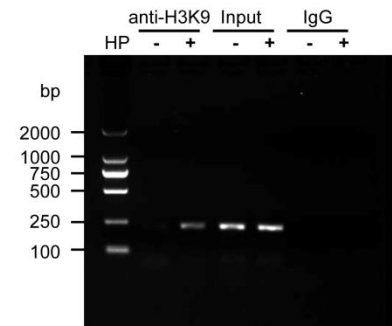

Supplementary Figure 19. Uncropped gel images for Figure 6-8, S1, S5 and S6.

Figure 6l

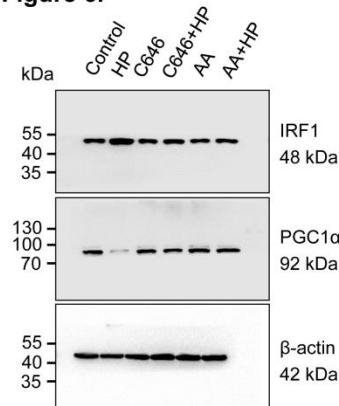

Figure 8f

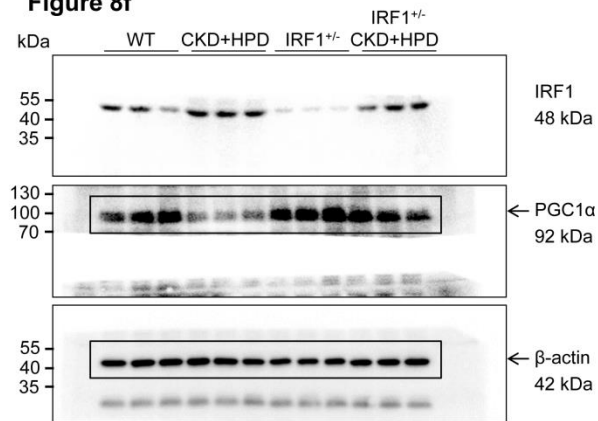

Figure 7i

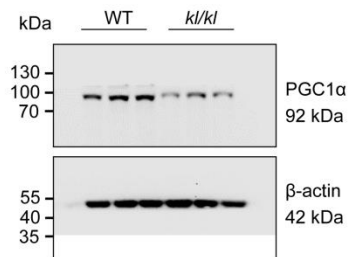

Figure 7j

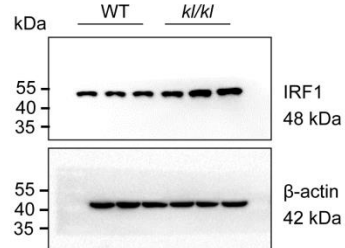

Figure S1b

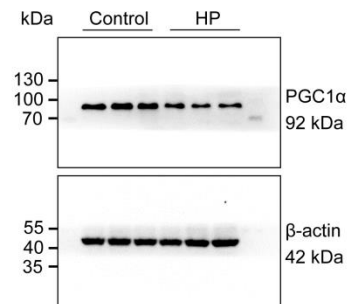

Figure S5c

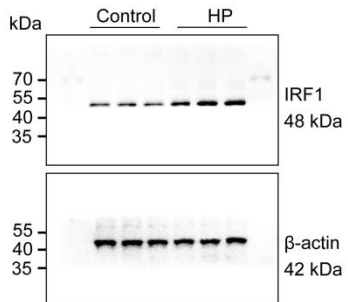

Figure S5g

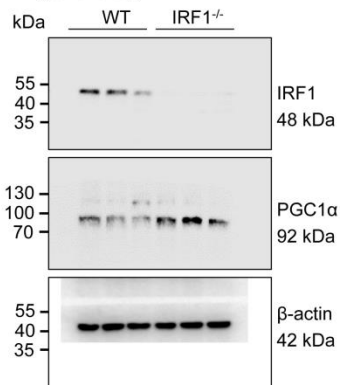

Figure S6b

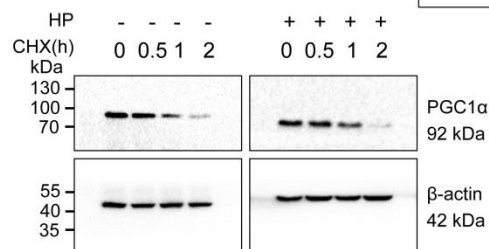

Figure S6c

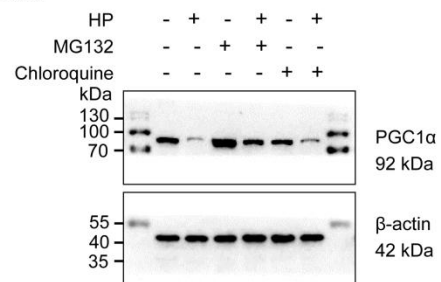

Supplementary Figure 20. Uncropped gel images for Figure S8-S11 and S13.

Figure S8b

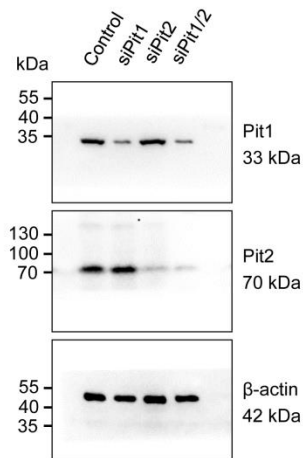

Figure S9b

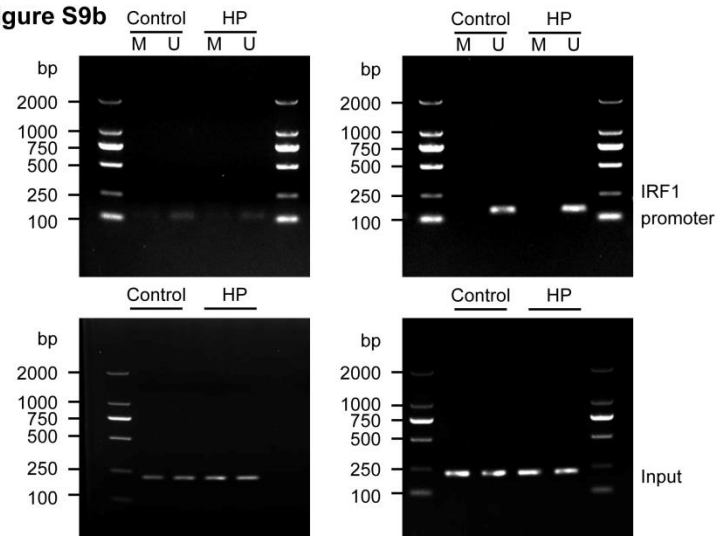

Figure S11i

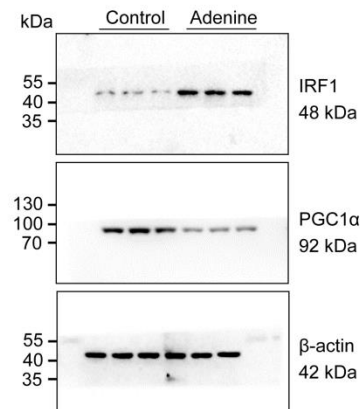

Figure S10a

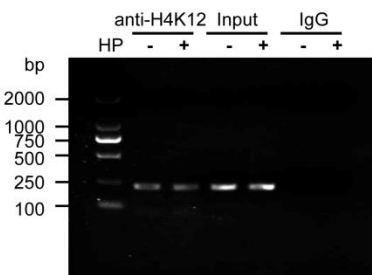

Figure S13k

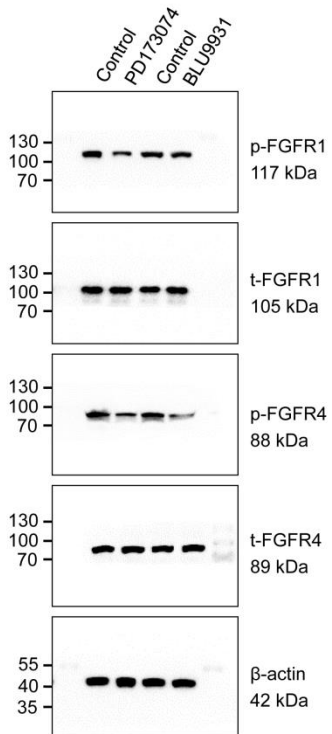

Figure S13e

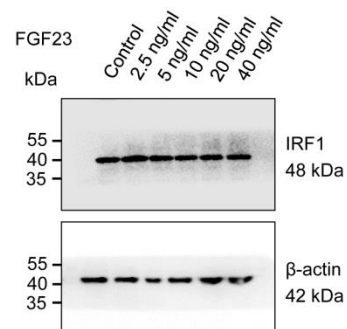

Figure S13g

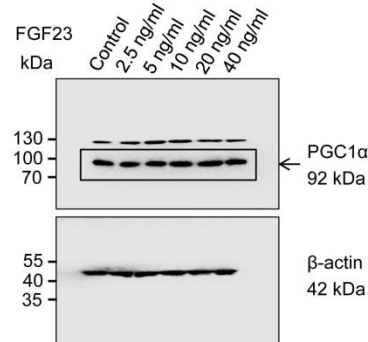

Supplementary Figure 21. Uncropped gel images for Figure S13-S16.

Figure S13i

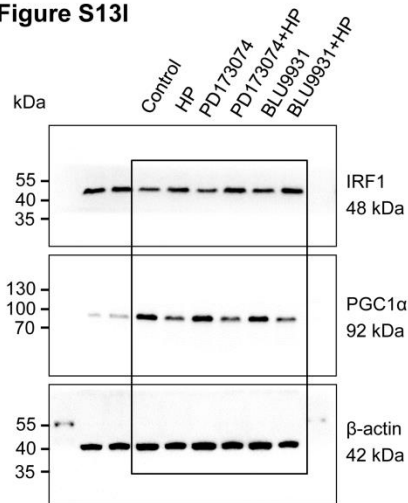

Figure S14h

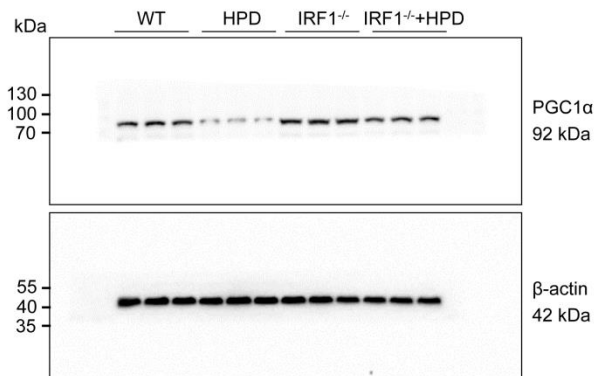

Figure S13o

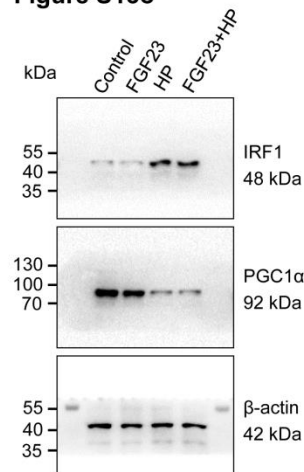

Figure S15a

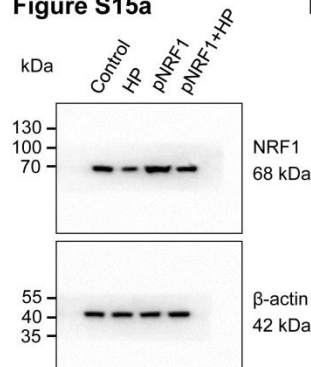

Figure S15b

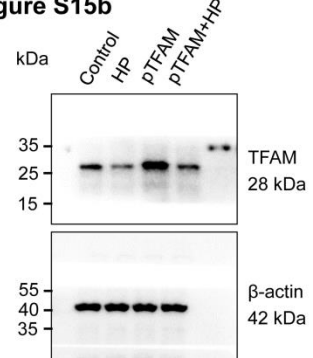

Figure S16

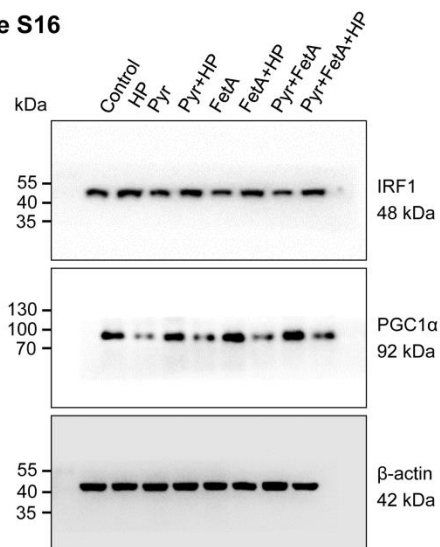

Figure S15f

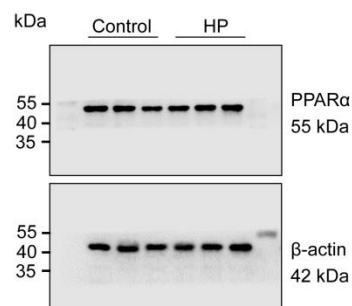

Supplementary Figure 22. Representative examples for the gating strategy.

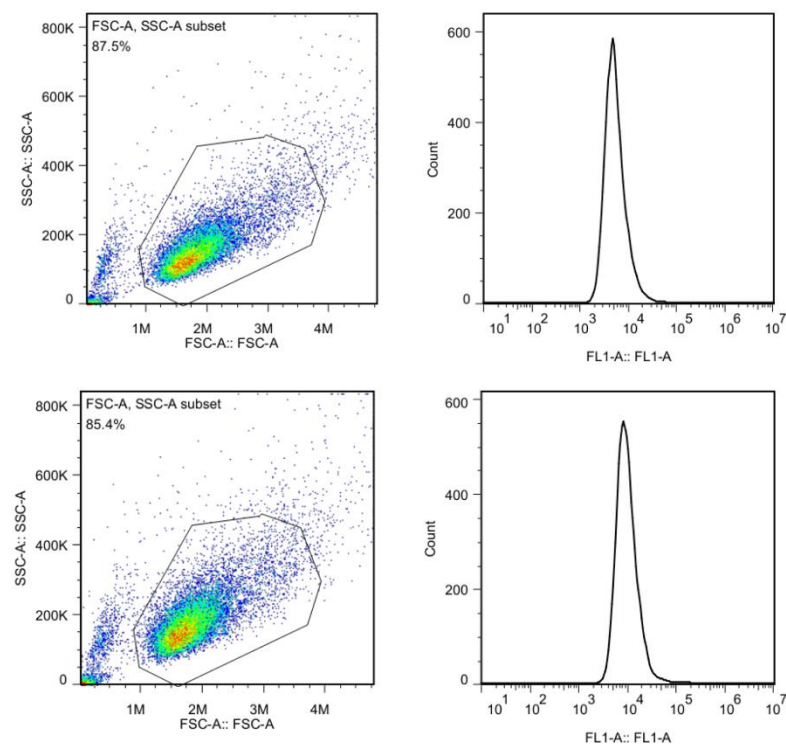

Supplementary Table 1. Putative binding sequences of IRF1 in PGC1 α promoter region

Name	Score	Relative Score	Start	End	Strand	Predicted binding sites
<i>IRF1</i>	10.929	0.8084	-1562	-1542	+1	ATATCTTTTTTTTTTCACTTT
<i>IRF1</i>	7.868	0.7733	-1234	-1214	+1	AGTTGGTTTTGCATTTGGTAT
<i>IRF1</i>	7.866	0.7733	-974	-954	-1	CCCCCCTTCTTTTCTTATAT
<i>IRF1</i>	11.231	0.8118	-632	-612	-1	TCCTTCTTTCTTTTCCCTATT
<i>IRF1</i>	8.442	0.7799	-253	-233	+1	GTTTCCTTCTTTCTTCTATT

Supplementary Table 2. IRF1 binding sites in PGC1 α promoter region P3 are highly conserved.

Species	Consensus sequence
<i>Rattus norvegicus</i>	-632 AATAGGG <u>AAAAGAAAGA</u> AAGGA -612
<i>Homo sapiens</i>	-553 AATAGGG <u>AAAAGAAAGA</u> AAGGA -533
<i>Mus musculus</i>	-534 AATAGGG <u>AAAAGAAAGA</u> AAGGA -514
<i>Bos taurus</i>	-583 AATAGGG <u>AAAAGAAAGA</u> AAGGA -563
<i>Pongo abelii</i>	-583 AATAGGG <u>AAAAGAAAGA</u> AAGGA -563
<i>Sus scrofa</i>	-641 AATAGGG <u>AAAAGAAAGA</u> AAGGA -621
<i>Capra hircus</i>	-645 AATAGGG <u>AAAAGAAAGA</u> AAGGA -625
<i>Gallus gallus</i>	-673 AATAGGG <u>AAAAGAAAGA</u> AAGGA -653

*The consensus IRF1 binding sites in PGC1 α promoter region P3 were underlined.

Supplementary Table 3. The primer sets for mouse qPCR

Gene (mouse)	Primers	Product size
<i>β-actin</i>	Forward: 5'-TGTTACCAACTGGGACGACA-3'<br>Reverse: 5'-GGGGTGTGTAAGGTCTCAAA-3'	165 bp
<i>ANF</i>	Forward: 5'-GGAGGAGAAGATGCCGGTAGA-3'<br>Reverse: 5'-GCTTCCTCAGTCTGCTCACTCA-3'	69 bp
<i>BNP</i>	Forward: 5'-AAGCTGCTGGAGCTGATAAGA-3'<br>Reverse: 5'-GTTACAGCCCAAACGACTGAC-3'	222 bp
<i>β-MHC</i>	Forward: 5'-GTGCCAAGGGCCTGAATGAG-3'<br>Reverse: 5'-GCAAAGGCTCCAGGTCTGA-3'	84 bp
<i>MCAD</i>	Forward: 5'-GCAAAGGCTCCAGGTCTGA-3'<br>Reverse: 5'-ATGGCCGCCACATCAGA-3'	107 bp
<i>CROT</i>	Forward: 5'-GGCAAAAAGCTCACCAAGGA-3'<br>Reverse: 5'-CTGAAGAGCGAGCTGAATAAAGG-3'	63 bp
<i>HADHB</i>	Forward: 5'-GGGTCCGCATTCCATTTCT-3'<br>Reverse: 5'-GCCAAGTCATGTGGCATTAGG-3'	64 bp
<i>Cpt1b</i>	Forward: 5'-TCTAGGCAATGCCGTTTAC-3'<br>Reverse: 5'-GAGCACATGGGCACCATAC-3'	99 bp
<i>Atp5a1</i>	Forward: 5'-CCTTGACCTTCCTTTGCGCT-3'<br>Reverse: 5'-GCACCAACAAAGGATGACCC-3'	183 bp
<i>Ndufa</i>	Forward: 5'-ATCCCTTACCCTTTGCCACT-3'<br>Reverse: 5'-CCGTAGCACCTCAATGGACT-3'	198 bp

<i>Ndufv</i>	Forward: 5'-TGTGAGACCGTGCTAATGGA-3'<br>Reverse: 5'-CATCTCCCTTCACAAATCGG-3'	217 bp
<i>Cytc</i>	Forward: 5'-ACCAAATCTCCACGGTCTGTT-3'<br>Reverse: 5'-GGATTCTCCAAATACTCCATCAG-3'	126 bp
<i>PGC1α</i>	Forward: 5'-TCGGGAGCTGGATGGCTTGGGA-3'<br>Reverse: 5'-ACCAACCAGAGCAGCACACTCTA-3'	77 bp
<i>TFAM</i>	Forward: 5'-AGGCTTGGA AAAATCTGTCTC-3'<br>Reverse: 5'-TGCTCTTCCCAAGACTTCATT-3'	103 bp
<i>ERRα</i>	Forward: 5'-CAAGAGCATCCCAGGCTT-3'<br>Reverse: 5'-GCACTTCCATCCACACACTC-3'	77 bp
<i>NRF1</i>	Forward: 5'-GAACTGCCAACCACAGTCAC-3'<br>Reverse: 5'-TTTGTTCACCTCTCCATCA-3'	70 bp
<i>IRF1</i>	Forward: 5'-CTTCGTCGAGGTAGGACGTG-3'<br>Reverse: 5'-CTTTGCTGCAGGAGCGATTTC-3'	213 bp

---

Supplementary Table 4. The primer sets for rat qPCR

Gene (rat)	Primers	Product size
<i>β-actin</i>	Forward: 5'-CATGAAGATCAAGATCATTGCTCCT-3'<br>Reverse: 5'-GCTGATCCACATCTGCTGGAA-3'	103 bp
<i>ANF</i>	Forward: 5'-ATGGGCTCCTTCTCCATCAC-3'<br>Reverse: 5'-TTCATCGGTATGCTCGCTCA-3'	204 bp
<i>BNP</i>	Forward: 5'-TGGGAAGTCCTAGCCAGTCT-3'<br>Reverse: 5'-GATCCGGTCTATCTTCTGCC-3'	236 bp
<i>β-MHC</i>	Forward: 5'-TGACAGATCGGGAGAACCAG-3'<br>Reverse: 5'-CCGAACTGTCTTGGCATTGC-3'	215 bp
<i>MCAD</i>	Forward: 5'-TTTGCCAGAGAGGAAATAATC-3'<br>Reverse: 5'-CCAAGACCACCACAACCTC-3'	134 bp
<i>CROT</i>	Forward: 5'-CTACCTTAAAGCCTTCTGTTGC-3'<br>Reverse: 5'-TCACAGAGGACTTGCAACCT-3'	171 bp
<i>HADHB</i>	Forward: 5'-GGACTTGACCTTCTTGGGGG-3'<br>Reverse: 5'-TGGGGCAGACTGTACTTGTG-3'	162 bp
<i>Cpt1b</i>	Forward: 5'-TCGAGTTCAGAAACGAACGC-3'<br>Reverse: 5'-GTGTGTCTCCTGGTCTCAGC-3'	114 bp
<i>Atp5a1</i>	Forward: 5'-TGTCATCTATGCAGGCGTCC-3'<br>Reverse: 5'-TCAGCTTTGCATCCGACTGT-3'	164 bp
<i>Ndufa</i>	Forward: 5'-ATGTCACGTCCTGCCATTCT-3'<br>Reverse: 5'-ACTTGTGACCCCATTCGTCC-3'	197 bp

<i>Ndufv</i>	Forward: 5'-ACCTCATTTGGCTCGCTGAA-3'<br>Reverse: 5'-TCTTGTACCAATCACCCCGC-3'	106 bp
<i>Cytc</i>	Forward: 5'-CTTGGGCTAGAGAGCGGGA-3'<br>Reverse: 5'-TGTCTTCCGCCCAAACAGAC-3'	198 bp
<i>PKM</i>	Forward: 5'-GATCTGAAGTACGCCCGAGG-3'<br>Reverse: 5'-GCAGGGCCAATGGTACAGAT-3'	193 bp
<i>HK2</i>	Forward: 5'-AGCTTCTTTGTGTGGCTCCT-3'<br>Reverse: 5'-GGTCAACCTTCTGCACTTGG-3'	212 bp
<i>PFKP</i>	Forward: 5'-CAGCACCTCCTTTCCGAAGT-3'<br>Reverse: 5'-CATGCCTTGGTAACCCTCGT-3'	175 bp
<i>PDK4</i>	Forward: 5'-GCAGTCCTCACCAACCCTAC-3'<br>Reverse: 5'-TCTGAACCGAAGTCCAGCAG-3'	193 bp
<i>PGC1α</i>	Forward: 5'-GGAGCAATAAAGCAAAGAGCA-3'<br>Reverse: 5'-GTGTGAGGAGGGTCATCGTT-3'	103 bp
<i>TFAM</i>	Forward: 5'-CAGAGTTGTCATTGGGATTGG-3'<br>Reverse: 5'-TTCAGTGGGCAGAAAGTCCAT-3'	137 bp
<i>ERRα</i>	Forward: 5'-GAGGTGGACCCATTGCCTTT-3'<br>Reverse: 5'-ATGGCGTACAGCTTCTCAGG-3'	137 bp
<i>NRF1</i>	Forward: 5'-TTGATGGACACTTGGGTAGC-3'<br>Reverse: 5'-GCCAGAAGGACTGAAAGCAG-3'	108 bp
<i>IRF1</i>	Forward: 5'-GCCATTACACAGGCCGATA-3'<br>Reverse: 5'-CGGCTGGACTTGGACTTTCT-3'	212 bp

<i>ZNF354C</i>	Forward: 5'-CGGAGATAGAAGCGTCGTCC-3'<br>Reverse: 5'-GCTCCTGTGCTGTCTCTAGC-3'	150 bp
<i>MEIS1</i>	Forward: 5'-ATCAGTCCAACCGAGCAGTC-3'<br>Reverse: 5'-CTTCCCCCTGGCTTTCGATT-3'	204 bp
<i>Tcf12</i>	Forward: 5'-CGCTCCCGACCAAAGTGAA-3'<br>Reverse: 5'-AGCTCCTTGTCGGTCCCTAT-3'	130 bp
<i>FOXL1</i>	Forward: 5'-CCACAAGTTCCCGCTAGGAG-3'<br>Reverse: 5'-CAGACACTTCGGAGGACCAC-3'	207 bp
<i>PABPC1</i>	Forward: 5'-AATATGCCCGGTGCTATCCG-3'<br>Reverse: 5'-GACGTGGACCCATTGTCTGT-3'	136 bp
<i>BRCA1</i>	Forward: 5'-ACCACACAACCTTAACAGGGC-3'<br>Reverse: 5'-CAGGGTCTCTGCTGGAGACTA-3'	101 bp
<i>IGF1R</i>	Forward: 5'-TGACACGTGGCGATCTCAAA-3'<br>Reverse: 5'-CCAGGTCTCTGTGGACGAAC-3'	165 bp
<i>IRF2</i>	Forward: 5'-GCCCCGACATTGAGGAAGTGA-3'<br>Reverse: 5'-TCAGGACCGCATACTCAGGA-3'	221 bp
<i>IRF3</i>	Forward: 5'-TGGCTGCGAGTCTCAACTAC-3'<br>Reverse: 5'-GGTTTCGGGGTTCCCATGAT-3'	134 bp
<i>IRF4</i>	Forward: 5'-TACAGCTGCAGACTCAGTGG-3'<br>Reverse: 5'-GCAAGGGAGACTCTTCAGGAT-3'	145 bp
<i>IRF5</i>	Forward: 5'-GCGCTGTGCCCTTAACAAAA-3'<br>Reverse: 5'-ACTCAGGCCTGGTAGCATTC-3'	202 bp

<i>IRF6</i>	Forward: 5'-GTGAGCAACGGAGACAGTGA-3'<br>Reverse: 5'-ATCCCAACTTTCGGTGGCTT-3'	250 bp
<i>IRF7</i>	Forward: 5'-TTCAGCCGTAGGGATCTGGA-3'<br>Reverse: 5'-AAGATAAAGCGCCCTGTGCT-3'	179 bp
<i>P300</i>	Forward: 5'-AGGTCTGGTAGTTCCCCCAA-3'<br>Reverse: 5'-GTGCCATTGGGCTTTTGACC-3'	127 bp
<i>CBP</i>	Forward: 5'-TGAGAACTTGCTGGACGGAC-3'<br>Reverse: 5'-TTTGGACGCAGCATCTGGAA-3'	190 bp
<i>PCAF</i>	Forward: 5'-ACTGTGGGTCCTGGGTATCG-3'<br>Reverse: 5'-ATACAGAGCCCAAGCAAGCA-3'	144 bp
<i>HAT1</i>	Forward: 5'-CTCGGAAATGGCGGGGTTT-3'<br>Reverse: 5'-ACGAACCAGTTTCAGCTCGAT-3'	124 bp
<i>PPARα</i>	Forward: 5'-GTCCTCTGGTTGTCCCCTTGAG-3'<br>Reverse: 5'-GAGCACCAATCTGTGATGACAAC-3'	230 bp
<i>FGF23</i>	Forward: 5'-GCAACATTTTTGGATCGTATCA-3'<br>Reverse: 5'-GATGCTTCGGTGACAGGTAGA-3'	99 bp
<i>SLC20A1</i><br>(<i>Pit1</i>)	Forward: 5'-TTCGTGCATTCATCCTCCGT-3'<br>Reverse: 5'-AAAACCTGCACATCCCACCGA-3'	184 bp
<i>SLC20A2</i><br>(<i>Pit2</i>)	Forward: 5'-TTTCCGGAGGGAACGAGAAG-3'<br>Reverse: 5'-CTGCTCTGGAAAGCGATGGA-3'	182 bp
<i>SLC17A1</i>	Forward: 5'-GGCAGGCCCTAAGAAAAGGT-3'<br>Reverse: 5'-CTCGCTGAGCCATGATGACA-3'	199 bp

<i>SLC34A1</i>	Forward: 5'-CAAACGCACTGCCAAGTACC-3'	167 bp
	Reverse: 5'-GGACGTTAACAAGCACCCACG-3'	
<i>SLC34A2</i>	Forward: 5'-TAGCCCATAGGTGTGAGCCT-3'	167 bp
	Reverse: 5'-ACAATGTGCCAAACACGTCG-3'	
<i>SLC34A3</i>	Forward: 5'-CCCTCACCACACATGCAGAT-3'	186 bp
	Reverse: 5'-GTCTGTGCCTCCCTCCTCTA-3'	

Supplementary Table 5. The primer sets for rat mitochondrial DNA detection

Gene (rat)	Primers	Product size
<i>D-Loop(mtDNA)</i>	Forward: 5'-ATCCTCCGTGAAATCAACAA-3'	288 bp
	Reverse: 5'-CAGGACTTTGTGCTGACCTT-3'	
<i>B2M(chDNA)</i>	Forward: 5'-CCCAACTTCCTCAACTGCTA-3'	211 bp
	Reverse: 5'-GCTCCTTCAGAGATGACGTGT-3'	

Supplementary Table 6. The primer sets for overexpression plasmids construction

Gene (rat)	Primers (The restriction enzyme cutting sites are underlined)	Product size
<i>PGC1α</i>	Forward: 5'-AATTCTGCAGTCGAC <u>GGTACC</u>	2391 bp
	ATGGCTTGGGACATGTGCAG-3o	
	Reverse: 5'-TTATCTAGATCCGGT <u>TGGATCC</u>	
	TTACCTGCGCAAGCTTCTCT-3o	
<i>IRF1</i>	Forward: 5'-TCACTATAGGGAGACCC <u>AAGCTT</u>	987 bp
	ATGCCTATCACTCGGATGCGAAT-3A	
	Reverse: 5'-ATCCGAGCTCGGTACCA <u>AAGCTT</u>	
	TTATGGTGCACAAGGAATAGCCTG-3C	
<i>NRF1</i>	Forward: 5'-GCTC <u>GGATCC</u> ATGGAGGAACACG	1617 bp
	GAGTGACCCAAACCGAACAC-3'	
	Reverse: 5'-TAGA <u>CTCGAGT</u> TATTTCCTTTTC	
	AGTTGCTGTGGCGAGTTAAA-3'	
<i>TFAM</i>	Forward: 5'-GCTC <u>GGATCC</u> ATGGCGCTGTTCC	747 bp
	GGGGAATGTGGGGCGTGCTA-3'	
	Reverse: 5'-TAGA <u>CTCGAGT</u> TAAATTCTCAGAG	
	ATGTCTCCCGGGGGTCGCTT-3'	

PGC1 α , Restriction enzyme: KpnI and BamHI, Vector: pEGFP-C1.

IRF1, Restriction enzyme: HindIII, Vector: pcDNA3.0.

NRF1 and TFAM, Restriction enzyme: BamHI and XhoI, Vector: pCDNA3.1.

Supplementary Table 7. siRNAs against IRF1 and negative control

siRNA(rat)	Primers
Negative control	Forward: 5'-UUCUCCGAACGUGUCACGUTT-3'<br>Reverse: 5'-ACGUGACACGUUCGGAGAATT-3'
siIRF1-1	Forward: 5'-CCCUGGCUAGAGAUGCAGAUUAAUU-3'<br>Reverse: 5'-AAUUAUUCUGCAUCUCUAGCCAGGG -3'
siIRF1-2	Forward: 5'-GCCCCUCC AUUCAGGCUAUUCCUUGU-3'<br>Reverse: 5'-ACAAGGAAUAGCCUGAAUGGAGGGC-3'
siPit1	Forward: 5'-GGCUCCGAAUUCAGUCAAAATT-3'<br>Reverse: 5'-UUUGACUGAAUUCGGAGCCTT-3'
siPit2	Forward: 5'-GAAUGACGGUCACGUUUAUTT-3'<br>Reverse: 5'-AUAACGUGACCGUCAUUCTT-3'

Supplementary Table 8. The primer sets for PCR amplification of the rat *PGC1 α* promoter region

Fragment	Primers (The restriction enzyme HindIII cutting sites are underlined)
-1703 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> GTTCATCTCATTCTGTTCACTGA-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'
-1524 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> GAGAAACTAATGTTTTCTTC-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'
-985 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> GAAAATGCTACATATAAGAAAA-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'
-719 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> TTAGACCTAAACAAATGAGGCT-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'
-348 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> AGTTATTATATGACCAGGGCTC-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'
-183 to +188	Forward: 5'-TCTGCGATCTAAGTA <u>AAGCTT</u> AGTGACGTCAGGAGTTTGAGCA-3'<br>Reverse: 5'-AGTACCGGAATGCCA <u>AAGCTT</u> TACTTTCTATGTCCCCTCCTT-3'

Supplementary Table 9. The primer sets for PCR and qPCR amplification in ChIP assays

Fragment	Primers	Product size
PGC1 α (-709 to -511)	Forward: 5'-ACAAATGAGGCTGTTTGGTTGA-3'	199 bp
	Reverse: 5'-AAGCTCCTCATGTGATACGTT-3'	
PGC1 α (-1711 to -1598)	Forward: 5'-AGCTGTTGGTCATCTCATTCTGT-3'	114 bp
	Reverse: 5'-TCAGACCCTGAAAAAGGGGTC-3'	
IRF1(-994 to -774)	Forward: 5'-CGATTCTGGCCACAGTTTCC-3'	221 bp
	Reverse: 5'-AACAAGGTGACCCTTCTCCC-3'	

Supplementary Table 10. The primer sets for MSP in IRF1 promoter region

Fragment	Primers	Product size
IRF1-M1	Forward: 5'-TTTTTTTAAGATAGGTAAGGGGGTTC-3'	119 bp
	Reverse: 5'-TTTTTTTAAGATAGGTAAGGGGGTTC-3'	
IRF1-U1	Forward: 5'-TTTAAGATAGGTAAGGGGGTTGG-3'	116 bp
	Reverse: 5'-TTTAAGATAGGTAAGGGGGTTGG-3''	
IRF1-M2	Forward: 5'-TTTTTTCGAAATGATGAGGC-3'	150 bp
	Reverse: 5'-CGACGAAAAAATAATACGCACT-3'	
IRF1-U2	Forward: 5'-TGATTTTTTTTGAAATGATGAGGT-3'	150 bp
	Reverse: 5'-TGATTTTTTTTGAAATGATGAGGT-3''	

*IRF1 Input was the same as sequence (-994 to -774) in the IRF1 promoter region.

How the deposited data were processed for this re-analysis (not part of the article)

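Gene expression was measured in the hearts of 3 sham and 3 CKD Balb/c mice on Affymetrix Clariom S mouse arrays, with 1 array per mouse and biotin-labelled cDNA made from 250 ng of total RNA. Sample labels and the legend of Fig. 1 give the group of each mouse, and all 6 arrays were used.

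The authors deposited log2 expression levels, which they made by robust multiarray averaging (RMA in the submitters' processing notes, version not given in the sources used here). This corrects the background, makes the distributions of all arrays alike and summarises each probe set. The deposited values have 2 decimals and no detection calls. No filter by the authors is stated. All steps from the scanner to these levels were taken as deposited, and the quality of single arrays was seen only through the levels. Median log2 levels lay between 4.83 and 4.86, and 33 genes had a mean above 19, near the top of the scale, where differences can be compressed. The number of arrays limits the precision.

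Of 22206 probe sets, 19572 were paired with 1 gene symbol through the platform annotation, 0 with more than 1, and 2634 were unnamed here. All 19572 Entrez identifiers were found in the mouse reference table, and 0 symbols differed. The brightest probe set by its mean over all arrays was kept for the 55 genes with more than 1, which left 19505 genes.

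CKD was compared with sham by lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the log2 levels, without covariates. The main count used the limits of the methods, a fold change over 1.5 in either direction with a p under 0.05. This p was left unadjusted, as the methods name no adjustment for genes. They name no test for the arrays either, so the methods' t-test among the alternatives is their general one for group comparisons. Beside the main count stands the count at a Benjamini-Hochberg adjusted p under 0.05 without a fold limit. Genes of mitochondrial proteins were tested among the lower and among the higher genes by a two-sided Fisher's exact test with all genes tested as the background, adjusted over both directions. The gene ontology and KEGG tables of the paper were not used here, so lists written from general knowledge stood in for them. The 45 lists cover energy metabolism and mitochondria, PGC1α and its partners, terms shown in Fig. 1a,b, stress, clock, interferon and fasting genes, heart muscle, and markers of other cell types. Each was tested by limma's camera against all other genes, with a preset correlation of 0.01 and p adjusted over the lists. With a correlation estimated for each list, none of the 10 calls held, nor did any with fry, which tests whether the genes of a list move on balance one way.

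The named genes are those of Fig. 1d and Fig. 1e–g, Irf1, Nppa, Nppb and Myh7, the 10 largest changes each way among genes past the criterion whose groups did not overlap, leaving out predicted genes, receptors of smell and taste, small RNAs and antigen receptor segments, and the 4 smallest p of each list described. Where a list had few members past the criterion, the others were named too, after their values were seen, as were genes given array by array among the observations. The directions in Fig. 1d and the qPCR ratios had been seen in the paper beforehand. The lists, the tests, the criterion and the rule for named genes were fixed before the data were examined, and 1 exploratory run of the same design preceded the final one. Fisher's exact test of lists in either direction, the heat shock list, the phases of the clock genes and the choice of lists described beyond those called came after.

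The fit and camera were tested on simulated data drawn with the spread of these arrays for 19505 genes, each gene independently of the others. Of genes changed 2-fold, 86% passed the criterion and 29% an adjusted p under 0.05, and of genes changed 4-fold, 99% and 81%. Of unchanged genes, 2.27% passed the criterion. The simulation lacks the variation that the real arrays share across genes, so this is no rate of false calls for them.

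The alternatives were the methods' t-test, eBayes with trend and robust options, array weights, quantile normalization applied again, cyclic loess, median centring, the dimmest 25% or 50% of genes left out, the mean of probe sets, the replicate number as a block, each array left out in turn, other fold limits, another background, camera with an estimated correlation, fry, and Reactome sets from fgsea 1.28.0 for 3 lists. Figures were drawn with matplotlib 3.10.9.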

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

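The list tests were set before the data were examined. All tests of explanations below, the counts over other splits of the arrays included, were chosen or changed after the values were seen. The rule that the fetal and heat shock tests need both the preset and the estimated correlation also came after, and it turned both from a verdict to undecided. Each list here holds genes the paper does not discuss, and was called by camera with the preset correlation and not with an estimated one.

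Atrial marker genes had a median log2 fold change of 1.82 in CKD over sham hearts, with 7 of 13 higher and none lower (adjusted p = 1.4e-05 from camera, and adjusted p = 0.811 with an estimated correlation), whereas 0 of the 13 passed the criterion with the methods' t-test and 1 with eBayes trend and robust options. Bmp10 was at 11.02 in CKD replicate 3, 6.49 and 6.05 in the other CKD hearts, 5.67 in sham replicate 1, and 1.50 and 0.97 in sham replicates 2 and 3. Over the list the groups overlap, as the mean deviation of sham replicate 1 (0.41) exceeded that of CKD replicates 1 (−0.02) and 2 (0.19), with CKD replicate 3 at 2.74. More atrial tissue in 1 CKD heart may account for part of this, since 11 of the 13 markers were highest in CKD replicate 3, but the median was still 0.90 without that heart (adjusted p = 0.00791). A return of fetal genes in the ventricle stays open, as the 16 fetal and hypertrophic genes that are no atrial marker had a median of −0.47 (camera p = 0.0383 as an unadjusted value with the preset correlation and 0.279 with an estimated one). The Y-linked genes Eif2s3y, Uty and Kdm5d, which passed the criterion as higher in CKD hearts, were also highest in CKD replicate 3 and lowest in sham replicates 2 and 3, and no test here links them to the atrial genes. The methods name 3 uses of the hearts, 1 of them frozen tissue for qPCR and western blot, and do not say which part of the heart gave the array RNA.

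Marker genes of macrophages and monocytes had a median log2 fold change of −0.68, with 5 of 18 lower and none higher (adjusted p = 5.3e-05, and adjusted p = 0.811 with an estimated correlation; 1 lower when adjusted over the list alone), and the list was not called without CKD replicate 2 (−0.37, adjusted p = 0.0658). Of the 18, 2 were lower with the methods' t-test. The mean deviation of CKD replicate 1 (0.28) lay above that of sham replicate 1 (−0.48). The arrays split more strongly another way, since sham replicate 1 with CKD replicates 2 and 3 against the other 3 arrays gave 1576 genes past the criterion and 52 at an adjusted p under 0.05, against 1233 and 2 for CKD against sham, which points to a structure of the samples other than the surgery. A different share of macrophages may be part of it, as 11 of the 18 markers were higher without overlap in sham replicates 2 and 3 and CKD replicate 1. Exchanged labels of sham replicate 1 and CKD replicate 1 cannot be told apart from correct ones, because the qPCR genes of Fig. 1e–g had a median of 0.0933 with the labels exchanged and 0.0267 as given, a difference within its standard error over genes of 0.123. With the labels exchanged Ppargc1a was at −0.12 and Nrf1 at 0.16, against −0.65 and −0.64 as given. Both were chosen for Fig. 1d on these arrays with the labels as given, so their array values cannot decide between the labels. The paper's qPCR ratios and western blot of PGC1α run the way the labels say, but may be from other mice. Of the other 7 genes, lower by the paper's qPCR, 5 were above 0 with the labels exchanged and 5 as given. An effect of CKD on macrophage number was not tested.

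Clock genes had a median log2 fold change of 0.42, with 6 of 19 higher and 3 lower (adjusted p = 0.0253, and adjusted p = 0.811 with an estimated correlation; 6 and 2 when adjusted over the list alone), and the list was not called without CKD replicate 3 (0.20, adjusted p = 0.22), with the methods' t-test (adjusted p = 0.137) or without the dimmest 50% of genes (adjusted p = 0.123). The methods' t-test passed 5 as higher and 2 as lower. The mean deviation was 0.59 in CKD replicate 3, −0.02 and 0.02 in the other CKD hearts and −0.30 to −0.09 in sham hearts. Dbp (2.26), Nr1d1 (1.65), Per3 (1.15) and Nr1d2 (1.14) were higher and Arntl (−1.56), Nfil3 (−0.91) and Npas2 (−0.90) lower. Hearts taken at different times of day in the 2 groups may account for this, as 15 of 15 clock genes with a known phase went the way such a difference predicts, yet a clock shifted by CKD predicts the same and the 2 cannot be told apart. A lower body temperature of CKD mice is a candidate explanation for the cold-inducible Rbm3 and Cirbp, and 16 heat shock genes had a median of −0.50 with 4 lower and none higher, but their list passed only with the preset correlation (camera p = 1.2e-06 unadjusted, and 0.0729 with an estimated one), and sham replicate 1 (mean deviation −0.16) lay nearer the CKD hearts (−0.29 to −0.25) than sham replicates 2 and 3 (0.50 and 0.47). Neither collection time nor body temperature is stated.

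Immediate early genes had a median log2 fold change of −0.54, with 6 of 24 lower, among them Nr4a1 (−0.83) and Klf4 (−0.71), and none higher (adjusted p = 1.1e-05, and adjusted p = 0.248 with an estimated correlation). With the methods' t-test 1 was lower, and Klf4 did not pass. Klf4 also lost its call without sham replicate 2 (−0.49) or CKD replicate 3 (−0.60).

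Genes of the unfolded protein response had a median of −0.44, with 7 of 25 lower, led by the chaperones Hspa5 (−1.15, standard error 0.28) and Hsp90b1 (−0.91, standard error 0.24), and none higher (adjusted p = 2.6e-05, and adjusted p = 0.811 with an estimated correlation; 3 lower when adjusted over the list alone). The methods' t-test passed 3 of them. The mean deviation of CKD replicate 1 (0.18) lay within the sham range of 0.09 to 0.31, against −0.53 and −0.30 in CKD replicates 2 and 3, and the median was −0.25 without CKD replicate 2 (adjusted p = 0.0222).

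Interferon-stimulated genes had a median of −0.36, with 4 of 45 lower (Oas2, Ifitm3, Oas1a and Cxcl10) and none higher (adjusted p = 0.000638, and adjusted p = 0.811 with an estimated correlation), and were not called without CKD replicate 2 (−0.14, adjusted p = 0.420) or without the dimmest 50% of genes (adjusted p = 0.0595). Without CKD replicate 1, 21 genes were lower, and with the methods' t-test 2 were, as Oas2 and Ifitm3 did not pass. Cxcl10 lost its call without sham replicate 1 or CKD replicate 2, and Oas2 without sham replicate 3. Ifitm3 lost it without sham replicate 2, sham replicate 3, CKD replicate 2 or CKD replicate 3. The mean deviation of CKD replicate 1 (0.56) lay above every sham heart (0.11 to 0.21), against −0.74 and −0.34 in CKD replicates 2 and 3.

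Adipocyte markers had a median of 0.64, with Car3 (1.98), Ucp1 (1.09) and Thrsp (0.96) higher among 13, of which 1 passed with the methods' t-test, where Car3 and Thrsp did not. Car3 also did not pass with eBayes trend and robust options, or without sham replicate 1 (1.50), sham replicate 3 (1.88) or CKD replicate 3 (1.16). The mean deviation was 0.92 in CKD replicate 3, while CKD replicate 2 (−0.11) lay below sham replicate 2 (−0.03), and the median was 0.33 without CKD replicate 3 (adjusted p = 0.0164).

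Cytosolic ribosomal proteins had a median of −0.10, with Rplp0, Rpl27 (−0.81) and Rpl3 (−0.69) lower among 54 (adjusted p = 0.0253, and adjusted p = 0.863 with an estimated correlation), and were not called without sham replicate 2 (adjusted p = 0.601), sham replicate 3 (0.164), CKD replicate 2 (0.301) or CKD replicate 3 (0.371), nor after quantile normalization (0.0924) or cyclic loess (0.0992), nor without the dimmest 50% of genes (0.0596). With the methods' t-test 2 were lower. Without CKD replicate 2, Rpl3 fell short of the criterion (−0.51) and Rplp0 was at −1.13. Sham replicate 1 (mean deviation −0.23) lay with CKD replicates 2 and 3 (−0.23 and −0.25), and CKD replicate 1 (0.23) with sham replicates 2 and 3 (0.29 and 0.19).

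Ifi207 (2.87) and Inmt (2.24) were the 2 genes at an adjusted p under 0.05, at 0.0374 each, higher in 3 of 3 CKD hearts than in any sham heart. Both lost this without sham replicate 2, sham replicate 3, CKD replicate 2 or CKD replicate 3, where 0 genes passed, Inmt also without sham replicate 1 (adjusted p = 0.0517), and both with the methods' t-test (adjusted p = 0.442 for Ifi207 and 0.435 for Inmt).

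There are 10 splits of 6 arrays into 3 and 3, too few for a share under 0.05. Each count of splits that follows includes CKD against sham itself. For genes past the criterion, 2 of the 10 splits gave as many as CKD against sham (1233, highest other 1576), and for genes at an adjusted p under 0.05 also 2 (2, highest other 52). For lists called, 5 splits gave as many (10, highest other 19). For the higher odds ratio of mitochondrial proteins on either side of the split, 5 did (1.47, highest other 2.42).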

How the results depend on the processing

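All alternatives but Fisher's exact test in either direction were set before the data were examined, while the further genes and lists followed through them were picked afterwards. Of the single-gene values, 1220 kept their direction and call, 84 lost the call, 18 gained it and 12 changed sign. Of the list values, 308 kept both, 39 lost the call, 5 gained it and 11 changed sign. Where no construction of the alternative shows it, the cause was not tested. With 1 array left out, that group has 2 arrays and the spread is pooled by limma.

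With the methods' t-test in place of limma, 625 genes passed the criterion against 1233 and 0 an adjusted p under 0.05 against 2, and the odds ratio of mitochondrial proteins was 2.15 among lower genes against 1.47 and 1.38 among higher genes against 0.98. With array weights the counts were 2051 and 35, and the sign changed for fatty acid metabolism (−0.0248), apoptosis (−0.0886), Crot (0.152) and Cpt1b (−0.0237). Quantile normalization again gave 0.00194 for Crot and −0.0247 for Atp5a1, and cyclic loess 0.00204 for Crot, changes of sign close to 0. Without the dimmest 25% of genes the odds ratio among lower genes was 0.999 and the median of PGC1α partners −0.01, and without the dimmest 50% the odds ratio was 0.884 and 6 lists were called against 10, with fewer genes tested. Against genes at or above the median level the odds ratio was 0.943. A fold change over 1.5 with an adjusted p under 0.05 left 2 genes, and a fold change over 2 left 286. Camera with an estimated correlation called 0 lists and fry 0.

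Without 1 array, the criterion count ranged from 982 (without sham replicate 3) to 2037 (without CKD replicate 1), the count at an adjusted p under 0.05 from 0 to 88, the lists called from 9 to 19, and the Fig. 1d genes past the criterion from 5 to 8. The odds ratio of mitochondrial proteins ranged from 0.962 to 1.77 among lower genes and from 0.851 to 1.23 among higher genes. Median log2 fold changes ranged from −0.113 to −0.0325 for oxidative phosphorylation, from −0.0583 to 0.117 for fatty acid metabolism, from −0.0925 to 0.0175 for beta-oxidation, from −0.07 to 0.0283 for PGC1α partners, from −0.0708 to 0.0633 for glycolysis and from −0.04 to 0.12 for apoptosis. Single genes ranged from −0.107 to 0.148 for Crot, from −0.182 to 0.233 for Cpt1b, from −0.005 to 0.06 for Atp5a1, from −0.05 to 0.132 for Tfam and from −0.30 to 0.09 for Irf1. Of 103 genes past the criterion that the rule names, 63 passed without each array in turn and 40 fell short without at least 1.

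The legend of Fig. 1 speaks of 3 pairs of mice without saying what pairs them. The replicate numbers were not taken as pairs, since arrays of the same number had correlations of their deviations of −0.18, −0.03 and −0.19. With the number as a block, 1201 genes passed the criterion, 0 an adjusted p under 0.05 (0.560 for Ifi207 and Inmt), and 9 lists were called. Background signal cannot be separated from low levels without detection calls.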

Differences from the paper's values

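For 7 genes that the paper measured by qPCR, the fold of CKD over sham differed between the paper and the arrays. Throughout this section, values are said to differ where the larger is over 1.5 times the smaller. This is a rule and no statistical test, also where the values are −log p. The paper's qPCR ratios have n = 3 per group and errors as SD, and whether they are from the array mice is not stated. For Acadm (MCAD) the paper's ratio is 0.479 and the array fold was 1.14. For Crot the paper's ratio is 0.595 and the array fold was 0.995. For Hadhb they are 0.479 in the paper and 0.920 on the arrays. For Cpt1b the paper gives 0.547 and the arrays gave 1.06. For Atp5a1 the paper gives 0.481 and the arrays gave 1.02. For Cycs (cytochrome c) the paper's 0.681 stands beside 1.07. For Tfam the paper's 0.329 stands beside 1.05. Hadhb, Cycs and Atp5a1 lie at mean log2 levels of 19.11, 19.31 and 19.78 in sham hearts, near the top of the scale, where differences can be compressed, so the array folds of these 3 genes are less firm. All 7 differed under every alternative set before the data were examined. For Ppargc1a, the paper's 0.470 and the array fold of 0.637, and for Nrf1, the paper's 0.435 and 0.643, did not differ by more than 1.5 times and went the same way. Nrf1 differed with array weights, without sham replicate 1, without sham replicate 2 and without CKD replicate 1.

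For the mitochondrion, the paper's source data give a −log p of 5.11 among cellular components, and the list of mitochondrial proteins gave 0.823 among lower genes on a log10 scale. The list is not the gene ontology term, and the base of the paper's logarithm is not stated. The legend speaks of p adjusted by Benjamini-Hochberg, without saying whether the plotted values are adjusted, while the lists' values here and in the next paragraph are of unadjusted p. These values are thus not known to be like quantities. An unadjusted −log p is at least as high as the adjusted one, so adjusted values in the paper would leave the difference for the mitochondrion, the V-type ATPase and apoptosis, and leave the other 2 comparisons open. The values differed under every alternative. The list was called among lower genes with the methods' t-test (odds ratio 2.15, adjusted p = 0.0460), without sham replicate 1 (odds ratio 1.77, adjusted p = 0.0178) and without CKD replicate 2 (odds ratio 1.77, adjusted p = 0.0455), and its adjusted p ranged up to 1 over the other alternatives.

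For the V-type ATPase, the paper's value is 2.08 and the list gave 0.75 among lower genes. It did not differ with array weights (1.45), without sham replicate 1 (1.55), without CKD replicate 1 (1.57) or without CKD replicate 2 (2.84), and differed otherwise. For apoptosis, the paper's value is 2.84 and the list gave 1.57 in either direction, which differed except without CKD replicate 1 (1.92). For N-glycan biosynthesis, the paper's value is 2.56 and the list, which also holds the oligosaccharyltransferase, gave 4.59. It did not differ with array weights (3.64) or with the dimmest 25% (3.77) or 50% (3.53) of genes left out. For fatty acid metabolism, the paper's 1.65 and the list's 1.32 did not differ, though they did under 9 of the 16 alternatives. If the paper's logarithms are natural, its values on a log10 scale are 0.902 for the V-type ATPase and 1.23 for apoptosis, which do not differ from the lists' values, and 2.22 for the mitochondrion, 1.11 for N-glycan biosynthesis and 0.715 for fatty acid metabolism, which do, so a change of base does not bring the series together. The comparisons for the V-type ATPase, apoptosis and N-glycan biosynthesis were added after the values were seen.

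The paper states that the arrays show PGC1α and its targets inhibited in Fig. 1d, and 7 of the 9 measured genes of that panel were lower and Pfkfb3 was higher. Ndufb5, listed there as differentially expressed, was at −0.53 on the log2 scale, short of the fold limit, and passed without sham replicate 1 (−0.66) or CKD replicate 2 (−0.63).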

Other observations

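The lists described here were picked for the text after their values were seen, and none was called by camera. Among 19 genes of the glucocorticoid and fasting response, the ubiquitin ligases Trim63 (log2 fold change 0.87, standard error 0.27, adjusted p = 0.398 from limma) and Fbxo32 (0.85, standard error 0.22, adjusted p = 0.344), the uncoupling protein Ucp3 (0.88) and Klf9 (0.64) were higher, and the kinase Sgk1 (−1.20, standard error 0.38, adjusted p = 0.414) and the metallothioneins Mt2 (−1.91) and Mt1 (−0.80) were lower. The median was 0.30 while the mean was 0.03 (adjusted p = 0.149 from camera), 12 did not pass the criterion and none passed when p was adjusted over the list alone. The mean deviation of this list was −1.06 in sham replicate 1, against 0.46 and 0.56 in sham replicates 2 and 3 and −0.18 to 0.14 in CKD hearts. Of 16 genes of smooth muscle cells and pericytes, the contractile genes Cnn1 (1.64, standard error 0.38, adjusted p = 0.336), Myh11 (0.66) and Mylk (0.63) were higher, the pericyte gene Vtn was lower (−0.93, standard error 0.25, adjusted p = 0.344), and 12 did not pass (adjusted p = 0.0869 from camera). Cnn1 and Vtn passed when p was adjusted over the list alone.

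In the hypertrophic and fetal programme, Nppb (−0.76), the calcineurin inhibitor Rcan1 (−1.02, standard error 0.25) and Nmrk2 (−1.45) were lower, and Ankrd1 (0.66) and the atrial Myl4 were higher, among 19 genes with a median of −0.41, a mean of 0.15 and an adjusted p of 0.304. Nmrk2 overlapped between the groups and lost its call without sham replicate 2 (−1.23), sham replicate 3 (−1.11) or CKD replicate 3 (−0.93), and Ankrd1 without sham replicates 2 or 3 or CKD replicates 2 or 3. Nppb lost its call without sham replicate 1, sham replicate 2 (−0.60), CKD replicate 1 (−0.42) or CKD replicate 3, with the methods' t-test, after quantile normalization or cyclic loess, and without the dimmest 50% of genes. Nppa was at −0.52 (standard error 0.39) and Myh7 at −0.86 (standard error 0.68), neither past the criterion, but Myh7 passed with array weights (−1.55) or without sham replicate 1 (−1.79) and Nppa without CKD replicate 3 (−0.99). By qPCR the paper measured Nppa, Nppb and Myh7 (as ANF, BNP and β-MHC) in sham hearts and in CKD hearts with and without a high phosphate diet. It describes hypertrophy as aggravated with that diet, and whether those mice gave the array hearts is not stated. Irf1, which the paper places upstream of PGC1α, was at 8.60 ± 0.19 (SD, n = 3 mice) in sham and 8.51 ± 0.39 (SD, n = 3) in CKD hearts, a log2 fold change of −0.09, which was 0.09 without CKD replicate 3. The paper's evidence on IRF1 is from qPCR, western blot, cells given high phosphate or serum of CKD patients, knockdown, mice lacking IRF1 and promoter binding. It also reports increased IRF1 in kl/kl hearts and a dysregulated IRF1–PGC1α axis in adenine-induced CKD mice. In hearts it measured IRF1 in sham mice, CKD mice and CKD mice on a high phosphate diet. It describes a larger rise with that diet, and the arrays do not hold this group. None of 8 genes of the IRF family passed (median −0.18, adjusted p = 0.369). Tcap, a protein of the sarcomere's end, was higher by 1.50 (standard error 0.27, adjusted p = 0.285), as the lone gene past the criterion of 31 for the sarcomere and calcium handling (median −0.03, adjusted p = 0.788).

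Among 38 genes of fibrosis and extracellular matrix, Fmod (1.38) and Timp3 (1.08) were higher and Lox (−0.61) was lower (median 0.04, adjusted p = 0.778). Gsr (0.92) was higher and Hmox1 and Gpx4 (−0.59) lower among 24 genes of oxidative stress (adjusted p = 0.0902). Kat6b (0.62) was higher among 10 histone acetyltransferases (adjusted p = 0.214), and Vdr (−0.61) lower among 17 genes of phosphate transport and FGF23 signalling (adjusted p = 0.592).

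Of the marker lists of other cells, Alas2 (2.96) was higher among 4 red blood cell genes (adjusted p = 0.0902), Jchain (3.05) among 13 of lymphocytes (adjusted p = 0.214), Cpa3 (1.46) among 15 of neutrophils and mast cells (adjusted p = 0.967), and Gfap (0.70) and Cnp (0.69) among 15 of nerve and Schwann cells (adjusted p = 0.259). Pi16 (−0.62) was lower among 15 genes of fibroblasts (adjusted p = 0.887). Of the genes named in this and the earlier paragraphs, Klf9, Myh11, Mylk, Timp3, Lox, Gsr, Gpx4, Kat6b, Vdr, Alas2, Cpa3, Gfap, Cnp and Pi16 also lost the call without at least 1 of the arrays. None passed among 17 endothelial (adjusted p = 0.258), 10 skeletal muscle (adjusted p = 0.133) and 8 thymus genes (adjusted p = 0.565).

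Genes of the Y chromosome differed between arrays of mice that the methods describe as male, in the same order of arrays as Bmp10 for sham replicates 2 and 3 at the bottom and CKD replicate 3 at the top. Eif2s3y was at 1.24 and 1.26 in sham replicates 2 and 3, 4.24 in sham replicate 1, 4.02 and 4.04 in CKD replicates 1 and 2, and 7.90 in CKD replicate 3. Uty was at 2.08 and 2.17, 4.48, 4.67 and 4.29, and 7.97 in the same order. Both passed the criterion as higher in CKD hearts (3.07 with a standard error of 1.10 for Eif2s3y and 2.73 with a standard error of 0.95 for Uty, adjusted p = 0.453 each), without separating the groups. Sham replicates 2 and 3 were near the lowest values of their arrays for Eif2s3y, so the size of its difference is not firm. Kdm5d was also lowest in sham replicates 2 and 3 (1.96 and 1.89) and highest in CKD replicate 3 (5.52). The cause of this order of arrays was not tested. The sex of the array mice is known only from the methods, so the groups cannot be taken as matched for sex. Acute-phase and protease genes also set sham replicates 2 and 3 apart, with Lcn2 at 16.11 and 15.89 against 10.93 in sham replicate 1 and 12.35 to 12.85 in CKD hearts, and Mmp12 at 10.97 and 10.54 against 5.29 and 4.86 to 6.45.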
